# Comparative Transcriptomics Analyses across Species, Organs, and Developmental Stages Reveal Functionally Constrained lncRNAs

**DOI:** 10.1093/molbev/msz212

**Published:** 2019-09-20

**Authors:** Fabrice Darbellay, Anamaria Necsulea

**Keywords:** long noncoding RNAs, evolution, development, comparative transcriptomics

## Abstract

The functionality of long noncoding RNAs (lncRNAs) is disputed. In general, lncRNAs are under weak selective pressures, suggesting that the majority of lncRNAs may be nonfunctional. However, although some surveys showed negligible phenotypic effects upon lncRNA perturbation, key biological roles were demonstrated for individual lncRNAs. Most lncRNAs with proven functions were implicated in gene expression regulation, in pathways related to cellular pluripotency, differentiation, and organ morphogenesis, suggesting that functional lncRNAs may be more abundant in embryonic development, rather than in adult organs. To test this hypothesis, we perform a multidimensional comparative transcriptomics analysis, across five developmental time points (two embryonic stages, newborn, adult, and aged individuals), four organs (brain, kidney, liver, and testes), and three species (mouse, rat, and chicken). We find that, overwhelmingly, lncRNAs are preferentially expressed in adult and aged testes, consistent with the presence of permissive transcription during spermatogenesis. LncRNAs are often differentially expressed among developmental stages and are less abundant in embryos and newborns compared with adult individuals, in agreement with a requirement for tighter expression control and less tolerance for noisy transcription early in development. For differentially expressed lncRNAs, we find that the patterns of expression variation among developmental stages are generally conserved between mouse and rat. Moreover, lncRNAs expressed above noise levels in somatic organs and during development show higher evolutionary conservation, in particular, at their promoter regions. Thus, we show that functionally constrained lncRNA loci are enriched in developing organs, and we suggest that many of these loci may function in an RNA-independent manner.

## Introduction

Long noncoding RNAs (lncRNAs, loosely defined as transcripts without protein-coding potential, at least 200 nucleotides long) are an excellent illustration of the ongoing conceptual tug-of-war between biochemical activity and biological function (Graur et al. 2013; Doolittle 2018). Recent sequencing-based studies identified thousands of lncRNAs in vertebrates (Guttman et al. 2009; Khalil et al. 2009; Iyer et al. 2015; Pertea et al. 2018). Although this class of transcripts includes lncRNAs with undisputed biological roles, such as *Xist* (Brown et al. 1991) or *H19* (Brannan et al. 1990), experimental validations are lacking for the great majority of lncRNAs and their functionality is controversial.

The first functional characterizations of individual lncRNAs forged the idea that they are important contributors to gene expression regulatory networks. This has been unequivocally proven for some lncRNAs, such as *Xist*, whose transcription and subsequent coating of the X chromosome triggers a complex chain of molecular events leading to X inactivation in placental mammals (Munschauer et al. 2018). Other proposed mechanisms for gene expression regulation by lncRNAs include directing chromatin-modifying complexes at specific genomic locations, to control gene expression in *trans* (Rinn et al. 2007); providing decoy targets for microRNAs (Cesana et al. 2011); enhancing neighboring gene expression through an RNA-dependent mechanism (Ørom et al. 2010). Biological functions unrelated to gene expression regulation were also proposed for lncRNAs. For example, the *NORAD* lncRNA was shown to assemble a topoisomerase complex critical for genome stability (Munschauer et al. 2018), while the X-linked *Firre* lncRNA is involved in chromatin super-loop formation on the inactive X chromosome (Hacisuleyman et al. 2014; Barutcu et al. 2018). Additional evidence that individual lncRNAs are undoubtedly biologically relevant comes from associations with human diseases, including cancer, as for the *SAMMSON* lncRNA (Vendramin et al. 2018).

Initial studies of lncRNA functionality generally asserted that biological functions are directly carried out by the transcribed RNA molecules. For some lncRNAs, this hypothesis was supported by thorough functional tests, including rescue experiments showing that phenotypic effects of lncRNA locus deletion can be reversed by expressing the lncRNAs in *trans* (Munschauer et al. 2018). Thus, for a subset of lncRNA loci, their biological function is undoubtedly achieved by the noncoding RNA molecule. However, in some cases, lncRNA function resides in the act of transcription at a given genomic location, rather than in the product of transcription (Latos et al. 2012). In other cases, biological functions are carried out by other elements embedded in the lncRNA genomic loci (Bassett et al. 2014). For example, transcription of *Linc-p21*, originally described as a *cis*-acting enhancer lncRNA, is not needed to regulate neighboring gene expression, which is instead controlled by multiple enhancer elements within the locus (Groff et al. 2016). Genetic engineering of multiple lncRNA loci in mouse likewise indicated that lncRNA transcripts are dispensable, and that gene expression regulation by lncRNA loci is instead achieved by the process of transcription and splicing, or by additional regulatory elements found in lncRNA promoters (Anderson et al. 2016; Engreitz et al. 2016). Furthermore, some attempts to look for lncRNA function through genetic engineering approaches showed that the tested lncRNA loci are altogether dispensable (Amândio et al. 2016; Zakany et al. 2017; Goudarzi et al. 2019). These recent observations signal a paradigm shift in lncRNA biology, as it is increasingly acknowledged that, even when phenotypic effects can be unambiguously mapped to lncRNA loci, they may not be driven by the lncRNA transcripts themselves.

Importantly, this new perspective on lncRNA biology had been predicted by evolutionary analyses, traditionally used to evaluate the functionality of diverse genomic elements (Haerty and Ponting 2014; Ulitsky 2016). Evolutionary studies of lncRNAs in vertebrates agree that selective constraint on lncRNA primary sequences is weak, though significantly above the genomic background (Ponjavic et al. 2007; Kutter et al. 2012; Necsulea et al. 2014; Washietl et al. 2014; Hezroni et al. 2015). These observations are compatible with the hypothesis that many of the lncRNAs detected with sensitive transcriptomics techniques may be nonfunctional noise (Ponjavic et al. 2007), or that their function is carried out by small conserved elements, such that the selective constraint signal on the entire lncRNA locus is overall weak (Ulitsky 2016). They also indicate that lncRNA functionality may not reside in the primary transcribed sequence. Indeed, mammalian lncRNA promoters show higher levels of sequence conservation, similar to protein-coding gene promoters (Necsulea et al. 2014), as expected if they carry out additional regulatory functions independently of the transcribed RNA molecule. Moreover, it was previously reported that, in multiexonic lncRNAs, splicing regulatory elements are more conserved than exonic sequences (Schüler et al. 2014; Haerty and Ponting 2015), in agreement with the recent finding that lncRNA splicing can contribute to neighboring gene regulation (Engreitz et al. 2016). Thus, detailed evolutionary analyses of lncRNA loci can bring insights into their functionality, and can help prioritize candidates for experimental validation.

Most comparative lncRNA studies were so far restricted to adult organ transcriptomes. These comparisons showed that lncRNAs are preferentially expressed in adult testes, during spermatogenesis (Soumillon et al. 2013). This process is characterized by a permissive chromatin environment, which can promote nonfunctional transcription (Soumillon et al. 2013). The resulting lncRNA data sets may thus be enriched in nonfunctional transcripts. Additional lines of evidence suggest that the search for functional lncRNAs should be extended beyond adult organ transcriptomes. For example, involvement in developmental phenotypes was proposed for many experimentally tested lncRNAs (Ulitsky et al. 2011; Grote et al. 2013; Sauvageau et al. 2013), and an enrichment for developmental transcription factor binding was reported for the promoters of conserved lncRNAs (Necsulea et al. 2014). These observations motivated us to add a temporal dimension to comparative lncRNA transcriptomics studies. Therefore, here, we characterize lncRNAs across species, organs, and developmental stages. We analyze the spatial and temporal expression patterns of protein-coding genes and lncRNAs, in conjunction with their evolutionary conservation. We find that, while lncRNAs are overall poorly conserved during evolution in terms of primary sequence or expression patterns, higher frequencies of constrained lncRNAs are observed in embryonic transcriptomes. For many of these loci, biological function may be RNA-independent, as the highest levels of sequence conservation are observed on promoter regions and on splice signals, rather than on lncRNA exonic sequence. Our results are thus compatible with unconventional, RNA-independent functions for evolutionarily conserved lncRNA loci, in particular, for those that are expressed during embryonic development.

## Results

### Comparative Transcriptomics across Species, Organs, and Developmental Stages

To study protein-coding and lncRNA expression patterns across both developmental and evolutionary time, we generated strand-specific RNA-seq data for mouse and rat, for four major organs (brain, kidney, liver, and testes) and five developmental time points, including two embryonic stages, newborn, young, and aged adult individuals (fig. 1*A*;supplementary table 1, Supplementary Material online; and see Materials and Methods). 

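Polyadenylated RNA was sequenced from 45 mouse, 40 rat and 12 chicken samples, 97 in all, which cover 44 combinations of species, organ and developmental stage. In the mouse, the midstage embryo was taken at embryonic day 13.5 and the late embryo at day 17 to 17.5, and in the rat at day 15 and day 18.5 to 19. Newborns were 1 to 2 days old, young adults 8 to 10 weeks, and aged adults 24 months in all organs but the rat kidney (12 months) and the rat liver (replicates 1 and 2 at 24 months, replicates 3 and 4 at 12 months). Chicken embryos were at Hamburger-Hamilton stages 31 and 36. The authors aligned the reads with HISAT2 to mm10, rn6 and galGal5, counted the uniquely mapping reads of each locus with Rsubread, and estimated read counts and TPM values for each locus with Kallisto. Their loci join Ensembl genes with loci that StringTie assembled from the reads, 94411 in the mouse table of unique counts, 91477 in the rat and 61214 in the chicken. The authors also multiplied the TPM values of each sample by 1 factor, taken from the 100 genes whose ranks varied least among samples, and these normalized TPM values are used here unless raw TPM is named. The factor ranged from 0.487 to 7.72 in mouse samples, from 0.572 to 3.88 in rat and from 0.658 to 1.73 in chicken. Between 26263021 and 79957826 unique reads were counted per mouse sample (median 40926703), between 33090523 and 56982884 per rat sample (median 40829332) and between 26285572 and 37757554 per chicken sample (median 31605389). Mouse loci were divided by the biotypes of GENCODE M21 into 21716 protein-coding genes, 12755 annotated lncRNAs, 19772 other annotated loci and 40130 newly assembled loci. Rat and chicken loci were divided only into annotated (32830 and 24841) and newly assembled (58609 and 36337). The annotated class of these species holds protein-coding and other genes, the assembled class holds lncRNAs together with other assembled loci, and the study's own list of candidate lncRNAs was not used here. Differential expression (DE) was tested on the unique read counts with edgeR's quasi-likelihood test and TMM normalization, for each organ and species by itself, over loci with at least 10 reads summed over the organ's samples, at a Benjamini-Hochberg FDR below 0.01.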

The selected time points allow us to obtain a broad view of major organ ontogenesis and to capture drastic physiological changes during development (Theiler 1989). We chose to include in our study both young adult (8–10 weeks old) and aged adult individuals (12–24 months old), thus completing our overview of temporal patterns of gene expression variation. At the earliest embryonic stage (day 13.5 postconception for mouse, day 15 for rat), we dissected only the three somatic organs. Our experimental design for mouse and rat thus comprises 19 organ/developmental stage combinations. To obtain a broader evolutionary perspective, we generated comparable RNA-seq data for the chicken, for the two earliest developmental stages (fig. 1*A* andsupplementary table 1, Supplementary Material online). 

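Of the 19 combinations of organ and stage in the mouse, 14 had 2 biological replicates, 3 had 3 (the newborn kidney, liver and testes) and 2 had 4 (the aged kidney and liver). In the rat, 18 of the 19 combinations had 2 replicates and the aged liver had 4, and the 6 chicken combinations had 2 each. In the mouse, the number of unique reads per sample lay between 39131165 and 46990357 in brain (median 41480174), between 30255498 and 79957826 in kidney (median 39084173), between 26263021 and 45495075 in liver (median 39651246) and between 34502894 and 50829958 in testes (median 41787717). The pair of samples with the most reads was the midstage embryo kidney, with 64906763 and 79957826. In the rat, it lay between 36045679 and 48090467 in brain, between 33090523 and 50767934 in kidney, between 37385483 and 56982884 in liver and between 37285887 and 46008820 in testes. In the chicken, it lay between 26285572 and 31860305 in brain, between 30453901 and 34468327 in kidney and between 31186178 and 37757554 in liver. No pair of replicates held identical values, and the 65 pairs (35 in mouse, 24 in rat, 6 in chicken) all differed by more than sampling noise, with a chi-square statistic per locus of at least 6.98, 3.55 and 12.7, where counting noise alone gives about 1. The 3' bias of Supplementary Table 1, the excess of reads at the 3' ends of transcripts, ranged from -0.0408 to 0.806 in mouse and from -0.0348 to 0.694 in rat, and stayed between -0.114 and 0.0195 in chicken. Differences between developmental stages made up 90.3% of its variance in mouse brain and 95.6% in rat brain, 76.1% and 92.0% in kidney, 73.7% and 75.4% in testes, and 24.4% and 28.1% in liver.

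**Figure D1:**
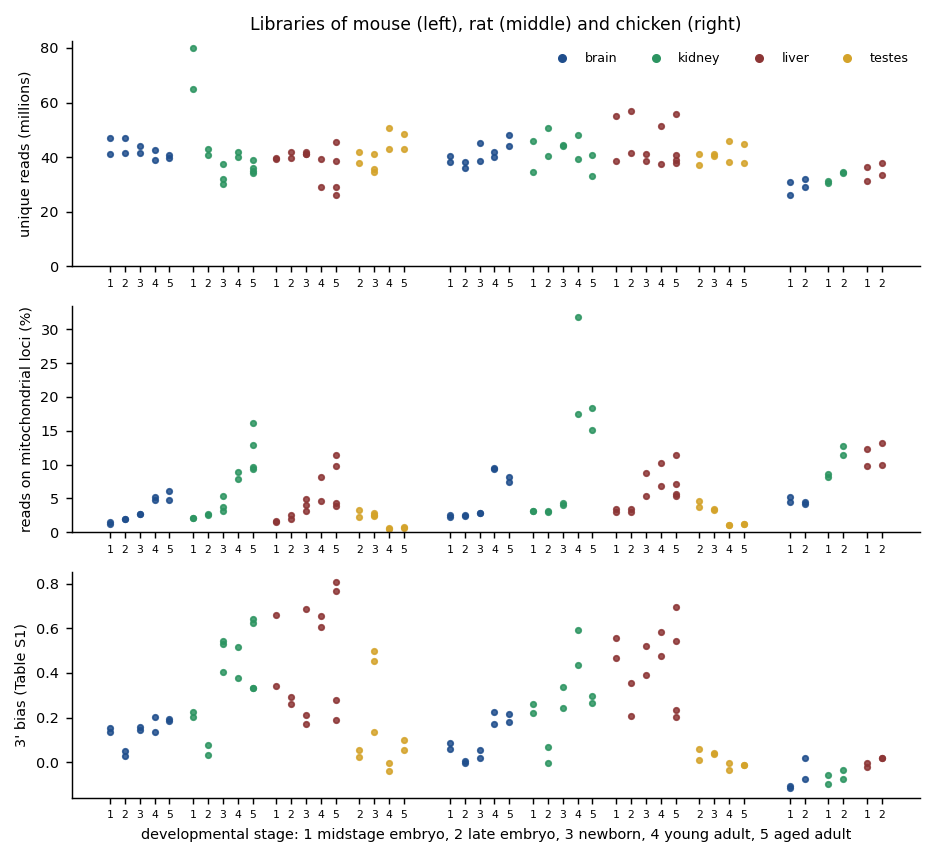
Number of unique reads, percent of reads on mitochondrial loci and 3' bias of each sample (points, 1 per sample) by developmental stage, for the organs of mouse, rat and chicken. The midstage embryo kidney holds the mouse samples with the most reads, up to 79957826, and the adult kidney of the rat the highest mitochondrial share, 31.8%.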

We generated between two and four biological replicates for each species/organ/developmental stage combination (supplementary table 1, Supplementary Material online). Additional RNA-seq samples from previous publications were included in the lncRNA annotation process, to increase detection sensitivity (supplementary table 2, Supplementary Material online).

**Fig. 1.**
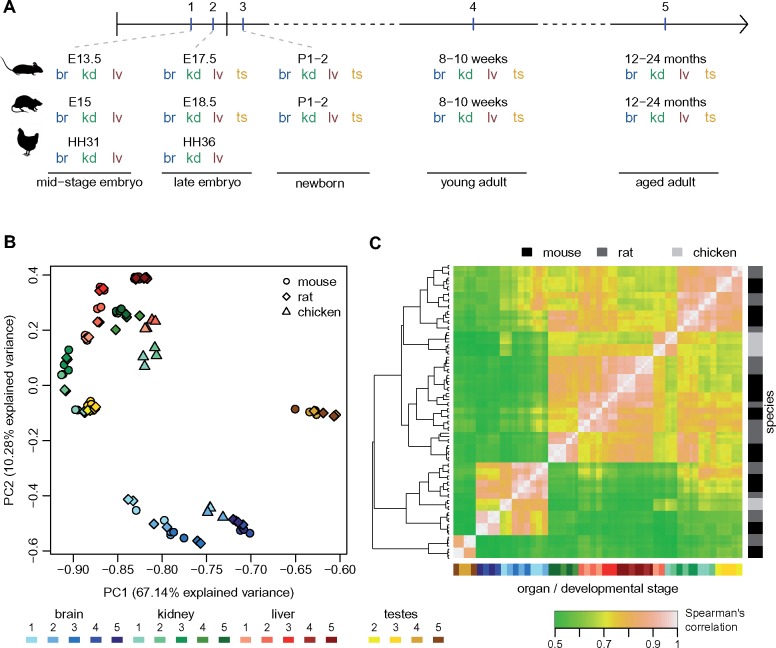
Comparative transcriptomics across species, organs, and developmental stages. (*A*) Experimental design. The developmental stages selected for mouse, rat, and chicken are marked on a horizontal axis. Organs sampled for each species and developmental stage are shown below. Abbreviations: br, brain; kd, kidney; lv, liver; ts, testes. (*B*) First factorial map of a principal component analysis, performed on log2-transformed TPM values, for 10,363 protein-coding genes with orthologs in mouse, rat, and chicken. Colors represent different organs and developmental stages, point shapes represent different species. (*C*) Hierarchical clustering, performed on a distance matrix derived from Spearman correlations between pairs of samples, for 10,363 protein-coding genes with orthologs in mouse, rat, and chicken. Organ and developmental stages are color-coded, shown below the heatmap. Species of origin is color-coded, shown on the right. Sample clustering is shown on the left.

The organs and developmental stages included in our study differ greatly in terms of their cellular composition diversity. To verify that our whole-organ RNA-seq data reflect cellular composition heterogeneity, we assessed the expression patterns of cell population markers derived from single-cell transcriptomics studies (Green et al. 2018; Tabula Muris Consortium 2018) in our samples (supplementary fig. 1, table 3, and methods, Supplementary Material online). This analysis confirms that our transcriptome collection reflects expected developmental patterns. For example, mature oligodendrocyte cell markers are systematically highly expressed in adult brain, while oligodendrocyte precursor markers are more highly expressed in the earliest developmental stages (supplementary fig. 1, Supplementary Material online). 

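Of the mature oligodendrocyte markers in Supplementary Table 3, Mobp (ENSMUSG00000032517, chromosome 9 of GRCm38 from 120149707 to 120181484) had 0.237 TPM in the mouse midstage embryo brain, 347 ± 63.5 (SD, n = 2) in the young adult brain and 436 ± 96.4 (n = 2) in the aged brain. Its log2 fold change from midstage embryo to young adult was 9.94 (standard error 0.492, adjusted p = 6.34e-06). Mag (ENSMUSG00000036634, chromosome 7 from 30899176 to 30914873) rose from 0.284 to 49.6 ± 10.8 TPM and Mog (ENSMUSG00000076439, chromosome 17 from 37010743 to 37023398) from 0.0258 to 32.01 ± 12.98. Their log2 fold changes were 6.92 (standard error 0.458, adjusted p = 1.04e-05) and 10.32 (0.558, 1.22e-07). In the rat brain, the young adult levels were 422 ± 115 TPM for Mobp, 135 ± 18.4 for Mag and 93.3 ± 20.5 for Mog, and the log2 fold changes were 12.89 (standard error 0.267, adjusted p = 6.1e-12), 11.27 (0.215, 6.28e-14) and 7.69 (0.190, 9.26e-13). Pdgfra (ENSMUSG00000029231, chromosome 5 from 75152292 to 75198215), a precursor marker, also rose, from 2.09 ± 1.71 TPM in the mouse midstage embryo to 19.9 ± 0.329 in newborns and 15.4 ± 1.80 in young adults, a log2 fold change of 2.51 (standard error 0.565, adjusted p = 0.0155) from midstage embryo to young adult. In the rat it went from 3.95 ± 1.30 to 24.1 ± 1.11 and 13.9 ± 2.37 TPM, and its log2 fold change of 1.62 (standard error 0.344) had an adjusted p of 0.00933. All of these p-values come from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment over all loci of the brain. Of the alternatives, adding 3' bias to the model moved the values most, with a log2 fold change of 2.73 for rat Pdgfra, and left this gene above the 0.01 threshold (adjusted p = 0.0437).

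**Figure D2:**
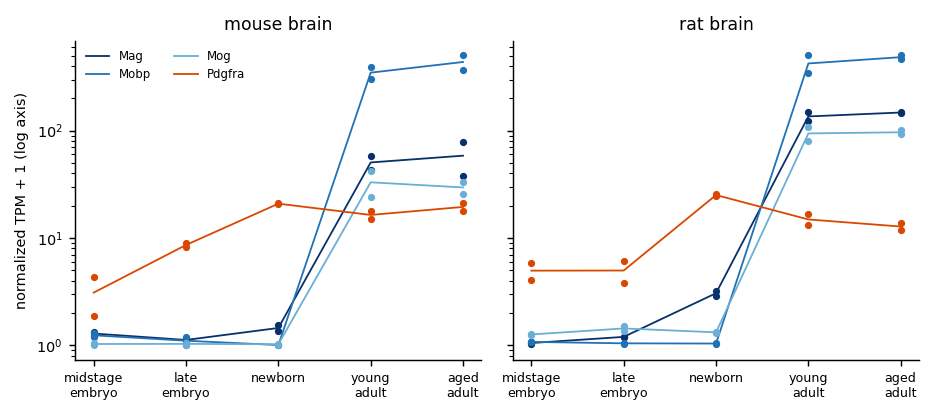
Normalized TPM plus 1 on a log axis of 3 mature oligodendrocyte markers (Mag, Mobp, Mog) and the precursor marker Pdgfra in mouse and rat brain by developmental stage, with points for samples and lines through the means. The mature markers are highest in adults and Pdgfra in newborns.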

To further characterize our transcriptome collection, we sought to identify genes that could serve as markers for organ/developmental stage combinations. To do this, we selected genes that have narrow expression distributions, and for which maximum expression is observed in the same organ/developmental stage combination in mouse and rat (supplementary methods and table 4, Supplementary Material online). 

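Specificity was measured with the tau index over the mean TPM of each organ and stage, with young and aged adults pooled. For the 1999 genes held here of the 3171 in Supplementary Table 4, every maximum fell in the same combination as in the table. The authors made that table from the same normalized TPM values, so this checks the recomputation only. Of the brain genes, Fezf1 (chromosome 6 of GRCm38 from 23245044 to 23248362) had a mouse tau of 0.995, with 7.24 ± 2.11 TPM (SD, n = 2) in the midstage embryo brain and 0.219 ± 0.310 in the next highest combination, the late embryo brain. Neurod6 peaked in the late embryo brain (406 ± 109 TPM, tau 0.946), Hs3st5 in the newborn brain (5.89 ± 2.61, tau 0.920) and Mobp in the adult brain (391 ± 84.3, n = 4, tau 1.000). Hs3st5 was 3.10 ± 0.383 TPM in the late embryo brain, below both newborn replicates. Of the kidney genes, Hmga2 (chromosome 10 from 120361275 to 120476469) reached 205 ± 4.42 TPM in the midstage embryo against 26.1 ± 11.7 in the midstage embryo liver (tau 0.963), and Dnase1 (chromosome 16 from 4036942 to 4040024) reached 1877 ± 893 in adults (n = 6) against 3.45 ± 1.74 in newborns (tau 1.000). Foxl1 had 7.39 ± 0.590 TPM in the late embryo kidney (tau 0.885), and Atp12a had 7.51 ± 8.57 in the newborn kidney (n = 3, tau 0.962), a mean smaller than its SD. Of the liver genes, Hbb-bh1 had 390 ± 128 TPM in the midstage embryo (tau 0.993), Rbp2 566 ± 26.9 in the late embryo (tau 0.994), Igfbp1 5728 ± 2729 in newborns (n = 3, tau 0.984, chromosome 11 from 7197782 to 7202546) and Sdr9c7 68.3 ± 17.4 in adults (n = 6, tau 0.999). Hbb-bh1 belongs to the beta-globin cluster, and whether reads are split between the genes of this cluster was not tested. In the rat, Fezf1 (tau 0.980), Neurod6 (0.934), Mobp (0.999), Hmga2 (0.962), Atp12a (0.984), Dnase1 (0.995), Hbb-bh1 (0.9903), Rbp2 (0.984), Igfbp1 (0.989) and Sdr9c7 (0.982) peaked in the same combinations as in the mouse. The paper selected its marker genes for a shared maximum in both species, so this adds no evidence of its own. Of the alternatives, taking tau over log2(TPM + 1) moved the index most, to 0.718 for Hmga2 in mouse and 0.697 in rat, and left the highest combination of each of these genes in place.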

Gene ontology enrichment analyses for these lists of genes are coherent with the cellular composition and biological processes at work. Thus, genes involved in forebrain neuron differentiation are overrepresented in the midstage embryonic brain, while processes related to synaptic transmission are enriched among genes specifically expressed in adult brain (supplementary fig. 2, Supplementary Material online). In the kidney, the early developmental stages are enriched in genes involved in metanephric development (supplementary fig. 3, Supplementary Material online). The newborn liver stands out due to its strong enrichment in genes involved in immune response, while metabolic processes are overrepresented in the adult liver (supplementary fig. 4, Supplementary Material online). Embryonic testes samples express genes implicated in gamete generation and gene silencing by miRNAs, including the *Piwi-*like genes, while adult testes transcriptomes are dominated by genes involved in spermatogenesis (supplementary fig. 5, Supplementary Material online). These patterns confirm that our whole-organ transcriptome collection captures the cell composition changes and physiological transitions that occur during organ development.

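The gene drawn for the late embryo testes, Piwil4 (chromosome 9 of GRCm38 from 14696230 to 14740733), had 20.4 ± 6.56 TPM (SD, n = 2) there in the mouse and 1.27 ± 0.251 in the newborn testes, with a tau of 0.992. In the rat it had 26.4 ± 5.01 TPM (n = 2) in the late embryo testes and 7.04 ± 2.69 in the next highest combination, with a tau of 0.962 that fell to 0.854 over log2(TPM + 1). Aqp12 (chromosome 1 from 93006334 to 93012269) was highest in the newborn testes, with 4.14 ± 0.999 TPM (n = 3) in mouse against 1.18 ± 0.502 in the late embryo, and 39.6 ± 2.86 (n = 2) in rat against 28.1 ± 0.341. Defb33 (chromosome 8 from 20892669 to 20897723) had 90.5 ± 22.6 TPM (n = 4) in mouse and 379 ± 40.0 (n = 4) in rat adult testes, with a tau of 1.000 in both species.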

### Developmental Expression Patterns Are Well Conserved among Species for Protein-Coding Genes

To gain a first glimpse into the evolution of developmental gene expression patterns, we performed a principal component analysis (PCA) for 10,363 protein-coding genes shared among mouse, rat, and chicken (fig. 1*B* andsupplementary methods, Supplementary Material online). This analysis revealed that the main source of gene expression variability among species, organs, and developmental stages is the distinction between adult and aged testes and the other samples, which are separated on the first PCA axis (fig. 1*B*). In contrast, embryonic and newborn testes are grouped with kidney samples from similar developmental stages, in agreement with the common developmental origin of the kidney and the gonads (Nel-Themaat et al. 2010). 

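Principal components were computed over all samples of 1 species, on log2(TPM + 1) with each sample centred and scaled. In the mouse, the first axis carried 76.1% of the variance of the protein-coding genes. The 4 adult and aged testes samples had coordinates between 0.614 and 0.634 on it, and the other 41 mouse samples between 0.822 and 0.949. Over the annotated genes of the rat, the first axis carried 79.9%, with the 4 adult and aged testes samples between 0.690 and 0.711 and the other 36 between 0.870 and 0.957. Centring and scaling each gene over the samples, in place of each sample over the genes, moved the share of the first axis most, to 27.9% in the mouse and 28.6% in the rat. Spearman's correlation between an adult testes sample and a sample of any other kind averaged 0.588 ± 0.0307 (SD, 164 pairs) over mouse protein-coding genes. From the separation of adult and aged testes on the first axis of its analysis of 3 species (fig. 1B), the paper concludes that this distinction is the main source of expression variability in the collection.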

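Over mouse protein-coding genes, the correlation of late embryo and newborn testes with kidney samples of the embryo and newborn averaged 0.910 ± 0.00979 (SD, 35 pairs of samples), and with brain or liver samples of those stages 0.845 ± 0.0147 (65 pairs). Over the annotated genes of the rat, the averages were 0.921 ± 0.00660 (24 pairs) and 0.889 ± 0.00953 (48 pairs). In both species the gap between kidney and the other organs was larger than the spread of the pairs.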

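Within the mouse, the coordinates of the 10 brain samples on the first axis did not differ between the 5 stages at the 0.05 level for protein-coding genes (Kruskal-Wallis statistic 6.98, exact permutation test over the 113400 arrangements, p = 0.0910), while those for annotated lncRNAs did (statistic 7.96, exact p = 0.0222). In the rat, the coordinates of the 10 brain samples differed between stages for annotated genes (statistic 8.40, exact p = 0.00529).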

The first axis of the PCA, which explains 67% of the total expression variance, also correlates with the developmental stage for the brain: samples derived from adult and aged individuals have higher coordinates on this axis than embryonic and newborn samples (fig. 1*B* andsupplementary fig. 6, Supplementary Material online, Kruskal–Wallis test *P* value 0.003). 

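The second axis carried 8.26% of the variance in the mouse (protein-coding genes) and 6.66% in the rat (annotated genes). Mouse kidney samples differed between stages on this axis with a Kruskal-Wallis statistic of 11.4 (n = 13, p = 2e-05 from 100000 permutations), and mouse liver samples with 10.7 (n = 13, permutation p = 0.00061). In the rat, the statistics were 8.40 in kidney (n = 10, exact permutation p = 0.00529) and 9.60 in liver (n = 12, permutation p = 0.00259).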

The second PCA axis (10% explained variability) mainly reflects the difference between brain and the other organs, but is also associated with the developmental stage for kidney and liver (fig. 1*B* andsupplementary fig. 6, Supplementary Material online, Kruskal–Wallis test *P* value 4e^−4^ for kidney, 4e^−5^ for liver). However, we note that the association between PC2 and developmental stages for kidney and liver may be confounded by differences in RNA degradation among developmental stages for these organs (supplementary methods and fig. 6, Supplementary Material online).

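After regression of the coordinates on the 3' bias of the samples, the Kruskal-Wallis statistic of mouse brain on the first axis rose to 7.96 (exact permutation p = 0.0222) and that of rat brain fell to 6.76 (exact permutation p = 0.110). These were the only calls between stages that the regression changed among the 3 organs and the mouse and rat classes tested.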

Although mouse and rat samples are almost undistinguishable on the PCA factorial map, there is considerably higher expression divergence between chicken and the two rodent species (fig. 1*B*). However, differences among major organs are stronger than differences among species, even at these broad evolutionary distances: brain samples all cluster together, irrespective of the species of origin, and are clearly separated from kidney and liver samples on the second PCA axis (fig. 1*B*). These patterns of gene expression variations are confirmed by a hierarchical clustering analysis based on Spearman’s correlation coefficients between pairs of samples (fig. 1*C*). 

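Mouse and rat genes were paired with Supplementary Table 9, of which the first 1999 of the 15816 rows are held here, 259 protein-coding and 1740 lncRNA pairs. For the 259 protein-coding pairs, the first axis of a joint analysis of the 85 mouse and rat samples carried 65.7% of the variance and the second 12.3%. Differences between species made up 0.0286% of the variance of the coordinates on the second axis, and differences between combinations of organ and stage made up 99.7%. Samples of the same organ and stage in the other species correlated with a mean Spearman coefficient of 0.918 ± 0.0259 (SD, 90 pairs). Samples of other organs in the same species correlated with 0.641 ± 0.136 (1077 pairs). Both averages leave out adult and aged testes.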

The strongest clustering is observed for adult and aged testes samples, followed by brain samples (fig. 1*C*).

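Over mouse protein-coding genes, the 6 pairs of adult or aged testes samples correlated with a mean Spearman coefficient of 0.991 ± 0.000957 (SD). The 40 pairs of brain samples from different stages averaged 0.938 ± 0.0330. The 138 pairs of samples from different stages of kidney, of liver or of testes before adulthood averaged 0.917 ± 0.0442. The 609 pairs from different organs, with adult and aged testes left out, averaged 0.807 ± 0.0607. Over the annotated genes of the rat these averages were 0.971 ± 0.00149, 0.935 ± 0.0198, 0.920 ± 0.0277 and 0.866 ± 0.0323. The lead of brain over the other organs was within the spread of the pairs in both species.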

The grouping among samples derived from similar organs and developmental stages, irrespective of the species of origin, is stronger for genes that are associated with embryonic development and with gene expression regulation (supplementary methods and fig. 6*C* and *D*, Supplementary Material online). For this set of genes, both the PCA and the hierarchical clustering analysis show a near-perfect separation of organs and developmental stages, for all three species (supplementary fig. 6*C* and *D*, Supplementary Material online). Chicken samples, which cluster apart from rodent samples in whole transcriptome analyses, are now grouped with the corresponding organs and developmental stages from mouse and rat. Our transcriptome collection can thus reveal highly conserved expression patterns for regulators of embryonic development, across amniotes.

### Variations in Transcriptome Complexity among Organs and Developmental Stages

We next sought to assess the transcriptome complexity in different organs across developmental stages. To predict lncRNAs, we used the RNA-seq data to reconstruct gene models with StringTie (Pertea et al. 2015), building on existing genomic annotations (Cunningham et al. 2019). We verified the protein-coding potential of newly annotated transcripts, based on the codon substitution frequency score (Lin et al. 2007, 2011) and on sequence similarity with known proteins, and we applied a stringent series of filters to reduce contaminations from unannotated protein-coding UTRs and other artifacts (see Materials and Methods). We thus obtain a total of 18,858 candidate lncRNAs in the mouse, 20,159 in the rat and 5,496 in the chicken, including both newly annotated and previously known lncRNAs transcribed in our samples (supplementary data set 1, Supplementary Material online). The relative sizes of each species’ lncRNA repertoires are consistent with previous studies (Necsulea et al. 2014; Sarropoulos et al. 2019). We note however that our power to detect lncRNAs in chicken is limited, due to the narrower organ and developmental stage sampling in this species (supplementary tables 1 and 2, Supplementary Material online). 

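The highest mean TPM that a locus reached in any organ and stage had a median of 0.365 among annotated mouse lncRNAs, 1.16 among newly assembled mouse loci and 27.0 among mouse protein-coding genes. In the rat, the median was 1.38 for newly assembled loci and 8.52 for annotated loci, and in the chicken 0.133 and 5.99.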

Most candidate lncRNAs are expressed at very low levels. 

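A mean TPM of at least 1 in some organ and stage was reached by 4787 of the 12755 annotated lncRNAs, 22675 newly assembled loci and 17871 protein-coding genes in the mouse. In the rat it was reached by 36642 newly assembled and 21013 annotated loci, and in the chicken by 7853 and 15614. The maximum stayed below 1 TPM for 62.5% of the annotated lncRNAs, 43.5% of the newly assembled loci and 17.7% of the protein-coding genes of the mouse.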

When imposing a minimum normalized expression level (transcript per million or TPM) of 1, in at least one sample, the numbers of candidate lncRNAs falls to 12,199, 15,319, and 2,892 in the mouse, rat, and chicken, respectively (supplementary data sets 2 and 3, Supplementary Material online).

The differences in lncRNA content among species may be affected by RNA-seq read coverage and sample distribution, as well as genome sequence and annotation quality. To correct for the effect of RNA-seq read coverage, we down-sampled the RNA-seq data to obtain the same number of uniquely mapped reads for each organ/developmental stage combination within each species (supplementary methods, Supplementary Material online). After this procedure, the number of detectable protein-coding genes (supported by at least ten uniquely mapped reads) still shows broad variations among organs and developmental stages, with the highest numbers of genes detected in the testes, for all time points (fig. 2*A*). 

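The unique reads of each sample were thinned by the ratio of resampled to uniquely mapped reads in Supplementary Table 1, and summed over the replicates of an organ and stage, so that each combination has 1 value with no spread. In the mouse, 16592 protein-coding genes had at least 10 reads in the young adult testes, 16708 in the aged testes, 16507 in the late embryo testes and 16122 in the newborn testes. For the spread between replicates, each sample was also thinned to 15000000 reads by itself. At that depth, 14836 ± 41.7 (SD, n = 2) protein-coding genes were detected in the young adult testes, 15000 ± 127 (n = 2) in the aged testes, 14819 ± 50.9 (n = 2) in the late embryo testes and 14454 ± 128 (n = 3) in the newborn testes. The young adult liver had the fewest, 11766 ± 49.5 (n = 2), and the newborn kidney had 14267 ± 47.4 (n = 3).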

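Outside the adult and aged testes, the number of mouse protein-coding genes with at least 10 resampled reads ranged from 13229 to 16507. Annotated loci ranged from 13971 to 17502 in the rat, with 18100 in the young adult and 18147 in the aged testes, and from 12828 to 14558 in the 6 combinations of the chicken.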

Large numbers of protein-coding genes (between ∼12,800 and 16,700) are detected in all samples. In contrast, for lncRNAs, the pattern is much more striking: the young and aged adult testes express between 11,000 and 12,000 lncRNAs, in both mouse and rat, while in somatic organs and earlier developmental stages, we can detect only between 1,800 and 4,800 lncRNAs (fig. 2*B*). This observation is in agreement with previous findings indicating that during spermatogenesis the chromatin environment is highly permissive to transcription (Soumillon et al. 2013).

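Annotated lncRNAs with at least 10 resampled reads numbered 4432 in the young adult and 4467 in the aged mouse testes, and between 1079 and 2264 in the other 17 combinations. Newly assembled mouse loci numbered 13348 and 13509 in these testes and between 2506 and 5765 elsewhere. Newly assembled rat loci numbered 19224 and 19020 in the young adult and aged testes and between 4101 and 10248 elsewhere, and in the chicken between 2096 and 3604. With each sample thinned to the common depth, 3109 ± 68.6 (SD, n = 2) annotated lncRNAs were detected in the young adult and 3144 ± 24.7 (n = 2) in the aged mouse testes, against 1173 ± 50.2 (n = 2) in the newborn brain and 531 ± 141 (n = 2) in the late embryo liver. Leaving out replicate 1 of every combination moved these counts most in proportion, with 1245 as the fewest newly assembled loci in the mouse, and a minimum of 20 reads gave 1438.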

**Fig. 2.**
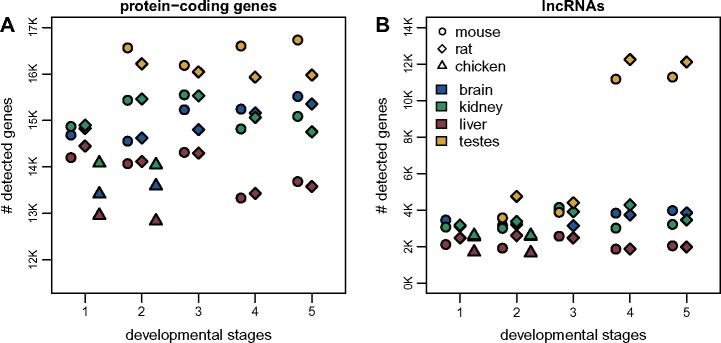
Transcriptome complexity in different species, organs, and developmental stages. (*A*) Number of protein-coding genes supported by at least ten uniquely mapped reads in each sample, after read resampling to homogenize coverage (supplementary methods, Supplementary Material online). Colors represent different organs, point shapes represent different species. Developmental stages are indicated by numeric labels, 1–5, on the *x* axis. We analyzed a total of 19,356 protein-coding genes in the mouse, 19,274 in the rat, and 15,509 in the chicken. (*B*) Number of lncRNAs supported by at least ten uniquely mapped reads in each sample, after read resampling to homogenize coverage. We analyzed a total of 18,858 candidate lncRNAs in the mouse, 20,159 in the rat, and 5,496 in the chicken.

### Spatial and Temporal Expression Patterns for Protein-Coding Genes and lncRNAs

We next compared spatial and temporal expression patterns between protein-coding genes and lncRNAs. In agreement with previous findings (Soumillon et al. 2013), we show that lncRNAs are overwhelmingly preferentially expressed in the testes (fig. 3*A*). Indeed, more than 60% of lncRNAs reach their maximum expression level in this organ, compared with less than 35% of protein-coding genes, for both mouse and rat (fig. 3*A*; χ^2^ test *P* value <1e^−10^). 

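Each locus was assigned to the organ of the combination with its highest mean TPM. In the mouse, 54.4% of the annotated lncRNAs (95% confidence interval 53.5% to 55.3%, Wilson) and 53.6% of the newly assembled loci had their maximum in the testes, against 37.1% of the protein-coding genes (36.5% to 37.8%). In the rat, the shares were 53.5% of the newly assembled loci (53.1% to 54.0%) and 39.1% of the annotated loci (38.6% to 39.7%). The intervals treat loci as independent observations and cover counting error only. A minimum of 1 TPM for the maximum moved the difference between lncRNAs and protein-coding genes most, from 17.3 to 32.4 percentage points in the mouse. From the higher share of lncRNAs with maximum expression in the testes (fig. 3A), the paper concludes that lncRNAs are preferentially expressed in this organ.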

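The combination with the highest mean TPM was a young or aged adult one for 74.0% of the annotated lncRNAs of the mouse (95% confidence interval 73.2% to 74.8%, Wilson), 74.3% of the newly assembled loci and 63.9% of the protein-coding genes (63.3% to 64.6%). In the rat it was an adult one for 69.8% of the newly assembled and 60.0% of the annotated loci. A minimum of 1 TPM for the maximum widened the difference between lncRNAs and protein-coding genes from 10.1 to 20.7 percentage points in the mouse. With raw TPM, without the authors' factor per sample, the shares in the mouse fell to 61.6% of the annotated lncRNAs, 65.2% of the newly assembled loci and 46.4% of the protein-coding genes.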

Almost 80% of lncRNAs are preferentially expressed in young or aged adult samples, which is significantly higher than the fraction observed for protein-coding genes (<65%, χ^2^ test *P* value <1e^−10^, fig. 3*B*).

**Fig. 3.**
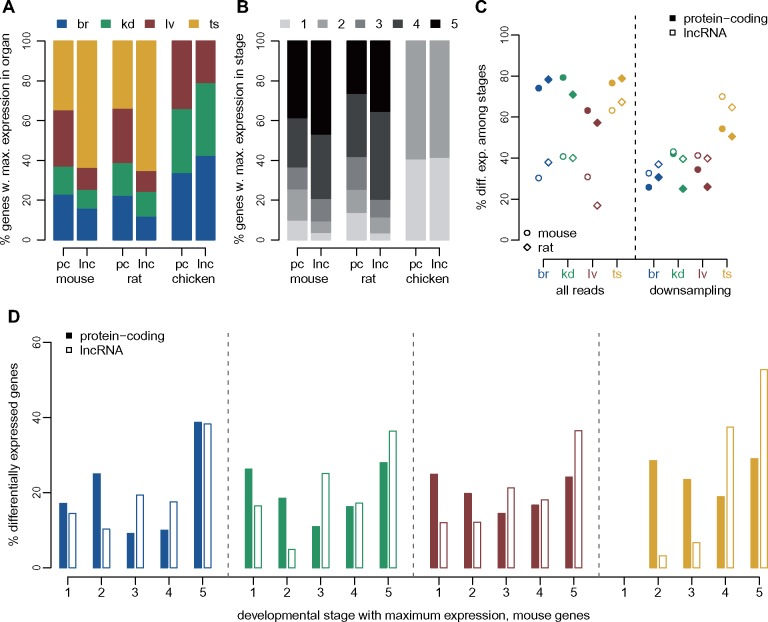
Different expression patterns for protein-coding genes and lncRNAs. (*A*) Distribution of the organ in which maximum expression is observed, for protein-coding genes (pc) and lncRNAs (lnc), for mouse, rat, and chicken. Organs are color-coded, shown above the plot. We defined the sample in which maximum expression is observed based on an average expression values across replicates, for each organ/developmental stage combination (supplementary methods, Supplementary Material online). (*B*) Distribution of the developmental stage in which maximum expression is observed, for protein-coding genes and lncRNAs, for mouse, rat, and chicken. Developmental stages are color-coded, shown above the plot. (*C*) Percentage of protein-coding and lncRNA genes that are significantly (FDR<0.01) differentially expressed (DE) among developmental stages, with respect to the total number of genes tested for each organ. Left panel: differential expression analysis performed with all RNA-seq reads. Right panel: differential expression analysis performed after down-sampling read counts for protein-coding genes, to match those of lncRNAs (see Materials and Methods). (*D*) Distribution of the developmental stage in which maximum expression is observed, for protein-coding genes and lncRNAs that are significantly DE (FDR<0.01) in each organ, for the mouse. Percentages are computed with respect to the total number of DE genes in each organ and gene class.

We found that between 57% and 80% of protein-coding genes are significantly differentially expressed (DE) among developmental stages, at a false discovery rate (FDR) <1%, in each organ and species (fig. 3*C* and supplementary data set 4, Supplementary Material online). 

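DE among developmental stages was called for 11435 of the 17093 mouse protein-coding genes tested in brain (66.9%), 12664 of 17380 in kidney (72.9%), 8414 of 16481 in liver (51.1%) and 15130 of 18845 in testes (80.3%). Among the annotated loci of the rat, 13522 of 19323 were called in brain (70.0%), 9651 of 19286 in kidney (50.0%), 8860 of 18713 in liver (47.3%) and 16964 of 21949 in testes (77.3%). In the chicken, with 2 stages and 2 replicates of each, 118 of 24359 loci were called in brain and 4 of 20507 in liver. In the chicken kidney 0 loci were called and 2126 had an unadjusted p below 0.05. Of the alternatives, testing every locus with at least 1 read moved the counts of chicken brain and liver most, to 2389 and 2010, and DESeq2 that of chicken kidney, to 318. In data simulated from the mouse brain samples with a dispersion of 0.04, only loci above a minimum mean count were changed. The same test recovered 27% of those changed by a fold of 2 and 99% of those changed by a fold of 4. It made 1 false call among 40927 loci. Loci with few reads, as most lncRNAs are, were not among the changed ones.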

The proportions of DE lncRNAs are significantly lower than the proportions of DE protein-coding genes in somatic organs, between 17% and 41% (χ^2^ test, *P* value <1e^−10^). 

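Of the annotated mouse lncRNAs, 1452 of 4695 were DE among stages in brain (30.9%), 1602 of 4553 in kidney (35.2%) and 834 of 3418 in liver (24.4%). The shares of the newly assembled loci were 21.6% (3448 of 15980), 27.6% (4494 of 16258) and 18.6% (2117 of 11411). For the newly assembled loci of the rat they were 27.7% in brain (6142 of 22161), 20.9% in kidney (4756 of 22711) and 20.9% in liver (3659 of 17546). The chi-square statistics of lncRNAs against protein-coding genes were 1971 in brain, 2251 in kidney and 807 in liver of the mouse, and those of assembled against annotated rat loci were 7393, 3918 and 2810. Loci are not independent replicates, so these statistics describe the loci and not the animals. Of the alternatives, 3' bias as a covariate moved these counts most in proportion, to 2491 assembled loci in rat brain, and testing every locus with at least 1 read moved them most in number, to 9085 in rat kidney.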

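Of 7084 annotated lncRNAs tested in the mouse testes, 4844 were DE among stages (68.4%), and of 27877 newly assembled loci 18458 (66.2%). In the rat testes, 22525 of 39101 newly assembled loci were DE (57.6%). The chi-square statistic against protein-coding genes was 412 for mouse lncRNAs (p = 1.4e-91 over loci), and against annotated loci 2383 for assembled rat loci.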

In the testes, we observed higher proportions of DE lncRNAs (63% in mouse and 67% in rat), but these values were still significantly lower than those observed for protein-coding genes (77% in mouse and 79% in rat; χ^2^ test, *P* value <1e^−10^; fig. 3*C*). We suspected that the lower proportion of DE lncRNAs could be due to their low expression levels, as total read counts affect the sensitivity of DE tests (Anders and Huber 2010). Indeed, lncRNAs are expressed at much lower levels than protein-coding genes (supplementary fig.7, Supplementary Material online). 

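Summed over the 45 mouse samples, the median number of unique reads was 28002 for a protein-coding gene, 68 for an annotated lncRNA and 68.5 for a newly assembled locus. Over the 40 rat samples it was 1807 for an annotated and 66 for a newly assembled locus, and over the 12 chicken samples 1085 and 4.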

To control for this, we down-sampled the read counts observed for protein-coding genes, bringing them to the same average counts as lncRNAs but preserving relative gene abundance (see Materials and Methods). 

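The counts of the protein-coding genes were thinned by 1 factor per organ so that their mean per tested gene equalled that of the annotated lncRNAs in the mouse, and likewise for the annotated against the newly assembled loci in the rat. The thinned counts were tested with edgeR only, while the paper's methods name DESeq2. With means matched, 53.9% of the thinned protein-coding genes and 40.7% of the lncRNAs were DE in mouse brain, 59.0% and 40.7% in kidney, 42.1% and 27.2% in liver, and 73.1% and 70.9% in testes. In the rat, 57.6% of the thinned annotated and 38.4% of the assembled loci were DE in brain, 34.4% and 28.1% in kidney, 33.7% and 25.7% in liver, and 65.2% and 62.1% in testes. Over the thinned loci that still had at least 10 reads, the share of the lncRNA or assembled class was thus the higher one in 0 of the 8 combinations of species and organ, with either random seed. Over all loci before thinning, with those below 10 reads counted as not DE, it was the higher one in 4 of the 8 (mouse testes and rat kidney, liver and testes), with 63.8% of the thinned class in mouse testes, 25.4% in rat kidney, 23.2% in rat liver and 47.8% in rat testes, a setting chosen after the values were seen. With medians matched in place of means, it was the higher one in 6 of the 8, since the shares were 34.5% and 43.3% in mouse brain, 35.1% and 41.5% in kidney, 24.3% and 29.1% in liver, and 65.8% and 72.0% in testes.

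**Figure D3:**
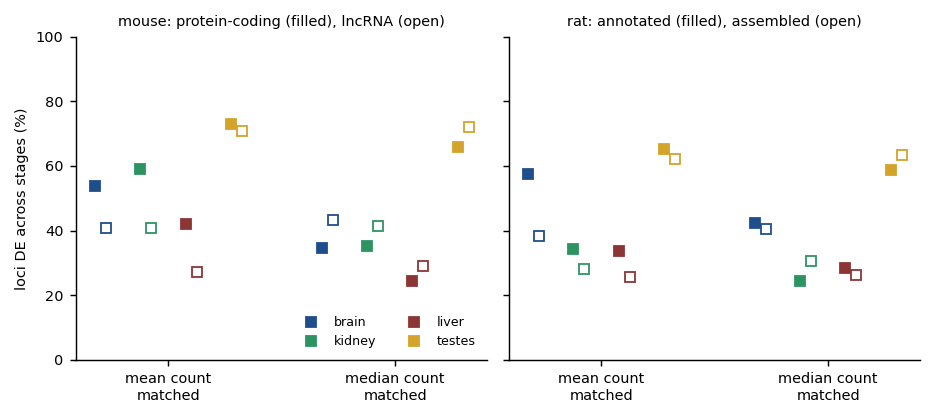
Percent of loci DE among developmental stages for the thinned class (filled points) and for the class it was thinned to (open points), by organ of mouse and rat, with mean counts matched and with median counts matched. With means matched the thinned class is higher in all 8 combinations over loci with at least 10 reads, and with medians matched the other class is higher in 6.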

Strikingly, after down-sampling, we observe higher proportions of DE loci for lncRNAs compared with protein-coding genes (fig. 3*C*). The differences are statistically significant (χ^2^ test, *P* value <1e^−10^) in all but one species/organ combination (mouse kidney, χ^2^ test, *P* value 0.15). 

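With means matched, the chi-square statistic was 244 in mouse brain (p = 6.22e-55 over loci), and the smallest differences were those of the testes, with p = 0.000485 in mouse and 1.66e-11 in rat. With medians matched, the lncRNAs had the higher share in all 4 mouse organs, with chi-square tests over loci giving p = 1.47e-26 in brain, 3.01e-14 in kidney, 1.55e-08 in liver and 7.74e-20 in testes. By the same chi-square tests in the rat, the assembled loci had the higher share in kidney (30.5% against 24.4%) and testes (63.4% against 58.9%), and the annotated loci in brain (42.3% against 40.4%, p = 0.000591) and liver (28.5% against 26.2%, p = 2.14e-05).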

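The amplitude of a locus was taken as the difference between its highest and lowest stage mean in percent of the highest. Among the mouse loci DE among stages, its median was 70.0% for protein-coding genes and 91.6% for annotated lncRNAs in brain, 77.3% and 93.9% in kidney, 85.4% and 98.4% in liver, and 82.2% and 99.7% in testes. A lncRNA had the larger amplitude in 0.754 of all pairs with a protein-coding gene in brain, 0.730 in kidney, 0.775 in liver and 0.812 in testes (as a fraction of pairs). The two-sided Wilcoxon test over loci gave p = 1.4e-219 in brain (n = 1451 lncRNAs), 2.15e-198 in kidney (n = 1601) and 8.54e-152 in liver (n = 833). The medians of annotated and assembled rat loci were 71.9% and 92.7% in brain, 86.5% and 97.8% in kidney, 83.5% and 98.9% in liver, and 86.1% and 100% in testes.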

We also observed that the expression amplitude among developmental stages are more important for lncRNAs than for protein-coding genes (Wilcoxon test, *P* value <1e^−10^, supplementary fig. 8*A*, Supplementary Material online), as expected given the lower lncRNA expression levels, which preclude detecting subtle expression shifts among time points. Finally, we observe that the developmental stage with maximum expression is generally different between protein-coding genes and lncRNAs, even when considering genes that are significantly DE among stages. 

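Young or aged adults held the stage of maximum for 57.4% of the DE lncRNAs and 48.9% of the DE protein-coding genes in mouse brain (chi-square test over loci, p = 1.13e-09), 50.0% and 41.3% in kidney (p = 5.49e-11), 50.8% and 36.7% in liver (p = 1.48e-15), and 81.7% and 44.4% in testes (chi-square statistic 2044). In the rat, they held it for 53.2% of the DE assembled and 43.7% of the DE annotated loci in brain (p = 2.86e-34), 59.9% and 49.7% in kidney (p = 5.91e-30), 42.9% and 40.9% in liver (p = 0.0502), and 77.6% and 46.7% in testes (chi-square statistic 3974).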

For all organs, DE lncRNAs tend to show highest expression levels in the young and aged adults, while DE protein-coding genes are more homogeneously distributed among developmental stages (χ^2^ test, *P* value <1e^−10^, fig. 3*D* and supplementary fig. 8*B*, Supplementary Material online).

Similar conclusions are reached when performing DE analyses between consecutive time points (supplementary fig. 9 and data set 4, Supplementary Material online). 

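Each pair of consecutive stages was contrasted in the fit of all stages of its organ. From midstage to late embryo, 3093 of the 40965 mouse brain loci were DE, 3828 of 41901 in kidney and 1174 of 34579 in liver, and in the rat 4872, 1049 and 468. From late embryo to newborn, 2342 were DE in mouse brain, 1569 in kidney, 1267 in liver and 1787 in testes, and in the rat 6420, 655, 3210 and 4815. Of the alternatives, fitting only the compared stages moved the counts most, to 0 from newborn to young adult in rat kidney, with 10348 loci at an unadjusted p below 0.05.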

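From newborn to young adult, 9582 loci were DE in mouse brain, 11195 in kidney, 4599 in liver and 38033 in testes, more than at any other transition of the organ. The same held in the rat, with 12153 in brain, 5803 in kidney, 3441 in liver and 35879 in testes. In mouse brain these were 6922 protein-coding genes, 700 annotated lncRNAs and 1634 assembled loci. Where only the compared stages were fitted, this transition had the most DE loci in 2 of the 4 organs of each species. With 3' bias as a covariate, it had 1875 DE loci in rat brain and 2099 in rat kidney.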

For both protein-coding genes and lncRNAs, the strongest expression changes are observed between newborn and young adult individuals. Almost 10,000 lncRNAs are significantly upregulated between newborn and young adult testes, confirming the strong enrichment for lncRNAs during spermatogenesis (supplementary fig. 9, Supplementary Material online). 

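From newborn to young adult testes, 3815 annotated lncRNAs, 14903 newly assembled loci and 5824 protein-coding genes were higher in the mouse, and 778, 2426 and 8251 were lower. In the rat, 16386 assembled and 7192 annotated loci were higher, and 3857 and 8444 were lower.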

As expected, the lowest numbers of DE genes are observed at the transition between young and aged adult organs. 

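From young to aged adult, 2 loci were DE in mouse brain, 65 in kidney (41 higher in aged, 24 lower), 13 in liver and 20 in testes, and in the rat 137 in brain, 1374 in kidney (898 higher, 476 lower), 7 in liver and 4 in testes. This was the transition with the fewest DE loci in 7 of the 8 organs. In rat kidney the transitions from midstage to late embryo (1049) and from late embryo to newborn (655) had fewer. Fits of only the compared stages, which have fewer samples, called fewer loci between young and aged rat kidney than at these transitions. In mouse brain the 2 loci were Syndig1l (ENSMUSG00000071234, chromosome 12 of GRCm38 from 84677277 to 84698831, log2 fold change 2.02, standard error 0.207, adjusted p = 0.00221 from edgeR's quasi-likelihood test) and Rgs9 (chromosome 11 from 109225355 to 109298129, 1.36, 0.147, 0.00235). The paper sampled the cerebral cortex for brain, and whether the dissected region differed between ages was not tested. The named loci with the smallest adjusted p in mouse kidney were Ctxn3 (-3.09, standard error 0.284, adjusted p = 7.45e-05) and Arntl (-2.85, 0.283, 0.000179), in liver Serpine2 (2.81, 0.278, 0.000179) and the immunoglobulin gene Ighm (2.98, 0.346, 0.000893), and in testes Fetub (4.75, 0.351, 1.82e-07) and Aldh3a1 (2.88, 0.287, 8.12e-06). In rat brain they were Dgkb (-1.13, standard error 0.0913, adjusted p = 0.000182) and Npas4 (2.52, 0.260, 0.000393), and in rat kidney Slc34a3 (7.05, 0.303, 1.31e-05) and Slc7a7 (4.94, 0.190, 8.43e-06). Without newborn replicate 3, 102 loci were DE between young and aged mouse kidney and 38 in mouse testes, and without newborn replicate 2, 41 in mouse kidney. In rat liver 16 were DE without aged replicate 1, 11 without aged replicate 3 and 3 without aged replicate 4. In data simulated from mouse brain, this contrast recovered 16% of the genes changed by a fold of 2 and 97% of those changed by a fold of 4. Loci with few reads were not among the changed genes.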

At this time point, we observe more changes for the rat than for the mouse, potentially due to a higher proportion of immune cell infiltrates in the rat aged organ samples. 

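The aged rat kidneys came from animals of 12 months and the aged mouse kidneys from animals of 24 months, so age and species differ together in this organ. Supplementary Table 1 lists the 4 aged mouse kidney samples under individual IDs that it also gives to mouse embryos, and they were taken as aged by their stage in that table. Of the immune cell markers in Supplementary Table 3, 13 of the 22 held for the rat were higher in the aged than in the young adult kidney, 9 of them by more than their standard error. The 2 called over all loci were Dab2 (log2 fold change 2.92, standard error 0.267, adjusted p = 0.000462) and Apoe (2.23, 0.390, 0.0091), and 7 were called when adjusted over the list alone, 5 of them higher in the aged kidney. Whether other cells of the kidney express Dab2 and Apoe was not tested, so their rise need not track immune cells. The B-cell marker Cd79a fell by 3.19 on the log2 scale (standard error 0.575, adjusted p = 0.0102). In rat brain, 13 of 20 markers were higher and 1, H2-Aa, was called, also when adjusted over the list alone. H2-Aa and H2-Eb1 also belong to the antigen presentation genes below, so the lists are not independent. In rat liver 10 of 22 and in rat testes 13 of 22 were higher, 0 were called, and 2 and 1 had an unadjusted p below 0.05, all of them lower in the aged organ. In the mouse, 15 of 20 markers were higher in aged brain, 18 of 23 in kidney, 17 of 23 in liver and 19 of 23 in testes, with 0 called over all loci, and 2, 12, 6 and 4 at an unadjusted p below 0.05. Adjusted over the list alone, 6 markers were called in mouse kidney and 0 in mouse brain. The p-values come from edgeR's quasi-likelihood test. From the larger number of changes in the rat, the paper proposes a higher proportion of immune cell infiltrates in its aged organs.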

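The changes were followed in a fixed list of 14 antigen processing and presentation genes. In mouse kidney, 13 of the 14 had a positive log2 fold change from young to aged adult, with a median of 0.67. Of these, 12 had an unadjusted p below 0.05, 0 were called over all loci, and 8 were called when adjusted over the list alone. The largest changes were those of Ctss (1.05, standard error 0.262, adjusted p = 0.0987 from edgeR's quasi-likelihood test), H2-Aa (1.00, 0.271, 0.140) and H2-Ab1 (0.95, 0.206, 0.0464). Whether sequence shared among the H2 genes affects their counts of unique reads was not tested. In mouse brain, liver and testes, 13 of the 14 were also higher, with medians of 0.46, 0.34 and 0.46, 5 of them in each organ at an unadjusted p below 0.05, and 0 called over all loci or when adjusted over the list alone. For the rat, 5 of the genes carry a name in the tables held here (Cd74, H2-Aa, H2-Eb1, B2m and Psmb9). All 5 were higher in the aged rat brain, with a median log2 fold change of 2.17. H2-Aa was called over all loci (2.91, standard error 0.433, adjusted p = 0.00651), and 2 were called when adjusted over the list alone. In rat kidney 4 were higher, and Psmb9 was called as lower (-1.47, adjusted p = 0.00722). In rat liver 2 of the 5 were higher, with a median of -0.12 and 0 at an unadjusted p below 0.05, and in rat testes 2 of the 5, with a median of -0.17 and also 0.

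**Figure D4:**
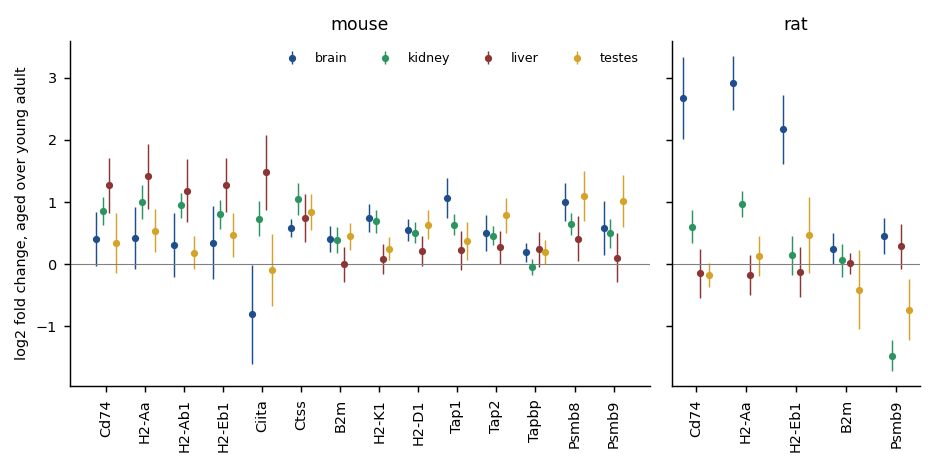
Log2 fold change from young to aged adult (points, with bars of 1 standard error) of 14 mouse and 5 rat antigen processing and presentation genes in brain, kidney, liver and testes. Most mouse genes lie above 0 in every organ, and the rat genes lie highest in brain, with a median of 2.17.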

Genes associated with antigen processing and presentation tend to be expressed at higher levels in aged adults than in young adults, for mouse kidney, rat brain, and liver (supplementary data set 4, Supplementary Material online).

### Stronger Selective Constraint on lncRNAs Expressed Earlier in Development

We next analyzed the long-term evolutionary sequence conservation for lncRNAs, in conjunction with their spatio-temporal expression patterns (supplementary table 5, Supplementary Material online). We used the PhastCons score (Siepel et al. 2005) for placental mammals (Casper et al. 2018), to assess sequence conservation for various aspects of mouse lncRNAs: exons, promoters (defined as 400 bp regions upstream of the transcription start site), splice sites (first and last two bases of the introns). As approximately 20% of lncRNAs overlap with exonic regions on the opposite strand (supplementary data set 1, Supplementary Material online), we masked exonic regions from other genes before evaluating sequence conservation.

As previously observed (Ponjavic et al. 2007; Haerty and Ponting 2013), exonic and splice site sequence conservation is much lower for lncRNAs (median exonic score 0.094, median splice site score 0.075) than for protein-coding genes (median exonic score 0.42, median splice site score 0.85, Wilcoxon test *P* value <1e^−10^, supplementary fig. 10, Supplementary Material online). Exonic lncRNA conservation scores are significantly above the conservation observed for intergenic regions genome-wide (median score 0.076, Wilcoxon test, *P* value <1e^−10^, supplementary fig. 10, Supplementary Material online). Interestingly, intergenic regions found in the vicinity of lncRNA loci (supplementary methods, Supplementary Material online) had slightly lower conservation scores than all intergenic regions, on an average (median 0.072, Wilcoxon test, *P* value <1e^−6^, supplementary fig. 10, Supplementary Material online). Promoter conservation levels are more comparable between protein-coding genes (median score 0.17) and lncRNAs (median score 0.08), though still significantly higher for the former (Wilcoxon test, *P* value <1e^−10^, supplementary fig. 10, Supplementary Material online). Among lncRNA classes, the highest levels of promoter sequence conservation (median 0.14) are observed for bidirectional promoters shared with protein-coding genes (supplementary fig. 10, Supplementary Material online).

We next analyzed sets of protein-coding genes and lncRNAs that are expressed above noise levels (TPM≥1, averaged across all biological replicates) in each organ/developmental stage combination (supplementary table 6, Supplementary Material online). 

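In the mouse, between 11323 and 13105 protein-coding genes had a mean TPM of at least 1 in the combinations other than adult testes, and 13928 and 14135 in the young adult and aged testes. Annotated lncRNAs numbered between 477 and 948 in the former and 3341 and 3420 in the latter, and newly assembled loci between 1428 and 3155 against 11903 and 12182. The paper's reported numbers of protein-coding genes in Supplementary Table 6 include 13800 for the young adult and 13999 for the aged testes. In the rat, annotated loci numbered between 12408 and 14101 against 15854 and 15785 in the adult testes, and assembled loci between 3384 and 5659 against 18566 and 18198. The TPM minimum moved the numbers most, with 5908 assembled loci in the young adult mouse testes at a minimum of 2.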

For all examined regions and for both categories of genes, the spatio-temporal expression pattern is associated with the level of sequence conservation. Globally, sequence conservation is higher for genes that are expressed earlier in development than for genes expressed later in development, and reaches its lowest values for genes expressed in adult and aged testes (fig. 4). For exonic sequences and splice sites, the amount of sequence conservation is significantly lower for lncRNAs than for protein-coding genes, irrespective of the organ and developmental stage in which they are expressed (Wilcoxon test, *P* value <1e^−10^, fig. 4*A* and *C*). However, for promoter regions, the differences between the two gene categories are weaker, and are not statistically significant for the midstage embryonic brain (median 0.21 for protein-coding genes, 0.20 for lncRNAs, Wilcoxon test, *P* value 0.08) and kidney (median 0.20 for protein-coding genes, 0.21 for lncRNAs, Wilcoxon test, *P* value 0.76), and for the late embryonic kidney (median 0.20 for protein-coding genes, 0.19 for lncRNAs, Wilcoxon test, *P* value 0.15). As noted before, the highest levels of lncRNA promoter conservation are observed for lncRNAs that have bidirectional promoters shared with protein-coding genes or other noncoding loci (supplementary fig. 11*A*–*C*, Supplementary Material online).

**Fig. 4.**
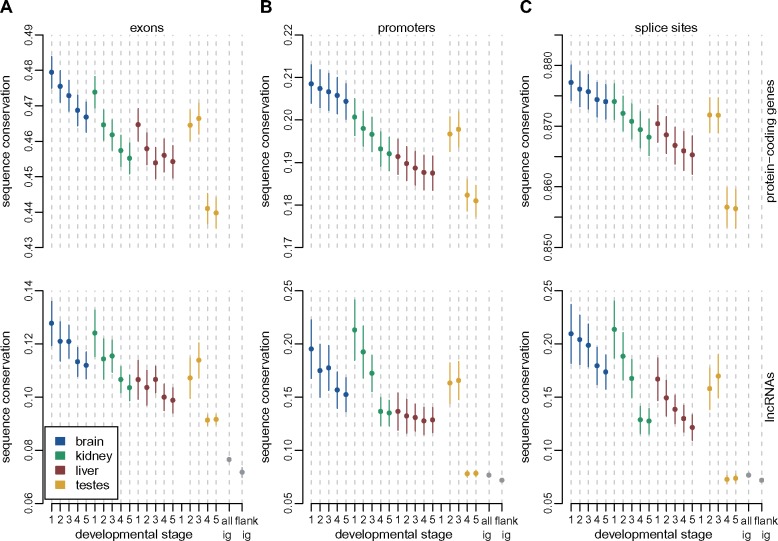
Increased levels of long-term sequence conservation for lncRNAs expressed early in development. (*A*) Sequence conservation scores (PhastCons scores, placental mammals) for protein-coding and lncRNAs exonic regions, for subsets of genes expressed above noise levels (TPM≥1) in each organ and developmental stage. Dots represent medians, vertical bars represent 95% confidence intervals. Numbers of analyzed genes are provided in supplementary table 5, Supplementary Material online. Organs are color-coded; developmental stages are indicated (numbers 1–5) on the *x* axis. The gray dots and vertical bars represent the median value and 95% confidence interval for all intergenic regions, genome-wide, or for intergenic regions flanking lncRNA loci (supplementary methods, Supplementary Material online). (*B*) Same as (*A*), for promoter regions (400 bp upstream of transcription start sites). Exonic sequences were masked before assessing conservation. (*C*) Same as (*B*), for splice sites (first and last two bases of each intron).

Finally, we asked whether the highest level of evolutionary sequence conservation is seen at exons, promoter, or splice site regions, for lncRNA loci taken individually. Here again, the answer depends on the expression pattern: for lncRNAs detected in somatic organs and in the developing testes, there is significantly higher conservation for promoters than for exons (Wilcoxon test, *P* value <1e^−3^ for all organ/developmental stage combinations, supplementary fig. 11*D* and *E*, Supplementary Material online). We also observe significantly higher conservation for splice sites than for exons (Wilcoxon test, *P* value <0.005), in all samples except aged liver (Wilcoxon test, *P* value 0.052). However, when we consider lncRNAs that are expressed above noise levels in the young and aged adult testes (which constitute the great majority of loci), the conservation scores are slightly but significantly higher for exons than for promoters or splice sites (Wilcoxon test, *P* value <1e^−9^, supplementary fig. 11*D* and *E*, Supplementary Material online).

### Detection of Homologous lncRNAs across Species

We next sought to assess the conservation of lncRNA repertoires in mouse, rat, and chicken. We detected lncRNA separately in each species, using only RNA-seq data and existing genome annotations, as previously suggested (Hezroni et al. 2015). We then searched for putative 1-to-1 orthologous lncRNAs between species using precomputed whole-genome alignments as a guide (see Materials and Methods), to increase the sensitivity of orthologous gene detection in the presence of rapid sequence evolution (Washietl et al. 2014). The orthologous lncRNA detection procedure involves several steps, including the identification of putative homologous (projected) loci across species, filtering to remove large-scale structural changes in the loci, and intersection with predicted loci in the target species (see Materials and Methods). As illustrated in figure 5, for comparisons between rodents the extent of sequence divergence is low enough that >90% of 18,858 lncRNA loci are successfully projected from mouse to rat (fig. 5*A*, supplementary data set 5, Supplementary Material online). However, only 54% of projected loci have detectable transcription in the target species (at least ten uniquely mapped reads). Only 23% of mouse lncRNA loci have predicted 1-to-1 orthologs in the rat, and only 15% are orthologous to confirmed lncRNA loci in the rat (fig. 5*A*, supplementary data set 5, Supplementary Material online). The 1,493 mouse lncRNAs that have non-lncRNAs orthologs in the rat are generally matched with loci discarded because of low read coverage, minimum exonic length, or distance to protein-coding genes (supplementary data set 5, Supplementary Material online). Cases of lncRNA-protein-coding orthologs are rare at this evolutionary distance (supplementary data set 5, Supplementary Material online), and they may stem from gene classification errors. We note that orthologous lncRNA gene structures are highly divergent across species, in terms of exonic length or number of exons (supplementary fig. 12, Supplementary Material online). At larger evolutionary distances, the rate of sequence evolution is the main factor hampering detection of orthologous lncRNAs. Only 2,613 (14%) of mouse lncRNAs could be projected on the chicken genome, and after subsequent filtering, we detect only 66 mouse–chicken lncRNA orthologs, and 30 lncRNAs with orthologs in all three species (supplementary data set 5 and table 7, Supplementary Material online).

**Fig. 5.**
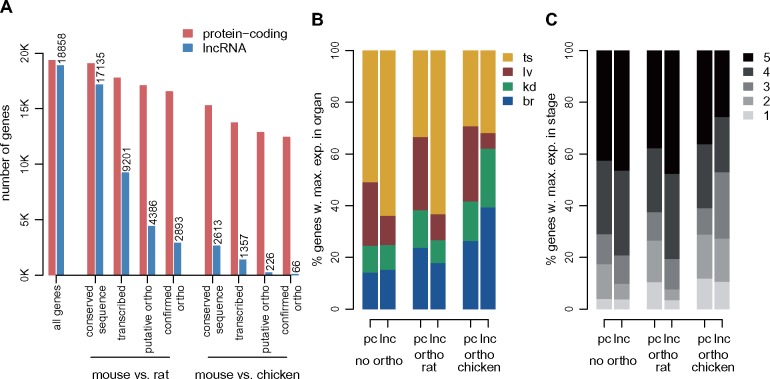
Orthologous lncRNA families for mouse, rat, and chicken. (*A*) Number of mouse protein-coding genes and lncRNAs in different classes of evolutionary conservation. From left to right: all loci, loci with conserved sequence in the rat, loci for which transcription could be detected (at least ten unique reads) in predicted orthologous locus in the rat, loci with predicted 1-to-1 orthologs, loci for which the predicted ortholog belonged to the same class (protein-coding or lncRNA) in the rat, loci with conserved sequence in the chicken, loci for which transcription could be detected (at least ten unique reads) in predicted orthologous locus in the chicken, loci with predicted 1-to-1 orthologs, loci for which the predicted ortholog belonged to the same class (protein-coding or lncRNA) in the chicken. We analyze 19,356 protein-coding genes and 18,858 candidate lncRNAs in the mouse. (*B*) Distribution of the organ in which maximum expression is observed, for mouse protein-coding and lncRNA genes that have no orthologs in the rat or chicken, for genes with orthologs in the rat and for genes with orthologs in chicken. The sample in which maximum expression is observed is computed based on an average expression values across biological replicates, for each organ/developmental stage combination (supplementary methods, Supplementary Material online). (*C*) Same as (*B*), for the distribution of the developmental stage in which maximum expression is observed.

Conserved lncRNAs differ from species-specific lncRNAs in terms of expression patterns. Although only subtle differences can be observed when comparing mouse–rat orthologous lncRNAs to the mouse-specific lncRNA set, lncRNAs that are conserved between mouse and chicken are enriched in somatic organs and early developmental stages (fig. 5*B* and *C*). For example, only 15% of mouse-specific lncRNAs reach their maximum expression in the brain, which is significantly lower than the observed proportion for mouse lncRNAs with orthologs in rat (18%, χ^2^ test, *P* value 3e^−4^) and for mouse lncRNAs with orthologs in the chicken (39%, χ^2^ test, *P* value 1.5e^−7^). Likewise, while only 9.9% of mouse-specific lncRNAs have their highest level of expression in one of the two embryonic stages, this proportion is significantly higher for lncRNAs with orthologs in the chicken (27%, χ^2^ test, *P* value 0.002). 

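Of the 30 lncRNA families of Supplementary Table 7, which have members in mouse, rat and chicken, 12 had their highest mean TPM in the brain in the mouse (40%, 95% confidence interval 24.6% to 57.7%, Wilson), 11 in testes, 5 in kidney and 2 in liver. The combination of the maximum was an embryonic one for 8 of them (26.7%, 14.2% to 44.4%) and an adult one for 16. In the rat, 13 had their maximum in brain, 9 in testes, 6 in kidney and 2 in liver, with the same organ as in the mouse for 24 families and the same organ and stage for 9. In the embryonic organs of the chicken, 17 had it in brain, 9 in kidney and 4 in liver. A mean TPM of at least 1 in some combination was reached by 23 of the families in mouse, 27 in rat and 15 in chicken. The families with the highest levels in the mouse were 1700020I14Rik, with 138 ± 9.76 TPM (SD, n = 2) in the aged brain, 4930488L21Rik, with 81.3 ± 1.80 in the young adult testes, and Gm9748, with 58.02 ± 0.715 in the young adult testes. The highest means of their rat members were 157, 51.1 and 1.37 TPM.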

We note however that these results may be affected by our narrower sampling for the chicken, which is biased toward embryonic organs, although we did include data from adult organs for this species (supplementary table 2, Supplementary Material online).

### Patterns of lncRNA Expression Variation across Species, Organs, and Developmental Stages

We next assessed the global patterns of expression variation across species, organs, and developmental stages, for predicted mouse–rat lncRNA orthologs (supplementary data set 6, Supplementary Material online). As for protein-coding genes, the main source of variability in a PCA performed on lncRNA expression levels is the difference between adult and aged testes and the other samples (fig. 6*A*). However, for lncRNAs, samples cluster according to the species of origin already on the second factorial axis (11.6% explained variance), confirming that lncRNA expression patterns evolve rapidly. 

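Over the 1740 lncRNA pairs of mouse and rat held here, the first axis carried 47.8% of the variance. The 8 adult and aged testes samples had coordinates between -0.0630 and -1.87e-06 on it, and the other 77 between 0.589 and 0.830. Differences between combinations of organ and stage made up 98.9% of the variance of the coordinates on this axis.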

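For the lncRNA pairs, the second axis carried 10.2% of the variance and the third 9.95%. Differences between species made up 40.4% of the variance of the coordinates on the second axis and 53.9% on the third, and differences between combinations of organ and stage made up 61.0% on the second. For the protein-coding pairs, the share of species on the third axis was 0.00171%. From the separation by species on the second axis (fig. 6A), the paper concludes that lncRNA expression patterns evolve rapidly.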

Overall, differences between organs and developmental stages are less striking for lncRNAs, compared with differences between species (fig. 6*A*). This pattern is also visible on a hierarchical clustering analysis (performed on distances derived from Spearman’s correlation coefficient): in contrast with what is observed for protein-coding genes, for lncRNAs samples generally cluster by species, with the exception of young and aged adult testes, which are robustly grouped (fig. 6*B*).

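For lncRNAs, samples of the same organ and stage in the other species had a mean Spearman coefficient of 0.560 ± 0.0578 (SD, 90 pairs). This was below that of other organs in the same species, 0.603 ± 0.0816 (1077 pairs), by less than the spread of the pairs. Both averages leave out adult and aged testes, and the order with these samples included was not computed. Replicates apart, the most similar other sample was of the same species for all 85 samples. For protein-coding pairs it was of the same species for 80 of the 85, and of the same organ and stage in the other species for the other 5. Adult and aged testes of the other species correlated with 0.448 ± 0.00348 (16 pairs) over lncRNAs, and with -0.122 ± 0.0505 (616 pairs) against all other samples, so that they were closer to each other than to any other organ. Over protein-coding pairs, the adult testes of both species correlated with 0.841 ± 0.00283 (16 pairs).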

**Fig. 6.**
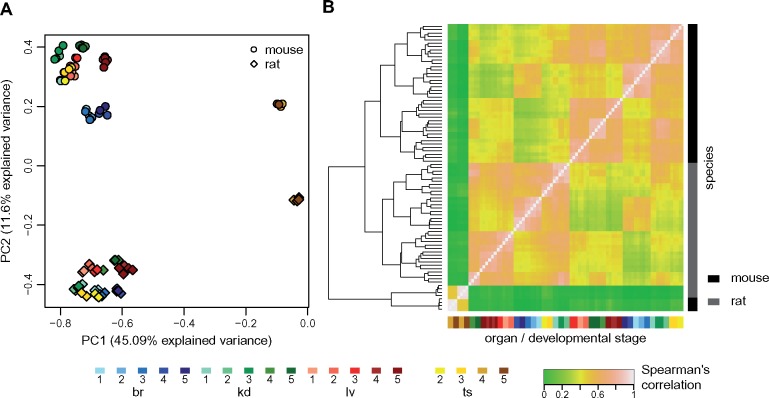
Global comparison of lncRNA expression patterns across species. (*A*) First factorial map of a principal component analysis, performed on log2-transformed TPM values, for 2,893 orthologous lncRNAs between mouse and rat. Colors represent different organs and developmental stages, point types represent species. (*B*) Hierarchical clustering, performed on a distance matrix derived from Spearman correlations between pairs of samples, for 2,893 orthologous lncRNAs between mouse and rat. Organ and developmental stages are shown below the heatmap. Species of origin is shown on the right. Sample clustering is shown on the left.

The higher rates of lncRNA expression evolution are also visible when analyzing within-species variations, through comparisons across biological replicates (fig. 7*A*). 

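Replicates of the same organ and stage correlated over all mouse protein-coding genes with a mean Spearman coefficient of 0.980 ± 0.0104 (SD, 35 pairs of samples), over annotated lncRNAs with 0.736 ± 0.0582 and over newly assembled loci with 0.687 ± 0.0396. In the rat, the means were 0.960 ± 0.0116 (24 pairs) for annotated and 0.714 ± 0.0356 for assembled loci, and in the chicken 0.970 ± 0.00389 (6 pairs) and 0.704 ± 0.0144. A minimum mean of 1 TPM moved the values most, to 0.900 for the annotated lncRNAs of the mouse. In the midstage embryo brain, the coefficient over the protein-coding pairs was 0.950 between species and 0.994 within species, and over the lncRNA pairs 0.645 and 0.894.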

We sought to measure the selective pressures acting on expression patterns by contrasting between-species and within-species variations, in the spirit of a classical approach for coding sequences (McDonald and Kreitman 1991). We constructed an expression conservation index by dividing the between-species and the within-species Spearman’s correlation coefficient, computed on all genes from a category, for a given organ/developmental stage combination (supplementary methods, Supplementary Material online). The resulting values are very high for protein-coding genes, in particular for the brain and the midstage embryonic kidney, where the expression conservation scores are >0.95. However, there is significant less conservation between species for the adult and aged testes (expression conservation score ∼0.88, bootstrap *P* value <0.01, fig. 7*B*). 

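The expression conservation index is the Spearman coefficient between the replicate means of mouse and rat divided by the mean coefficient between replicates within species. For the 259 protein-coding pairs, it lay between 0.955 and 0.966 in the 5 stages of the brain. It was 0.957 in the midstage embryo kidney and 0.959 in the newborn liver, and the lowest value outside the adult testes was 0.905, in the young adult kidney. Taking the mean over single pairs of animals in place of replicate means moved the index most, with 0.894 as the lowest value outside the adult testes.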

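The index of the protein-coding pairs was 0.852 in the young adult testes and 0.850 in the aged testes. The lowest and highest of 100 bootstrap draws over pairs were 0.775 and 0.901 in the young adult testes and 0.799 and 0.903 in the aged testes. The draws describe the spread over genes and not over animals.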

For lncRNAs, expression conservation values vary between 0.5 and 0.7, significantly lower than for protein-coding genes (bootstrap *P* value <0.01). 

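For the 1740 lncRNA pairs, the index lay between 0.596 and 0.727 in the combinations other than the adult testes. With only the pairs whose mean reached 1 TPM in both species, it lay between 0.759 and 0.851.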

The lowest conservation scores are observed for young and aged adult testes (fig. 7*C*).

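The index of the lncRNA pairs was 0.471 in the young adult testes (lowest and highest of the bootstrap draws 0.415 and 0.532) and 0.465 in the aged testes (0.393 and 0.518). With a mean of at least 1 TPM in both species, the lower of both values was 0.592.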

**Fig. 7.**
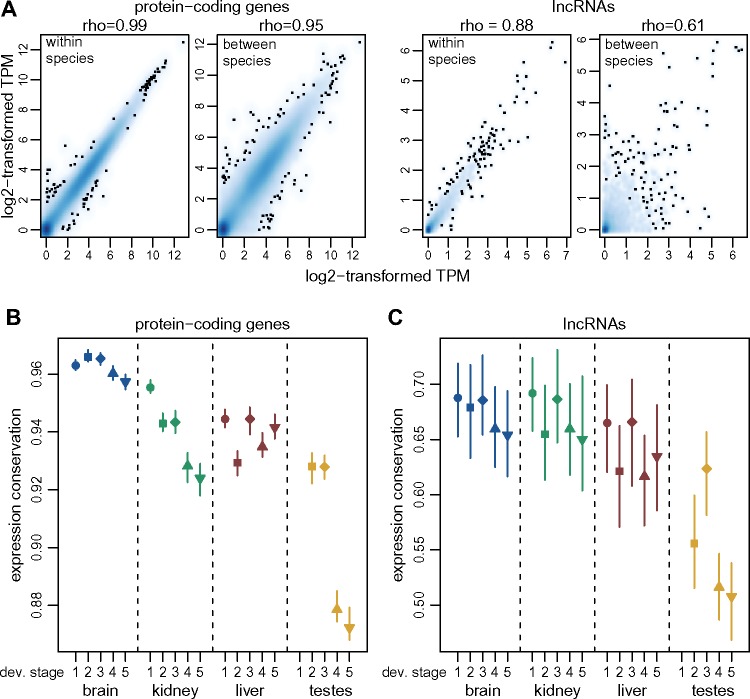
Global estimates of expression conservation across organs and developmental stages. (*A*) Example of between-species and within-species variation of expression levels, for protein-coding genes (left) and lncRNAs (right), for orthologous genes between mouse and rat, for the midstage embryonic brain. Spearman’s correlation coefficients (rho) are shown above each plot. We show a smoothed color density representation of the scatterplots, obtained through a 2D kernel density estimate (smoothScatter function in R). (*B*) Expression conservation index, defined as the ratio of the between-species and the within-species expression level correlation coefficients, for protein-coding genes, for each organ and developmental stage. The vertical segments represent minimum and maximum values obtained from 100 bootstrap replicates. We analyzed 15,931 pairs of orthologous protein-coding genes. (*C*) Same as (*B*), for lncRNAs. We analyzed 2,893 orthologous mouse and rat lncRNAs.

### Parallel Patterns of Temporal Expression Variation for Mouse and Rat lncRNAs

We delved deeper into the evolutionary comparison of protein-coding genes and lncRNA expression patterns, by asking whether temporal expression variations are shared between species. 

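Of the 1740 lncRNA pairs held here, 233 were DE among stages in both species in brain, 201 in kidney, 112 in liver and 1240 in testes. With DESeq2 in place of edgeR the numbers were 221, 267, 138 and 1225.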

Several hundred orthologous lncRNAs are DE (FDR < 0.01) in both mouse and rat, in each organ (minimum 150 in liver, maximum 1,583 in testes, fig. 8*A*). Likewise, between 6,775 (in liver) and 10,608 (in testes) protein-coding genes are DE in both species (supplementary fig. 13, Supplementary Material online). 

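Of the 259 protein-coding pairs held here, 166 were DE in both species in brain, 123 in kidney, 92 in liver and 171 in testes, and with DESeq2 174, 172, 123 and 180.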

Overall, shared DE lncRNAs show similar patterns of variation among developmental stages in mouse and rat, reaching their maximum expression in the same (or close) developmental stages (fig. 8*A*). For example, out of 42 lncRNAs that are DE in mouse brain and reach their maximum expression in the midstage embryo, 31 (74%) reach their maximum expression in the corresponding stage in the rat (fig. 8*A*). 

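Among the lncRNA pairs DE in both species, 49.8% had their maximum in the same stage in brain (95% confidence interval 43.4% to 56.2%, Wilson), 39.8% in kidney, 42.0% in liver and 47.8% in testes. If the stages of maximum of both species were independent, 21.1%, 22.8%, 23.8% and 39.8% would coincide. The same or a neighboring stage held both maxima for 87.1% in brain, 85.1% in kidney, 83.0% in liver and 94.9% in testes, where independence gives 52.1%, 55.3%, 59.5% and 88.5%. For protein-coding pairs the same stage held both maxima for 46.4%, 54.5%, 56.5% and 40.9%, where independence gives 18.0%, 25.1%, 23.1% and 26.2%. Leaving out 1 replicate of each combination moved the same-stage shares of lncRNA pairs most, to 42.9% in brain without replicate 2 and 39.8% in testes without replicate 1. Raw TPM moved their shares with the same or a neighboring stage most, to 72.3% in liver.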

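Of the 40 lncRNA pairs DE in both species in brain with the mouse maximum in the midstage embryo, 31 had the rat maximum in the same stage (77.5%, 95% confidence interval 62.5% to 87.7%, Wilson). That stage held the rat maximum for 17.2% of all 233 pairs.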

We clustered the relative expression profiles using the K-means algorithm (supplementary methods, Supplementary Material online). 

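The relative profiles of the pairs DE in both species were clustered by K-means for both species together, into 5 clusters per organ and 4 in testes, and a second random seed gave the same clusters. A cluster's average profile was counted as opposite where it rose from the first to the last stage in one species and fell in the other.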

Although individual gene trajectories show variations between species, the average expression profiles within each K-means cluster are generally similar between mouse and rat (fig. 8*B*–*E* and supplementary fig. 13, Supplementary Material online). This is particularly striking for the brain, where all five lncRNA clusters show similar average expression profiles for the two species (fig. 8*B*). 

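In brain, the mouse and rat averages of the 5 lncRNA clusters, with 44, 21, 36, 86 and 46 pairs, had a profile similarity (Pearson's r over the 5 stage averages, used as a description) of at least 0.918, 3 of them (176 of 233 pairs, 75.5%) had their maximum in different stages in mouse and rat, and 0 clusters had opposite profiles.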

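Of the 5 lncRNA clusters in kidney, 3 had average profiles with their maximum in different stages in mouse and rat, with 98 of the 201 pairs (48.8%). By the same measure the share was 75.5% of the pairs in brain, 92.0% in liver and 93.8% in testes. In these 3 organs most of the pairs counted lie in clusters with maxima in the aged mouse and the young adult rat, which hold 86 and 46 pairs in brain, 55 in liver (profile similarity 0.991) and 1077 in testes (0.999). The maxima of the cluster of 30 pairs were in the newborn mouse and the young adult rat, and those of the cluster of 56 in the aged mouse and the young adult rat. The cluster of 12 pairs had them in the aged mouse and the midstage embryo of the rat.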

Greater differences between species are observed in other organs, such as the kidney, where two out of five clusters (120 genes in total, that is 31% of shared DE lncRNAs in kidney) have average expression profiles that reach their maximum in different stages in mouse and rat (fig. 8*C*). The promoters of shared DE lncRNAs in each cluster contain transcription factor binding sites that are coherent with the expression profile of the cluster, such as brain homeobox POU3F2/BRN2 binding sites for the first K-means cluster in the brain, which has maximum expression in the midstage embryo (supplementary table 8, Supplementary Material online). We note that transcription factor binding site enrichments are generally not statistically significant for lncRNAs, partly due to the low gene counts in each cluster.

**Fig. 8.**
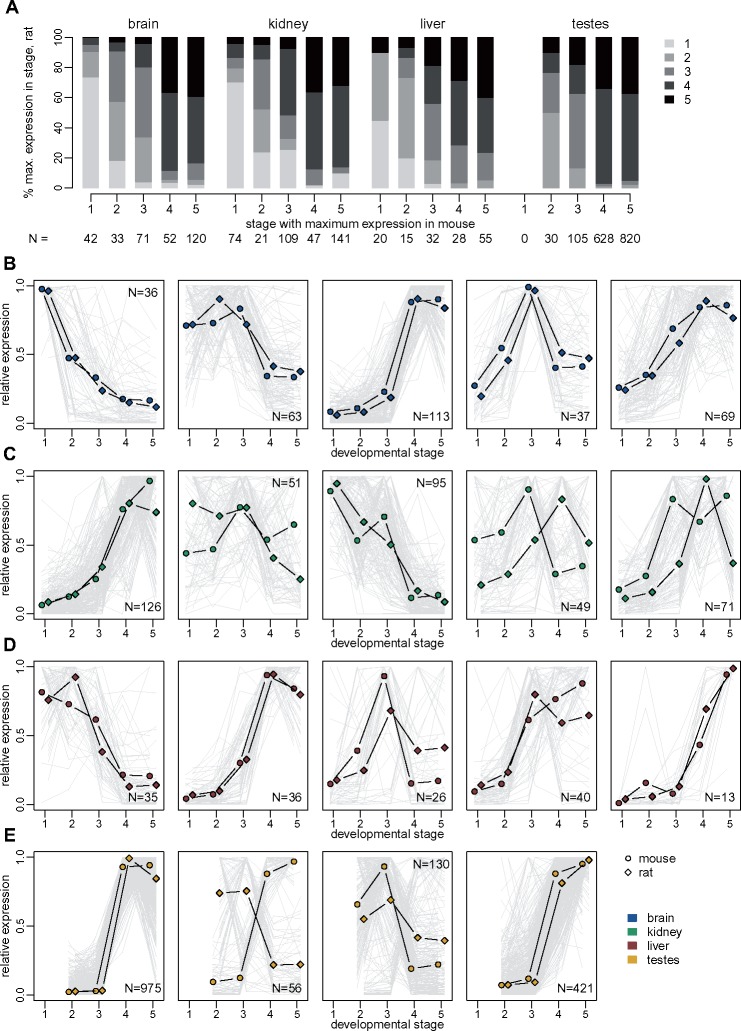
Conservation of developmental expression patterns of differentially expressed lncRNAs. (*A*) Comparison of the developmental stage in which maximum expression is observed, for orthologous lncRNAs that are significantly differentially expressed (FDR<0.01) among developmental stages, for both mouse and rat. The sample in which maximum expression is observed is computed based on an average expression values across biological replicates, for each organ/developmental stage combination (supplementary methods, Supplementary Material online). Genes are divided into classes based on the developmental stage where maximum expression is observed in mouse organs (*x* axis). The *y* axis represents the percentage of orthologous genes that reach maximum expression in each developmental stage, in the rat. Numbers of analyzed genes are shown below the plot. (*B*) Expression profiles of orthologous lncRNAs that are significantly differentially expressed (FDR<0.01) among developmental stages, for both mouse and rat, in the brain. TPM values were averaged across replicates and normalized by dividing by the maximum, for each species. The resulting relative expression profiles were combined across species and clustered with the K-means algorithm. Dots represent the average profiles of the genes belonging to each cluster. Gray lines represent profiles of individual genes from a cluster. Numbers of genes in each cluster are shown in the plot. (*C*) Same as (*B*), for the kidney. (*D*) Same as (*B*), for the liver. (*E*) Same as (*B*), for the testes. For this organ, we searched for only four clusters with the K-means algorithm.

The testis is the only organ where opposite K-mean cluster expression profiles are observed in the two species (increasing with time in mouse and decreasing in rat, or vice versa). 

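Opposite average profiles were found for 2 of the 4 lncRNA clusters in testes, for 2 of the 5 in liver (24 of 112 pairs, 21.4%) and for 1 of the 5 in kidney (12 of 201 pairs, 5.97%). Of the 2 in liver, the cluster of 9 pairs was opposite by its first and last stage only, with both maxima in the newborn and a profile similarity of 0.964. In brain 0 of the 5 clusters were opposite. Among the protein-coding clusters, 2 of 4 in testes and 1 of 5 in liver (4 of 92 pairs, 4.35%) were opposite.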

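The opposite lncRNA clusters of the testes held 42 and 44 pairs, together 86 of the 1240 (6.94%). The cluster of 42 fell from the late embryo to the aged adult in mouse and rose in rat, and that of 44 rose in mouse and fell in rat. The largest cluster, with 1077 pairs, rose in both species.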

For lncRNAs, this occurs for one of the four detected clusters, containing 56 lncRNAs (3.5% of all shared DE lncRNAs in this organ, fig. 8*E*). For protein-coding genes, opposite average profiles are observed for two out of four clusters, comprising 1,182 and 1,509 genes, that is, 25% of all shared testes-DE protein-coding genes (supplementary fig. 13, Supplementary Material online). These clusters do not stand out in terms of transcription factor binding site (supplementary table 8, Supplementary Material online) or gene ontology enrichment (supplementary data set 4, Supplementary Material online). This pattern confirms previous reports of rapid expression evolution in the adult testes (Brawand et al. 2011), and extends them by showing that patterns of variations among developmental stages are often species-specific in the testes, for protein-coding genes.

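The opposite protein-coding clusters of the testes held 13 and 31 pairs, together 44 of the 171 (25.7%). From these opposite profiles, the paper concludes that variations among developmental stages are often species-specific in the testes for protein-coding genes.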

### Evolutionary Divergence of Individual lncRNA Expression Profiles

To further quantify lncRNA expression differences between species, we measured the Euclidean distance between relative expression profiles (average TPM values across biological replicates, normalized by dividing by the sum of all values for a gene, for each species), for mouse and rat orthologs (supplementary methods, data set 7, and table 9, Supplementary Material online). 

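Over the 1999 pairs held here, the Euclidean distance between mouse and rat relative profiles had an R squared of 0.0265 with the mean expression level. The 1740 lncRNA and 259 protein-coding pairs had Spearman coefficients between distance and expression level of -0.0749 and -0.372. For the same pairs, the recomputed distances and those of Supplementary Table 9 had a Spearman coefficient of 0.991 over the lncRNAs and 0.987 over the protein-coding genes, which compares pairs and not animals.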

The resulting expression divergence values correlate negatively with the average expression level (*R*^2^ 0.13, *t*-test *P* value <1e^−10^, fig. 9*A*), as expected given that abundance estimation is less reliable for weakly expressed genes. 

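The median distance was 0.175 for the 1740 lncRNA pairs (quartiles 0.0983 and 0.319) and 0.115 for the 259 protein-coding pairs. The medians of the paper's reported values for the same pairs in Supplementary Table 9 are 0.135 and 0.10. Leaving out a replicate of each combination moved the lncRNA median most, to 0.214 without replicate 1.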

Although the raw expression divergence values are significantly higher for lncRNAs (median 0.18) than for protein-coding genes (median 0.11, Wilcoxon test *P* value <1e^−10^, fig. 9*B*), this is largely due to the low lncRNA expression levels. Indeed, the effect disappears when analyzing the residual expression divergence after regressing the expression level (median value −0.03 for protein-coding genes, −0.06 for lncRNAs, Wilcoxon test <1e^−10^, fig. 9*C*). These patterns remain true when analyzing separately protein-coding and lncRNAs with different types of promoters, bidirectional, or unidirectional (supplementary fig. 14*A*, Supplementary Material online). 

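After regression on the expression level over the pairs held here, the median residual was -0.0679 for lncRNA pairs and -0.0506 for protein-coding pairs. The paper's reported residuals of the same pairs, from its regression over all pairs, have medians of -0.06 and -0.02.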

For lncRNAs, we also observe a weak negative correlation between expression divergence and the extent of gene structure conservation (R^2^ 0.04, *t*-test *P* value <1e^−10^, fig. 9*D*). We measured the relative contribution of each organ/developmental stage to the expression divergence estimate (fig. 9*E*). For both protein-coding genes and lncRNAs, by far the highest contributors are the young adult and aged testes samples, which are responsible for almost 30% of the lncRNA expression divergence (fig. 9*E*). This is visible in the expression patterns of the two protein-coding and lncRNA genes with the highest residual expression divergence: the lncRNA expression divergence is mostly due to changes in adult testes, while more complex expression pattern changes seem to have occurred for the protein-coding genes (supplementary fig. 14, Supplementary Material online). 

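The young adult testes contributed on average 29.4% and the aged testes 29.6% of the squared distance of the lncRNA pairs, 59.0% together. The next highest share, 4.12%, was that of the young adult kidney. For protein-coding pairs, they contributed 11.1% and 11.4%, 22.5% together, and the young adult kidney 7.41%.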

The most divergent protein-coding genes are enriched in functions related to immunity (supplementary data set 7, Supplementary Material online), suggesting that differences in immune cell infiltrates among species could be responsible for these extreme cases of expression pattern divergence.

**Fig. 9.**
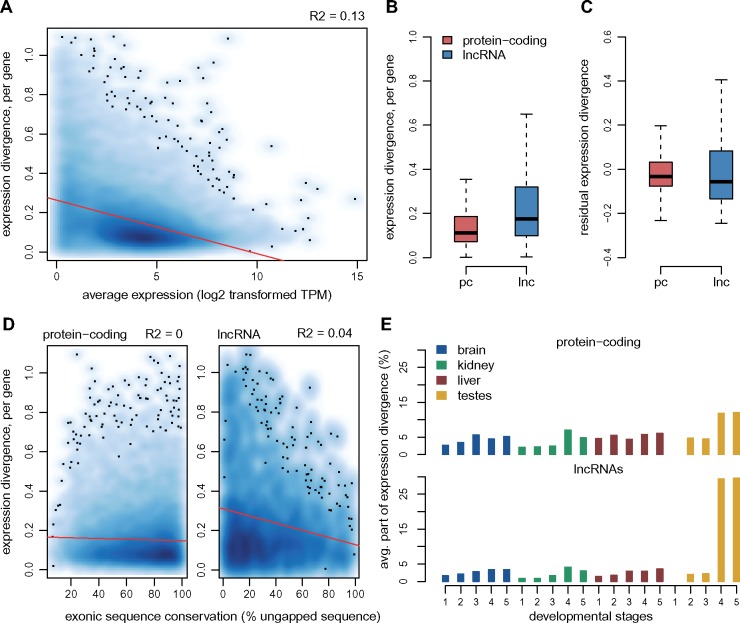
*Per*-gene estimates of expression pattern divergence between species. (*A*) Relationship between the per-gene expression divergence measure (Euclidean distance of relative expression profiles among organs/stages, between mouse and rat), and the average expression values (log2-transformed TPM) across all mouse and rat samples. We show a smoothed color density representation of the scatterplots, obtained through a 2D kernel density estimate (smoothScatter function in R). Red line, linear regression. (*B*) Distribution of the expression divergence value for all protein-coding and lncRNA genes with predicted 1-to-1 orthologs in mouse and rat. (*C*) Distribution of the residual expression divergence values, after regressing the average expression level, for protein-coding genes and lncRNAs. (*D*) Relationship between expression divergence and exonic sequence conservation (% exonic sequence aligned without gaps between mouse and rat), for protein-coding genes and lncRNAs. (*E*) Average contribution of each organ/developmental stage combination to expression divergence, for protein-coding genes and lncRNAs.

### Candidate Species-Specific lncRNAs

We next investigated the most extreme cases of expression divergence: situations where expression can be robustly detected in one species, but not in the other one, despite almost perfect sequence alignment (supplementary methods, Supplementary Material online). We selected lncRNA loci that were supported by at least 100 uniquely mapped reads in one species, with no reads detected in the predicted homologous region in the other species. With this convention, we obtain 1,041 candidate mouse-specific and 1,646 candidate rat-specific loci (supplementary data set 8, Supplementary Material online). These lists include striking examples, such as the region downstream of the *Fzd4* protein-coding gene, which contains a mouse-specific and a rat-specific lncRNA candidate, each perfectly aligned in the other species (supplementary fig. 15, Supplementary Material online). Candidate species-specific lncRNAs are more frequently associated with predicted enhancers than orthologous lncRNAs (52% vs. 33%, χ^2^ test, *P* value <1e^−10^), are less often spliced (56% vs. 61%, χ^2^ test *P* value 1.6e^−3^) and associated with bidirectional promoters (24% vs. 61%, χ^2^ test, *P* value <1e^−10^, supplementary fig. 16, Supplementary Material online). Moreover, we could confirm that their presence is associated with increased expression divergence in the neighboring genes. To test this, we selected species-specific and orthologous lncRNAs that are transcribed from bidirectional promoters shared with protein-coding genes, and evaluated the expression divergence of their protein-coding neighbors (supplementary fig. 16*D* and *E*, Supplementary Material online). Though the difference is subtle, genes that are close to species-specific lncRNAs have significantly higher expression divergence than the ones that have conserved lncRNA neighbors, even after correcting for expression levels (Wilcoxon test, *P* value <1e^−3^). It thus seems that expression changes that led to the species-specific lncRNA transcription extend beyond the lncRNA locus and affect neighboring genes, as previously proposed (Kutter et al. 2012).

## Discussion

### Comparative Transcriptomics across Species, Organs, and Developmental Stages

More than a decade after the publication of the first genome-wide lncRNA data sets (Guttman et al. 2009; Khalil et al. 2009), the debate regarding their functionality is still not settled. Evolutionary approaches provide important tools to assess biological functionality (Haerty and Ponting 2014), and they have been already successfully applied to lncRNAs. However, most large-scale comparative transcriptomics studies available so far (Kutter et al. 2012; Necsulea et al. 2014; Washietl et al. 2014; Hezroni et al. 2015), with one recent exception (Sarropoulos et al. 2019), have focused on lncRNAs detected in adult organs. We hypothesized that lncRNAs expressed during development may be enriched in functional loci, as suggested by the increasing number of lncRNAs with proposed developmental roles (Rinn et al. 2007; Grote et al. 2013; Sauvageau et al. 2013; Grote and Herrmann 2015). To test this hypothesis, we performed a multidimensional comparative transcriptomics analysis, following lncRNA and protein-coding genes across species, organs, and developmental stages.

We ensured that our transcriptome collection reflects the changes in cellular composition and physiological functions that occur during major organ development, by analyzing cell type-specific gene markers derived from single-cell analyses (Green et al. 2018; Tabula Muris Consortium 2018). We showed that protein-coding gene expression profiles across major organs and developmental stages are well conserved among species, even at large evolutionary distances. Although differences among rodents and chicken are considerable when analyzing the full set of orthologous protein-coding genes (fig. 1), the expression profiles of genes that are known to be implicated in embryonic development and in gene expression regulation processes are highly conserved among species (supplementary fig. 6, Supplementary Material online). Our transcriptome collection thus enables detecting temporal expression patterns shared across divergent species, for key players in developmental regulatory networks. These observations are consistent with findings from a recent publication, which studied protein-coding gene expression patterns during major organ development in amniote species (Cardoso-Moreira et al. 2019). Our transcriptome data set covers a narrower range of species and developmental stages than this comprehensive resource (Cardoso-Moreira et al. 2019), but uniquely includes aged individuals, thus completing the overview of temporal expression patterns. Thus, our work represents an additional resource for evolutionary studies of gene expression.

To our knowledge, together with a recent publication (Sarropoulos et al. 2019), our work is one of the first large-scale lncRNA evolutionary studies that include a temporal dimension, by sampling different developmental stages. Our article and this recent work concur to reveal an enrichment for functional lncRNAs early in development (Sarropoulos et al. 2019). Here, we perform in-depth analyses of expression pattern evolution, short- and long-term sequence evolution for different regions of lncRNAs loci, in conjunction with their expression patterns. We thus bring new insights into the evolution and functionality of lncRNAs.

### Spatio-Temporal lncRNA Expression Patterns

Our first major observation is that lncRNAs are overwhelmingly expressed in the young and aged adult testes (fig. 3), in agreement with previous data (Soumillon et al. 2013). Their relative depletion in embryonic and newborn testes reinforces the association between lncRNA transcription and spermatogenesis, in accord with the hypothesis that the particular chromatin environment during spermatogenesis is a driver for promiscuous, nonfunctional transcription (Kaessmann 2010; Soumillon et al. 2013). Interestingly, we show that lncRNAs are significantly differentially expressed among developmental stages, at least as frequently as protein-coding genes, after correcting for their lower expression levels. However, in contrast with protein-coding genes, the majority of lncRNAs reach their highest expression levels in adult rather than in developing organs (fig. 3). As requirements for tight gene expression control are higher during embryonic development (Ben-Tabou de-Leon and Davidson 2007), an explanation for the relative lncRNA depletion in embryonic and newborn transcriptomes is that transcriptional noise is deleterious and thus more efficiently blocked during the early stages of development. Differences in cellular composition heterogeneity may also be part of the explanation. Expression analyses of cell type-specific markers suggest that adult organ transcriptomes may be a mix of more diverse cell types, including substantial immune cell infiltrates (supplementary fig. 1, Supplementary Material online). A higher cell-type diversity may explain the increased abundance of lncRNAs in young and aged adult organs, especially given that lncRNAs are thought to be cell-type specific (Liu et al. 2016).

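Between young and aged adults, 3 of the 4553 annotated lncRNAs tested in mouse kidney were DE and 0 in brain, liver and testes, where 206, 145 and 129 had an unadjusted p below 0.05. Newly assembled mouse loci were DE in kidney (9), liver (4) and testes (11), and 0 in brain, where 635 had an unadjusted p below 0.05. All of these numbers at an unadjusted p below 0.05 are smaller than chance alone gives among the loci tested. In the rat, 278 assembled loci were DE in kidney, 18 in brain, 1 in liver and 3 in testes.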

We found that lncRNA expression patterns are generally similar between young and aged adult individuals: <50 lncRNAs are significantly DE between these two stages, for most organs (supplementary fig. 9, Supplementary Material online). Moreover, the levels of sequence and expression conservation are globally similar between young and aged adults, for both protein-coding and lncRNA genes (figs. 4 and 7). Overall, our analyses indicate that, with our sampling (supplementary table 1, Supplementary Material online), the physiological processes at work in aged organs are highly similar to those acting in juvenile organs, suggesting that developmental stage sampling should be further extended for in-depth analyses of the aging process.

### Functionally Constrained lncRNAs Are Enriched in Developmental Transcriptomes

Our long-term sequence conservation analyses confirm that lncRNAs are overall under weak, but significant selective constraint (Ponjavic et al. 2007): lncRNA sequence conservation scores are much lower than those of protein-coding genes, but above those of intergenic regions (fig. 4 and supplementary figs.10 and 11, Supplementary Material online). Interestingly, intergenic regions flanking lncRNAs are on an average less conserved than the genomic intergenic average (fig. 4), suggesting that the rapid lncRNA evolution may be a general feature of the genomic regions in which they reside. The underlying mechanisms are unclear, but may reflect a lower density of constrained expression regulatory elements in the vicinity of lncRNAs, or a higher accumulation of lineage-specific transposable elements (Kapusta et al. 2013).

We show that, for those lncRNAs that are expressed above noise levels (TPM≥1) in somatic organs and in the embryonic and newborn developmental stages, there is a higher proportion of evolutionarily constrained loci than in testes-expressed lncRNAs (fig. 4). Strikingly, we find that the level of long-term sequence conservation for lncRNA promoter regions is similar to the one observed for protein-coding promoters, when we analyze genes that are robustly expressed in embryonic brain and kidney. Furthermore, we show that lncRNAs expressed in somatic organs and in the developing testes differ from those expressed in the adult testes not only in terms of overall levels of sequence conservation but also with respect to the regions of the lncRNA loci that are under selective constraint. Thus, for lncRNAs expressed in somatic organs and in the developing testes, there is significantly more evolutionary constraint on promoters and splice sites than on exons, while these patterns are not seen for the bulk of lncRNAs, expressed in adult and aged testes (supplementary fig. 11, Supplementary Material online). We are thus able to modulate previous reports of increased constraint on splicing regulatory regions in mammalian lncRNAs (Schüler et al. 2014; Haerty and Ponting 2015), by showing that this pattern is specific to lncRNAs that are expressed in somatic organs and in the developing testes.

These results are also in agreement with recent findings suggesting that biological function may reside in the presence of additional noncoding regulatory elements at the lncRNA promoter rather than in the production of a specific transcript (Engreitz et al. 2016; Groff et al. 2016). Although the elevated sequence conservation at splicing regulatory signals could indicate that the production of a specific mature lncRNA is required, splicing of lncRNA transcripts was recently proposed to affect the expression of neighboring protein-coding genes (Engreitz et al. 2016). Thus, while there is evidence for increased functionality for lncRNA loci that are detected in developmental transcriptomes or in adult somatic organs, in agreement with a recent report (Sarropoulos et al. 2019), our sequence conservation analyses are compatible with the hypothesis that their biological functions may be carried out in an RNA-independent manner, as exons are under less constraint than promoters or splice sites. Alternatively, their function may be carried out by small conserved elements, such that the sequence conservation on the entire lncRNA exonic sequence is weak (Ulitsky 2016).

### Evolutionary Divergence of Spatio-Temporal Expression Profiles for lncRNAs

We previously showed that lncRNA expression patterns evolve rapidly across species in adult organs (Necsulea et al. 2014). Here, we show that this rapid evolution of lncRNA expression is also true for embryonic and newborn developmental stages. Expression comparisons across species, organs, and developmental stages are dominated by differences between species for lncRNAs (fig. 6), while similarities between organs and developmental stages are predominant for protein-coding genes, even across distantly related species (fig. 1). We assessed the extent of expression conservation by contrasting between-species and within-species expression variations and we showed that lncRNAs have significantly lower levels of conservation than protein-coding genes, for all organs and developmental stages (fig. 7). However, lncRNA expression is more conserved in somatic organs and in early embryonic stages than in the adult testes. Moreover, when orthologous lncRNAs are differentially expressed among developmental stages in both mouse and rat, they generally show parallel profiles of expression variation in both species (fig. 8). This result is in agreement with a recent publication, which showed that temporal patterns of expression variation tend to be evolutionarily conserved for developmentally dynamic lncRNAs (Sarropoulos et al. 2019). We note that these temporal patterns of variation may in fact be caused by spatially restricted lncRNA expression. Previous reports indicated that lncRNA expression may be cell type-specific (Liu et al. 2016). The differentially expressed lncRNAs, shared across mouse and rat, could be specific of cell types that change their relative abundance in whole-organ transcriptomes with developmental time.

Interestingly, when we evaluate expression divergence individually for each orthologous gene pair, correcting for the lower lncRNA expression levels, we find that lncRNAs are not more divergent than protein-coding genes (fig. 8). This observation indicates that much of the between-species differences in lncRNA expression patterns is tightly linked with the low expression levels of lncRNAs. It is not clear however whether this is purely an indication of technical biases, that hamper expression estimation for lowly expressed lncRNAs, or whether the low lncRNA expression levels are a sign that these transcripts are nonfunctional. For cell type-specific lncRNAs, low expression in whole-organ transcriptomes are expected. This question may soon be directly addressed, as single-cell assays become more sensitive and allow investigation of lncRNAs (Liu et al. 2016).

### Candidate Species-Specific lncRNAs

Finally, we analyzed extreme cases of expression divergence between species, where transcription can be robustly detected in one species but not in the other, despite the presence of good sequence conservation. We identify more than a thousand candidate species-specific lncRNAs, in both mouse and rat. Interestingly, we observe that candidate mouse-specific lncRNAs are more frequently transcribed from enhancers than lncRNAs conserved between mouse and rat (supplementary fig. 11, Supplementary Material online). This observation is consistent with previous reports that enhancers and enhancer-associated lncRNAs evolve rapidly (Marques et al. 2013; Villar et al. 2015). Moreover, we show that these lncRNA expression changes do not occur in an isolated manner. When species-specific lncRNA transcription was inferred at protein-coding genes bidirectional promoters, the neighboring protein-coding genes also showed increased expression divergence, compared with genes that are transcribed from conserved lncRNA promoters. We thus confirm that lncRNA turnover is associated with changes in neighboring gene expression (Kutter et al. 2012). Although lncRNAs changes may be directly affecting gene expression, another probable hypothesis is that a common mechanism affects both lncRNAs and protein-coding genes transcribed from bidirectional promoters.

### Conclusions

Our comparative transcriptomics approach confirms that lncRNAs repertoires, sequences, and expression patterns evolve rapidly across species, and shows that accelerated rates of lncRNA evolution are also seen in developmental transcriptomes, albeit less frequently. These observations are consistent with the hypothesis that the majority of lncRNAs (or at least of those detected with sensitive transcriptome sequencing approaches, in particular, in the adult testes) may be nonfunctional. However, we are able to modulate this conclusion, by showing that there are increased levels of functional constraint on lncRNAs expressed during embryonic development, in particular, in the developing brain and kidney. These increased levels of constraint apply to all analyzed aspects of lncRNAs, including sequence conservation for exons, promoter, and splice sites, but also expression pattern conservation. For many of these loci, biological function may be RNA-independent, as the highest levels of selective constraint are observed on promoter regions and on splice signals, rather than on lncRNA exonic sequences. Our results are thus compatible with unconventional, RNA-independent functions for lncRNAs expressed during embryonic development.

## Materials and Methods

### Biological Sample Collection

We collected samples from three species (mouse C57BL/6J strain, rat Wistar strain, and chicken White Leghorn strain), four organs (brain, kidney, liver, and testes) and five developmental stages (including two embryonic stages, newborn, young, and aged adult individuals). We sampled the following stages in the mouse: embryonic day postconception (dpc) 13.5 (E13.5 dpc, hereafter midstage embryo); E17 to E17.5 dpc (late embryo); postnatal days 1–2 (newborn); young adult (8–10 weeks old); aged adult (24 months old). For the rat, we sampled the following stages: E15 dpc (midstage embryo); E18.5 to E19 dpc (late embryo); postnatal days 1–2 (newborn); young adult (8–10 weeks old); aged adult (24 months, with the exception of kidney samples and two of four liver samples, derived from 12-month-old individuals). The embryonic and neonatal developmental stages were selected for maximum comparability based on Carnegie stage criteria (Theiler 1989). For chicken, we collected samples from Hamburger–Hamilton stages 31 and 36 (hereafter termed midstage and late embryo), selected for comparability with the two embryonic stages in mouse and rat (Hamburger and Hamilton 1951). Each sample corresponds to one individual, except for mouse and rat midstage embryonic kidney, for which tissue from several embryos was pooled prior to RNA extraction. For adult and aged organs, multiple tissue pieces from the same individual were pooled and homogenized prior to RNA extraction. For brain dissection, we sampled the cerebral cortex. For mouse and rat, with the exception of the midstage embryonic kidney, individuals were genotyped and males were selected for RNA extraction. Between two and four biological replicates were obtained for each species/organ/stage combination, amounting to 97 samples in total (supplementary table 1, Supplementary Material online).

### RNA-Seq Library Preparation and Sequencing

We performed RNA extractions using RNeasy Plus Mini kit from Qiagen. We assessed RNA quality with the Agilent 2100 Bioanalyzer. RNA integrity numbers (RIN) are available in supplementary table 1, Supplementary Material online; see supplementary methods, Supplementary Material online, for additional RNA integrity analyses. Sequencing libraries were produced with the Illumina TruSeq stranded mRNA protocol with polyA selection, and sequenced as 101 bp single-end reads, at the Genomics Platform of iGE3 and the University of Geneva. Libraries are strand-specific and the sequenced strand is complementary to the RNA molecule.

### Additional RNA-Seq Data

To improve detection power for lowly expressed lncRNAs, we complemented our RNA-seq collection with samples generated with the same technology for Brown Norway rat adult organs (Cortez et al. 2014). We added published data for adult chicken (red jungle fowl strain UCD001) organs (McCarthy et al. 2019), as well as for embryonic chicken (White Leghorn) organs (Ayers et al. 2013; Uebbing et al. 2015). As the data were not comparable with our own in terms of library preparation and animal strains, these samples were only used to increase lncRNA detection sensitivity.

### RNA-Seq Data Processing

We used HISAT2 (Kim et al. 2015) release 2.0.5 to align the RNA-seq data on reference genomes. The genome sequences (assembly versions mm10/GRCm38, rn6/Rnor_6.0 and galGal5/Gallus_gallus-5.0) were downloaded from the Ensembl database (Cunningham et al. 2019). Genome indexes were built using only genome sequence information. To improve detection sensitivity, at the alignment step, we provided known splice junction coordinates extracted from Ensembl. We set the maximum intron length for splice junction detection at 1 Mb. The following command-line arguments were used: –rna-strandness R –known-splicesite-infile=SpliceSites_Ensembl.txt –max-intronlen 1000000 –dta-cufflinks, where SpliceSites_Ensembl.txt corresponds to the exon junction coordinates extracted with hisat2_extract_splice_sites.py. See also supplementary methods, Supplementary Material online, for additional RNA-seq data-quality analyses.

### Transcript Assembly and Filtering

We assembled transcripts for each sample using StringTie (Pertea et al. 2015), release 1.3.5, based on read alignments obtained with HISAT2. We provided genome annotations from Ensembl release 94 as a guide for transcript assembly. We filtered Ensembl annotations to remove transcripts that spanned a genomic length >2.5 Mb. For protein-coding genes, we kept only protein-coding transcripts, discarding isoforms annotated as “retained_intron” and “processed_transcript.” We set the minimum exonic length at 150 bp, the minimum anchor length for splice junctions at 8 bp and the minimum isoform fraction at 0.05. The following StringTie command-line arguments were used: -G Ensembl_annotations.gtf -m 150 -a 8 -f 0.05 –p 8 –rf, where Ensembl_annotations.gtf correspond to the Ensembl annotations filtered as described earlier. We compared the resulting assembled transcripts with Ensembl annotations and we discarded read-through transcripts, overlapping with multiple multiexonic Ensembl-annotated genes. For strand-specific samples, we discarded transcripts for which the ratio of sense to antisense unique read coverage was <0.01. We discarded multiexonic transcripts that were not supported by splice junctions with correctly assigned strands. The filtered transcripts obtained for each sample were assembled into a single data set *per* species using the merge option in StringTie. For increased sensitivity, we removed the minimum FPKM and TPM thresholds, but required a minimum isoform fraction of 0.05 for transcript inclusion. The following StringTie command-line arguments were used: stringtie -v –merge -G Ensembl_annotations.gtf -m 150 -a 8 -p 8 -F 0 -T 0 -f 0.05. We constructed a combined annotation data set, starting with Ensembl annotations, to which we added newly assembled transcripts that had no exonic overlap with Ensembl genes. We also included newly annotated isoforms for known genes if they had exonic overlap with exactly one Ensembl gene, thus discarding potential read-through transcripts or gene fusions.

### Protein-Coding Potential of Assembled Transcripts

To determine whether the newly assembled transcripts were protein-coding or noncoding, we mainly relied on the codon substitution frequency (CSF) score (Lin et al. 2007). As in a previous publication (Necsulea et al. 2014), we scanned whole-genome alignments and computed CSF scores in 75 bp sliding windows moving with a 3-bp step. We used precomputed alignments downloaded from the UCSC Genome Browser (Casper et al. 2018), including the alignment between the mouse genome and 59 other vertebrates (for mouse classification), between the human genome and 99 other vertebrates (for rat and chicken classification) and between the rat genome and 19 other vertebrates (for rat classification). For each window, we computed the score in each of the six possible reading frames and extracted the maximum score for each strand. We considered that transcripts are protein-coding if they overlapped with positive CSF scores on at least 150 bp. As positive CSF scores may also appear on the antisense strand of protein-coding regions due to the partial strand-symmetry of the genetic code, in this analysis, we considered only exonic regions that did not overlap with other genes. In addition, we searched for sequence similarity between assembled transcripts and known protein sequences from the SwissProt 2017_04 (The UniProt Consortium 2017) and Pfam 31.0 (El-Gebali et al. 2019) databases. We kept only SwissProt entries with confidence scores 1, 2, or 3 and we used the Pfam-A curated section of Pfam. We searched for sequence similarity using the BlastX utility in the BLAST+ 2.8.1 package (Altschul et al. 1990; Camacho et al. 2009), keeping hits with maximum e-value 1e^−3^ and minimum protein sequence identity 40%, on repeat-masked cDNA sequences. We considered that transcripts were protein-coding if they overlapped with BlastX hits over at least 150 bp. Genes were said to be protein-coding if at least one of their isoforms was classified as protein-coding, based on either the CSF score or on sequence similarity with known proteins.

### Long Noncoding RNA Selection

To construct a reliable lncRNA data set, we selected newly annotated genes classified as noncoding based on both the CSF score and on sequence similarity with known proteins and protein domains, as well as Ensembl-annotated genes with noncoding biotypes (“lincRNA,” “processed_transcript,” “antisense,” “TEC,” “macro_lncRNA,” “bidirectional_promoter_lncRNA,” “sense_intronic”). For newly detected genes, we applied several additional filters: we required a minimum exonic length (corresponding to the union of all annotated isoforms) of at least 200 bp for multiexonic loci and of at least 500 bp for mono-exonic loci; we eliminated genes that overlapped for >5% of their exonic length with unmappable regions; we kept only loci that were classified as intergenic and at least 5 kb away from Ensembl-annotated protein-coding genes on the same strand; for multiexonic loci, we required that all splice junctions be supported by reads with correct strand assignment (cf. above). For both de novo and Ensembl annotations, we removed transcribed loci that overlapped on at least 50% of their length with retrotransposed gene copies, annotated by the UCSC Genome Browser and from a previous publication (Carelli et al. 2016); we discarded loci that overlapped with UCSC-annotated tRNA genes and with RNA-type elements from RepeatMasker (Smit et al. 2003) on at least 25% of their length. We kept loci supported by at least ten uniquely mapped RNA-seq reads and for which a ratio of sense to antisense transcription of at least 1% was observed in at least one sample. Although the fraction of reads stemming from the wrong strand due to errors in library preparations is very low in our samples (supplementary table 1, Supplementary Material online), loci situated on the antisense strand of highly expressed genes can have unreliable expression estimates. Thus, for loci that had sense/antisense exonic overlap with other genes, we computed expression levels either on complete gene annotations, or only on exonic regions that had no overlap with other genes, and computed Spearman’s correlation coefficient between the two expression estimates, across all samples. We discarded loci for which the correlation coefficient was <0.9. Full gene annotations and lncRNA selection criteria are provided in supplementary data set 1, Supplementary Material online.

### Gene Expression Estimation

We computed the number of uniquely mapping reads unambiguously attributed to each gene using the Rsubread package in R (Liao et al. 2019), discarding reads that overlapped with multiple genes. We also estimated read counts and TPM values *per* gene using Kallisto (Bray et al. 2016). To approach absolute expression levels estimates, for better comparisons across samples, we further normalized TPM values using a scaling approach (Brawand et al. 2011). Briefly, we ranked the genes in each sample according to their TPM values, we computed the variance of the ranks across all samples for each gene, and we identified the 100 least-varying genes, found within the interquartile range (25–75%) in terms of average expression levels across samples. We derived normalization coefficients for each sample such that the median of the 100 least-varying genes be identical across samples. We then used these coefficients to normalize TPM values for each sample. We excluded mitochondrial genes from expression estimations and analyses, as these genes are highly expressed and can be variable across samples. For differential expression analyses, we used *per*-gene unique read counts computed with Rsubread. For all downstream analyses, we used normalized TPM values. When indicated, we transformed TPM values with the following formula: *x*->log2(*x* + 1). Gene expression data are available in supplementary data set 2, Supplementary Material online.

### Differential Expression Analyses

We used the DESeq2 (Love et al. 2014) package release 1.22.2 in R release 3.5.0 (R Core Team 2018) to test for differential expression across developmental stages, separately for each organ and species. We analyzed both protein-coding genes and lncRNAs, selected according to the criteria described earlier. We first performed a global differential expression analysis, using the likelihood ratio test to contrast a model including an effect of the developmental stage against the null hypothesis of homogeneous expression across all developmental stages. This analysis was performed on all protein-coding and lncRNA genes for each species, as well as on 1-to-1 orthologs for mouse and rat. In addition, we down-sampled the numbers of reads assigned to protein-coding genes to obtain identical average numbers of reads for protein-coding genes and lncRNAs. The resampled read counts were directly proportional to the original counts for each protein-coding gene. We also contrasted consecutive developmental stages, for each species and organ, using the Wald test implemented in DESeq2. Differential expression results are available in supplementary data set 4, Supplementary Material online.

### Homologous lncRNA Family Prediction

We used existing whole-genome alignments as a guide to predict homologous lncRNAs across species, as previously proposed (Washietl et al. 2014). We first constructed for each gene the union of its exon coordinates across all isoforms, hereafter termed “exon blocks.” We projected exon block coordinates between pairs of species using the liftOver utility and whole-genome alignments generated with BlastZ (http://www.bx.psu.edu/miller_lab/; last accessed September 24, 2019), available through the UCSC Genome Browser (Casper et al. 2018). To increase detection sensitivity, for the initial liftOver projection, we required only that 10% of the reference bases remap on the target genome. Projections were then filtered, retaining only cases where the size ratio between the projected and the reference region was between 0.33 and 3 for mouse and rat (0.2 and 5 for comparisons involving chicken). To exclude recent lineage-specific duplications, regions with ambiguous or split liftOver projections were discarded. For genes where multiple exon blocks could be projected across species, we defined the consensus chromosome and strand in the target genome and discarded projected exon blocks that did not match this consensus. We then evaluated the order of the projected exon blocks on the target genes, to identify potential internal rearrangements. If internal rearrangements were due to the position of a single projected exon block, the conflicting exon block was discarded; otherwise, the entire projected gene was eliminated. As the projected reference gene coordinates could overlap with multiple genes in the target genome, we constructed gene clusters based on the overlap between projected exon block coordinates and target annotations, using a single-link clustering approach. We then realigned entire genomic loci for each pair of reference-target genes found within a cluster, using lastz (http://www.bx.psu.edu/miller_lab/) and the threaded blockset aligner TBA (Blanchette et al. 2004). Using this alignment, we computed the percentage of exonic sequences aligned without gaps and the percentage of identical exonic sequence, for each pair of reference-target genes. We then extracted the best hit in the target genome for each gene in the reference genome based on the percentage of identical exonic sequence, requiring that the ratio between the maximum percent identity and the percent identity of the second-best hit be >1.1. Reciprocal best hits were considered to be 1-to-1 orthologous loci between pairs of species. For analyses across all three species, we constructed clusters of reciprocal best hits from pairwise species comparisons, using a single-link clustering approach. Resulting clusters with more than one representative *per* species were discarded. The results of the homology prediction pipeline, sequence alignment statistics and Ensembl orthology relationships for protein-coding genes are available in supplementary data set 5, Supplementary Material online.

## Data Availability

The RNA-seq data were submitted to the NCBI Gene Expression Omnibus (GEO), under accession number GSE108348. Supplementary data sets, Supplementary Material online, containing additional processed data are available at the address: ftp://pbil.univ-lyon1.fr/pub/datasets/Darbellay_LncEvoDevo. The scripts used to analyze the data are available through a GitHub repository: https://github.com/anecsulea/LncEvoDevo. See also supplementary methods, Supplementary Material online.

## Supplementary Material

msz212_Supplementary_Data Click here for additional data file.

# Supplementary material for: Comparative Transcriptomics Analyses across Species, Organs, and Developmental Stages Reveal Functionally Constrained lncRNAs
**Source:** Mol Biol Evol. 2019 Sep 20;37(1):240–59. doi: 10.1093/molbev/msz212

|                                                                                                                                                                  |           |
|------------------------------------------------------------------------------------------------------------------------------------------------------------------|-----------|
| <b>Supplementary Methods .....</b>                                                                                                                               | <b>3</b>  |
| <i>RNA-seq data quality analyses .....</i>                                                                                                                       | <i>3</i>  |
| <i>RNA integrity analysis .....</i>                                                                                                                              | <i>3</i>  |
| <i>RNA-seq read downsampling to homogenize read coverage.....</i>                                                                                                | <i>3</i>  |
| <i>LncRNA and protein-coding gene promoter types.....</i>                                                                                                        | <i>3</i>  |
| <i>Gene expression specificity.....</i>                                                                                                                          | <i>4</i>  |
| <i>Gene markers for organs and developmental stages.....</i>                                                                                                     | <i>4</i>  |
| <i>Gene ontology enrichment .....</i>                                                                                                                            | <i>4</i>  |
| <i>Definition of developmental transcription factors .....</i>                                                                                                   | <i>5</i>  |
| <i>Principal component analyses of gene expression patterns.....</i>                                                                                             | <i>5</i>  |
| <i>Sequence evolution .....</i>                                                                                                                                  | <i>5</i>  |
| <i>Gene expression evolution.....</i>                                                                                                                            | <i>6</i>  |
| <i>Between-species comparison of temporal expression patterns .....</i>                                                                                          | <i>6</i>  |
| <i>Transcription factor binding site enrichment .....</i>                                                                                                        | <i>7</i>  |
| <i>Candidate species-specific lncRNAs .....</i>                                                                                                                  | <i>7</i>  |
| <i>Statistical analyses and graphical representations .....</i>                                                                                                  | <i>7</i>  |
| <b>Supplementary Figure Legends.....</b>                                                                                                                         | <b>8</b>  |
| <i>Supplementary Figure 1. Expression patterns of cell-type specific markers in mouse, rat and chicken samples.....</i>                                          | <i>8</i>  |
| <i>Supplementary Figure 2. Genes with narrow expression distribution across organs and developmental stages, with maximum expression observed in brain.....</i>  | <i>8</i>  |
| <i>Supplementary Figure 3. Genes with narrow expression distribution across organs and developmental stages, with maximum expression observed in kidney.....</i> | <i>8</i>  |
| <i>Supplementary Figure 4. Genes with narrow expression distribution across organs and developmental stages, with maximum expression observed in liver.....</i>  | <i>9</i>  |
| <i>Supplementary Figure 5. Genes with narrow expression distribution across organs and developmental stages, with maximum expression observed in testes.....</i> | <i>9</i>  |
| <i>Supplementary Figure 6. Global patterns of gene expression variation across species, organs and developmental stages. ....</i>                                | <i>10</i> |
| <i>Supplementary 7. Expression level distribution for different classes of lncRNAs, for mouse, rat and chicken.....</i>                                          | <i>10</i> |
| <i>Supplementary Figure 8. Patterns of differential expression among developmental stages for protein-coding genes and lncRNAs.....</i>                          | <i>11</i> |

|                                                                                                                                                     |           |
|-----------------------------------------------------------------------------------------------------------------------------------------------------|-----------|
| <i>Supplementary Figure 9. Number of differentially expressed genes between consecutive developmental stages. ....</i>                              | <i>11</i> |
| <i>Supplementary Figure 10. Long-term sequence conservation for lncRNA loci. ....</i>                                                               | <i>11</i> |
| <i>Supplementary Figure 11. Estimates of long-term sequence conservation scores for different regions of lncRNA loci.....</i>                       | <i>12</i> |
| <i>Supplementary Figure 12. Gene structure conservation for orthologous lncRNAs. ....</i>                                                           | <i>12</i> |
| <i>Supplementary Figure 13. Conservation of developmental expression profiles between mouse and rat, for orthologous protein-coding genes. ....</i> | <i>13</i> |
| <i>Supplementary Figure 14. Expression pattern divergence between mouse and rat. ....</i>                                                           | <i>13</i> |
| <i>Supplementary Figure 15. Candidate species-specific lncRNAs.....</i>                                                                             | <i>14</i> |
| <i>Supplementary Figure 16. Genomic and expression characteristics of candidate species-specific lncRNAs. ....</i>                                  | <i>14</i> |
| <b>Supplementary Table List .....</b>                                                                                                               | <b>15</b> |
| <b>Supplementary Dataset List.....</b>                                                                                                              | <b>16</b> |
| <b>References .....</b>                                                                                                                             | <b>17</b> |
| <b>Supplementary Figures.....</b>                                                                                                                   | <b>18</b> |

## Supplementary Methods

### RNA-seq data quality analyses

To verify the strandedness of the RNA-seq data, we analyzed spliced reads that spanned introns with canonical (GT-AG or GC-AG) splice sites and compared the strand inferred based on the splice site with the one assigned based on the library preparation protocol (Supplementary Table 1). To estimate the mappability of each genomic region, we generated error-free artificial RNA-seq reads (single-end, 101 bp long, consecutive read starts spaced by 5 bp) from the genome sequence and realigned them to the genome with the same HISAT2 parameters. Regions for which the corresponding reads could be aligned unambiguously were considered mappable; remaining regions were said to be unmappable.

### RNA integrity analysis

We evaluated RNA quality prior to library preparation with the Agilent 2100 Bioanalyzer tool. Most samples had RIN values above 9 and only 4 out of 97 sequenced libraries had RIN values comprised between 7.5 and 8 (Supplementary Table 1). To further assess the quality of the sequenced libraries, we analyzed the pattern of read coverage variation along genes. For polyA-selected libraries, RNA degradation is reflected in the presence of higher read coverage in the 3' region of the mRNAs compared to the 5' region. We divided the exonic sequences of Ensembl-annotated mRNAs into 20 equal-size windows, and computed the *per-base* unique read coverage in each window, averaged across all Ensembl-annotated protein-coding genes. We used only mRNAs that were at least 400 bp long. As expected given that transcript ends are difficult to sample with RNA-seq, we observed that the first and last windows also show decreased read coverage compared to the rest of the isoform. We thus excluded the first 4 and the last 3 window before fitting a linear regression between the average read coverage per window and the window position in the gene. We used the slope of this linear regression as an indicator of RNA degradation (3' bias column in Supplementary Table 1).

### RNA-seq read downsampling to homogenize read coverage

We observed that some organ / developmental stage combinations express more protein-coding genes and lncRNAs than others. To verify that this observation is not affected by unequal RNA-seq read coverage, we homogenized the read coverage among organ / developmental stage combinations, by randomly resampling the same number of uniquely mapped reads. We resampled 60 million reads for mouse and rat and 50 million reads for chicken, combining biological replicates for each organ / developmental stage combination.

### LncRNA and protein-coding gene promoter types

We assessed the proximity between the transcription start sites (TSS) of lncRNA loci and other genes TSS, to determine whether lncRNA promoters are unidirectional or bidirectional. We said that lncRNAs or protein-coding genes have bidirectional promoters if at least one of their annotated TSS is found

within 1 kb of a different gene TSS. We also analyzed the proximity between promoter regions and Encode-annotated enhancers, for mouse (Shen et al. 2012). We combined all enhancer coordinates across all tissues, and converted their coordinates between mm9 and mm10 genome assemblies with liftOver. This resulted in 400,017 predicted enhancer regions.

#### Gene expression specificity

We used the previously proposed tissue specificity index (Liao et al. 2006) to measure gene expression specificity across organs and developmental stages, provided by the formula:  $\tau = \sum (1 - r_i) / (n - 1)$ , where  $r_i$  represents the ratio between the expression level in sample  $i$  and the maximum expression level across samples, and  $n$  represents the total number of samples. We computed this index on normalized TPM values, averaged across all replicates for a given species / organ / developmental stage combination (Supplementary Dataset 3). The average expression values across biological replicates were also used to evaluate the sample (organ / developmental stage combination) in which maximum expression is reached, for each gene. The organ and developmental stage in which maximum expression is reached (plotted in Figures 3, 5, 8 and Supplementary Figure 13) is derived from this computation. Gene expression statistics are available in Supplementary Dataset 3 online.

#### Gene markers for organs and developmental stages

To validate our comparative transcriptome collection and to scrutinize the cell composition changes that occur during major organ development, we analyzed the expression patterns of cell-type specific genes. We extracted proposed cell-type specific markers from mouse single-cell RNA-seq studies (Tabula Muris Consortium 2018; Green et al. 2018), and filtered them to keep genes that are associated with a single cell type, with orthologues in rat and/or chicken (Supplementary Table 5). In addition, we identified genes that could be used as putative markers for organs and developmental stages, based on our transcriptome collection. To do this, we extracted protein-coding genes that had high expression specificity indexes ( $\tau \geq 0.85$ ) in both mouse and rat, and for which the organ/stage in which maximum expression is observed is the same for both species. We selected genes that had an expression level (TPM) above 2 in at least one sample, for each species. For this analysis, we combined the young and aged adult samples. The predicted cell-type specific markers and gene ontology enrichment analyses (comparing these gene lists with the entire set of protein-coding genes that have 1-to-1 orthologues in mouse and rat) are available in Supplementary Dataset 3 online.

#### Gene ontology enrichment

We extracted gene ontology annotations for mouse, rat and chicken from the Ensembl 94 database, using BioMart (Smedley et al. 2015). We evaluated the enrichment of gene ontology categories between a target gene set (e.g., genes that are differentially expressed between two developmental stages, in a given organ) and a background gene set (e.g., all genes expressed in that organ), using the

hypergeometric test in R. We performed the gene ontology enrichment for the “biological process” gene ontology category, and set the false discovery rate (FDR) threshold at 0.1.

#### Definition of developmental transcription factors

For the developmental transcription factor analysis presented in Supplementary Figure 6, we selected genes associated with at least one of the following categories: multicellular organism development, system development, embryonic organ development, animal organ development or pattern specification process. We further selected from the resulting list those genes associated with at least one of the following categories: regulation of gene expression, gene expression, positive regulation of gene expression, negative regulation of gene expression, regulation of transcription by RNA polymerase II, regulation of transcription, DNA-templated.

#### Principal component analyses of gene expression patterns

Principal component analyses were performed on log2-transformed TPM values, using functions in the ade4 library in R (Dray and Dufour 2007). The input data was a matrix of gene expression profiles across genes and samples, centered and scaled prior to analysis. We observed that sample coordinates on the axis 1 (for brain and testis) and 2 (for kidney and liver) of the principal component analysis correlate with the developmental stage from which the samples were derived. To control for potential confounding factors, we verified whether the coordinates on PC1 and PC2 were correlated with RNA integrity values (RIN), 3' read coverage bias, or library size. As the coordinates on PC1 and PC2 also appeared to be correlated with the 3' read coverage bias, we fit a linear regression between the coordinates on the axes and the 3' read coverage bias, and verified that the residuals of the linear regression correlate with the developmental stage from which the samples were derived with a Kruskal-Wallis test (Supplementary Figure 6).

#### Sequence evolution

We evaluated long-term evolutionary sequence conservation based on PhastCons (Siepel et al. 2005) scores, computed for the mouse genome using either a placental mammal multiple species alignment, available from the UCSC Genome Browser (Casper et al. 2018). We attributed a value of 0 to all genomic positions that are not present in the whole-genome alignment used for PhastCons computations. We computed average PhastCons scores on exonic sequences (excluding exonic regions overlapping with other genes), promoter regions (defined as 400 bp immediately upstream of the transcription start site, masking any exonic regions that overlapped in these regions) and splice sites (defined as the first two and last two bases of each intron). For genes with multiple promoters, we computed the average score across all promoters. In addition, we evaluated the amount of sequence conservation in intergenic regions. To define intergenic regions, we extended the coordinates of all transcribed loci (either Ensembl-annotated or identified with StringTie, coding or

non-coding) by 5 kb on each side, and we extracted the complementary genomic regions. We analyzed two sets of intergenic regions: all intergenic regions that were at least 1kb long, or intergenic regions that flanked candidate lncRNAs. For this latter subset, we extracted 2.5 kb long segments situated exactly 5 kb away from lncRNA loci and we selected those segments that were at least 5 kb away from other transcribed loci. This resulted in 8496 regions. In the genome-wide set there were 22628 intergenic regions. Sequence conservation statistics for lncRNAs are provided in Supplementary Table 5; all sequence conservation data are provided in Supplementary Dataset 5.

#### Gene expression evolution

We evaluated expression pattern conservation at two scales: first globally, for an entire gene category, and second on a gene-by-gene basis. Both analyses were performed by comparing mouse and rat expression patterns, for 1-to-1 orthologous genes.

First, we measured gene expression conservation for protein-coding genes and lncRNAs as a class. To do this, for each organ/developmental stage, we computed average expression levels (normalized TPM) across biological replicates, for each species. across all orthologous gene pairs. We also computed the correlation between individuals within the same species; for organ/stages with more than two biological replicates we computed the average across all possible pairs of individuals. We then computed the ratio of the between-species correlation coefficient to the average within-species correlation coefficient. Spearman's rank correlation coefficients were used in all cases. We obtained confidence intervals for expression conservation measures through a bootstrap procedure, resampling 100 times the same number of genes with replacement.

Second, we computed Euclidean distances between relative expression profiles, for each orthologous gene pair. The relative expression profiles were derived from normalized TPM values *per* organ/developmental stage, averaged across biological replicates within each species, divided by the sum of all average TPM values. We observed that this measure of expression divergence correlates negatively with the average expression level (Figure 9). To correct for this effect, we fitted a linear regression between the expression divergence measure and the average expression level, and extracted the residuals of the linear regression. We computed the contribution of each organ / developmental stage combination to the expression divergence measure through the ratio of the squared difference between species for that sample to the squared Euclidean distance. The sum of the individual contributions of all organ / developmental stage combinations is thus equal to 1.

#### Between-species comparison of temporal expression patterns

To determine whether broad patterns of gene expression variation among developmental stages are conserved during evolution, we analyzed 1-to-1 orthologous lncRNAs and protein-coding genes that were significantly DE (FDR < 0.01) in both mouse and rat, when testing for a global effect of the

developmental stage factor, for each organ independently (cf. Differential expression analyses subsection above). For these genes, we constructed relative expression profiles by averaging TPM values across biological replicates for each developmental stage and dividing them by the maximum value, separately for each organ and species. The resulting relative expression profiles were combined across species and clustered with the K-means algorithm (Hartigan and Wong 1979) in R (Figure 8, Supplementary Figure 13, Supplementary Dataset 4). We set the numbers of clusters at 5 for somatic organs and at 4 for the testes, corresponding to the number of developmental stages sampled. For protein-coding gene clusters, we tested for gene ontology enrichment by comparing the list of protein-coding genes in each cluster with the full list of DE protein-coding genes, with a hypergeometric test. The results of the differential expression analyses, K-means clustering and gene ontology enrichment are in Supplementary Dataset 4 online.

#### Transcription factor binding site enrichment

We used Homer (Heinz et al. 2010) to evaluate the enrichment of transcription factor binding sites in the promoter regions of protein-coding genes and lncRNAs in the previously defined K-means clusters (see above). We defined promoters as 400 bp regions upstream of the transcription start site. For genes with multiple transcription start sites, only the most distal one was used. We contrasted the set of protein-coding genes or lncRNAs in a given K-means cluster with the full set of genes (from the same category) expressed (TPM>0) in that organ. Enrichment analyses were performed separately for mouse and rat. Results are provided in Supplementary Table 8.

#### Candidate species-specific lncRNAs

To analyze extreme cases of lncRNA expression changes between species, we predicted candidate species-specific lncRNAs, for which the exonic sequence is well aligned between the two species, but transcription could only be detected in one of the two species. We selected loci for which 100% of the exonic sequence could be projected in the other species and passed all filtering steps that discard local rearrangements etc. We asked that the lncRNA be supported by a minimum of 100 reads in the reference species and that no RNA-seq reads could be aligned in the corresponding region in the target species. Similar results were obtained with a more stringent threshold of 250 reads (Supplementary Dataset 8).

#### Statistical analyses and graphical representations

All statistical analyses and graphical representations were done with R (R Core Team 2018), version 3.5.0. We performed principal component analyses using the ade4 library (Dray and Dufour 2007) and hierarchical clustering of gene expression matrices using the hclust function in the stats package in R, on distance matrices, where the distance between two samples is defined by  $1 - \rho$  and  $\rho$  is Spearman's correlation coefficient. For all analyses involving multiple statistical tests, false discovery

rates were computed with the Benjamini-Hochberg procedure (Benjamini and Hochberg 1995). 95% confidence intervals for median values of distributions were computed with the following formula: median  $\pm$  1.57 x IQR/sqrt(N), where IQR is the inter-quartile range, sqrt denotes the square root and N the number of points.

### **Supplementary Figure Legends.**

#### *Supplementary Figure 1. Expression patterns of cell-type specific markers in mouse, rat and chicken samples.*

Expression of cell type-specific markers derived from single-cell experiments (full list provided in Supplementary Table 3), in our mouse and rat RNA-seq samples, averaged across biological replicates. The heatmap represents centered and scaled log2-transformed TPM levels (z-score). Developmental stages are indicated by numeric labels, 1 to 5. Species are color-coded, shown below the heatmap.

#### *Supplementary Figure 2. Genes with narrow expression distribution across organs and developmental stages, with maximum expression observed in brain.*

- A. Expression pattern (normalized TPM expression levels) across organs, species and developmental stages for *Fezf1*, which is predominantly expressed in brain mid-stage embryo, in both mouse and rat.
  - B. Gene ontology enrichment for genes with narrow expression distribution (organ/stage specificity index  $\geq$  0.85) and maximum expression reached in brain mid-stage embryo, in both mouse and rat.
  - C. Same as A, for *Neurod6*, which is predominantly expressed in brain late embryo.
  - D. Same as B, for genes with maximum expression in brain late embryo.
  - E. Same as A, for *Hs3st5*, which is predominantly expressed in brain newborn.
  - F. Same as B, for genes with maximum expression in brain newborn.
  - G. Same as A, for *Mobp*, which is predominantly expressed in brain young or aged adult.
  - H. Same as B, for genes with maximum expression in brain young or aged adult.
- Full list of genes is provided in Supplementary Table 4.

#### *Supplementary Figure 3. Genes with narrow expression distribution across organs and developmental stages, with maximum expression observed in kidney.*

- A. Expression pattern (TPM expression levels) across organs, species and developmental stages for *Hmga2*, which is predominantly expressed in kidney mid-stage embryo, in both mouse and rat.
- B. Gene ontology enrichment for genes with narrow expression distribution (organ/stage specificity index  $\geq$  0.85) and maximum expression reached in kidney mid-stage embryo, in both mouse and rat.

- C. Same as A, for *Foxl1*, which is predominantly expressed in kidney late embryo.
- D. Same as A, for *Atp12a*, which is predominantly expressed in kidney newborn.
- E. Same as A, for *Dnase1*, which is predominantly expressed in kidney young or aged adult.
- F. Same as B, for genes with maximum expression in kidney young or aged adult.

Full list of genes is provided in Supplementary Table 4.

Supplementary Figure 4. Genes with narrow expression distribution across organs and developmental stages, with maximum expression observed in liver.

- A. Expression pattern (TPM expression levels) across organs, species and developmental stages for *Hbb-bh1*, which is predominantly expressed in liver mid-stage embryo, in both mouse and rat.
- B. Gene ontology enrichment for genes with narrow expression distribution (organ/stage specificity index  $\geq 0.85$ ) and maximum expression reached in liver mid-stage embryo, in both mouse and rat.
- C. Same as A, for *Rbp2*, which is predominantly expressed in liver late embryo.
- D. Same as B, for genes with maximum expression in liver late embryo.
- E. Same as A, for *Igfbp1*, which is predominantly expressed in liver newborn.
- F. Same as B, for genes with maximum expression in liver newborn.
- G. Same as A, for *Sdr9c7*, which is predominantly expressed in liver young or aged adult.
- H. Same as B, for genes with maximum expression in liver young or aged adult.

Full list of genes is provided in Supplementary Table 4.

Supplementary Figure 5. Genes with narrow expression distribution across organs and developmental stages, with maximum expression observed in testes.

- A. Expression pattern (TPM expression levels) across organs, species and developmental stages for *Piwi4*, which is predominantly expressed in testes late embryo, in both mouse and rat.
- B. Gene ontology enrichment for genes with narrow expression distribution (organ/stage specificity index  $\geq 0.85$ ) and maximum expression reached in testes late embryo, in both mouse and rat.
- C. Same as A, for *Aqp12*, which is predominantly expressed in testes newborn.
- D. Same as B, for genes with maximum expression in testes newborn.
- E. Same as A, for *Defb33*, which is predominantly expressed in testes young or aged adult.
- F. Same as B, for genes with maximum expression in testes young or aged adult.

Full list of genes is provided in Supplementary Table 4.

Supplementary Figure 6. Global patterns of gene expression variation across species, organs and developmental stages.

**A.** Relationship between developmental stages (numbered 1 to 5) and the coordinates on the PCA axes 1 and 2, for each organ separately. For brain and testes, we show the coordinates on PC1, for kidney and liver, we show the coordinates on PC2, which are correlated with developmental stages. The PCA was performed on the full set of 10,363 protein-coding genes with orthologues in mouse, rat and chicken (Supplementary Methods, Figure 1). P-values for Kruskal-Wallis tests, verifying if coordinates on PCA axes are associated with the developmental stages from which samples are derived, are shown above the plots.

**B.** Relationship between developmental stages (numbered 1 to 5) and the coordinates on the PCA axes 1 and 2, after correcting for the 3' read coverage bias. The Y axis represents the residuals of a linear regression between the samples coordinates on the PCA axes and the 3' read coverage bias (Supplementary Methods). P-values for Kruskal-Wallis tests are shown above the plots.

**C.** First factorial map of a principal component analysis, performed on log2-transformed TPM values, for 289 protein-coding genes with orthologues in mouse, rat and chicken, associated with organism development and regulation of gene expression in mouse gene ontology (Materials and methods). Colors represent different organs and developmental stages, point shapes represent different species.

**D.** Hierarchical clustering, performed on a distance matrix derived from Spearman correlations between pairs of samples, for 289 protein-coding genes associated with organism development and regulation of gene expression, with 1-to-1 orthologues in mouse, rat and chicken. Organ and developmental stages are color-coded, shown below the heatmap. Species of origin is color-coded, shown on the right. Sample clustering is shown on the left.

Supplementary 7. Expression level distribution for different classes of lncRNAs, for mouse, rat and chicken.

**A.** Distribution of the maximum expression level (log2-transformed TPM), for mouse protein-coding genes and lncRNAs.

**B.** Distribution of the maximum expression level, for different classes of lncRNAs, in the mouse. From left to right: all lncRNAs, spliced (multi-exonic) lncRNAs, unspliced (mono-exonic) lncRNAs, lncRNAs with bidirectional promoters shared with protein-coding genes, lncRNAs with bidirectional promoters shared with other types of genes, lncRNA with unidirectional promoters, antisense lncRNAs (that have exonic or intronic overlap with protein-coding genes on the opposite strand), intergenic lncRNAs (that have no overlap with protein-coding genes on the opposite strand), lncRNAs that have an Encode-

annotated enhancer within 1kb of their transcription start site, lncRNAs that are further away from Encode-annotated enhancers.

**C.** Same as A, for the rat.

**D.** Same as B, for the rat. For this species, we did not analyze the proximity between lncRNA promoters and enhancers, for lack of data.

**E.** Same as A, for the chicken.

**F.** Same as B, for the chicken. For this species, we did not analyze the proximity between lncRNA promoters and enhancers, for lack of data.

*Supplementary Figure 8. Patterns of differential expression among developmental stages for protein-coding genes and lncRNAs.*

**A.** Distribution of the relative expression change, defined as the difference between the maximum and the minimum expression level across developmental stages, normalized by the maximum expression level, for mouse and rat protein-coding genes and lncRNAs that are significantly differentially expressed ( $FDR < 0.01$ ) among developmental stages. Higher values indicate higher fold expression changes.

**B.** Distribution of the developmental stage in which the maximum expression is observed, for rat protein-coding genes and lncRNAs that are significantly differentially expressed ( $FDR < 0.01$ ) among developmental stages.

**A,B.** Differential expression analyses are performed separately for each organ.

*Supplementary Figure 9. Number of differentially expressed genes between consecutive developmental stages.*

Numbers of significantly up-regulated and down-regulated protein-coding genes and lncRNAs ( $FDR < 0.01$ ). Differential expression tests are performed separately for each organ and species, comparing consecutive developmental stages.

*Supplementary Figure 10. Long-term sequence conservation for lncRNA loci.*

**A.** Distribution of the sequence conservation score (PhastCons), for protein-coding and lncRNAs exonic regions, as well as for intergenic regions, in the mouse (Supplementary Methods). We used precomputed PhastCons score for placental mammals, downloaded from the UCSC Genome Browser. Exonic regions that overlap with exons from other genes were masked. Boxplot notches represent 95% confidence intervals of the medians. Numbers of analyzed genes are shown below the plot. Red:

protein-coding genes; blue: lncRNA loci; gray: all intergenic regions or intergenic regions flanking lncRNA loci (Supplementary Methods).

**B.** Distribution of the sequence conservation score, for promoter regions (400 bp upstream of transcription start sites) of mouse protein-coding genes and lncRNAs. Exonic sequences were masked in promoter regions. Genes are divided in different classes depending on their promoter type: unidirectional, bidirectional shared with protein-coding genes, bidirectional shared with non-coding genes, overlap with Encode-annotated enhancers. The gray boxplots represent all intergenic regions, genome-wide, or intergenic regions flanking lncRNA loci (Supplementary Methods).

**C.** Distribution of the sequence conservation score, for splice sites (first and last two bases of each intron). The gray boxplots represent all intergenic regions, genome-wide, or intergenic regions flanking lncRNA loci (Supplementary Methods).

*Supplementary Figure 11. Estimates of long-term sequence conservation scores for different regions of lncRNA loci.*

**A.** Distribution of the promoter sequence conservation score (PhastCons) for lncRNAs that have unidirectional promoters (no other transcription start site within 1kb of the start of the locus), and which are significantly expressed (TPM $\geq$ 1) in each organ and developmental stage. Precomputed PhastCons score for placental mammals were downloaded from the UCSC Genome Browser. Exonic regions that overlap with other genes were masked. Dots represent median values, vertical bars represent 95% confidence intervals. The gray dots and vertical bars represent the median value and 95% confidence interval for all intergenic regions, genome-wide, or for intergenic regions flanking lncRNA loci (Supplementary Methods).

**B.** Same as A, for lncRNAs that have bidirectional promoters shared with protein-coding genes.

**C.** Same as A, for lncRNAs that have bidirectional promoters shared with other types of genes (non-coding).

**D.** Distribution of the difference between the exonic sequence conservation (PhastCons) score and the promoter score, for mouse lncRNAs that are significantly expressed (TPM $\geq$ 1) in each organ and developmental stage.

**E.** Same as D, for the difference between exonic and splice site sequence conservation score.

*Supplementary Figure 12. Gene structure conservation for orthologous lncRNAs.*

**A.** Distribution of the percentage of exonic sequence aligned without gaps, with respect to the maximum exonic length, for each pair of orthologous genes, between mouse and rat. Red: protein-

coding genes, blue: lncRNAs. Sequence alignment was performed with the Threaded Blockset Aligner (Blanchette et al. 2004).

**B.** Distribution of the percentage of identical exonic sequence, with respect to the exonic sequence length aligned without gaps, for each pair of orthologous genes. Red: protein-coding genes, blue: lncRNAs.

**C.** Distribution of the relative difference of the number of exons, defined as the absolute difference of the number of exons of the two species, divided by the maximum number of exons across species, for each pair of orthologous genes. Red: protein-coding genes, blue: lncRNAs.

*Supplementary Figure 13. Conservation of developmental expression profiles between mouse and rat, for orthologous protein-coding genes.*

**A.** Comparison of the developmental stage in which maximum expression is observed, for orthologous protein-coding genes that are significantly differentially expressed ( $FDR < 0.01$ ) among developmental stages, for both mouse and rat. Genes are divided based on the developmental stage where maximum expression is observed in mouse organs (X-axis). The Y axis represents the percentage of orthologous genes that reach maximum expression in each developmental stage, in the rat. Numbers of analyzed genes are provided below the plot.

**B.** Expression profiles of orthologous protein-coding genes that are significantly differentially expressed ( $FDR < 0.01$ ) among developmental stages, for both mouse and rat, in the brain. TPM values were averaged across replicates and normalized by dividing by the maximum, for each species. The resulting relative expression profiles were combined across species and clustered with the K-means algorithm. The average profiles of the genes belonging to each cluster are shown. Gray lines represent profiles of individual genes from a cluster. Numbers of genes in each cluster are shown in the plot.

**C.** Same as B, for the kidney.

**D.** Same as B, for the liver.

**E.** Same as B, for the testes. For this organ, we searched for only 4 clusters with the K-means algorithm. The first and second cluster (1,182 and 1,509 genes, respectively, corresponding to 25% of all DE genes in the testes), are representative of genes with different temporal expression profiles in mouse and rat.

*Supplementary Figure 14. Expression pattern divergence between mouse and rat.*

**A.** Distribution of raw expression divergence values for different classes of protein-coding genes and lncRNAs, depending on their promoter type in mouse: unidirectional, bidirectional shared with

protein-coding genes, bidirectional shared with non-coding genes, overlap with Encode-annotated enhancers.

**B.** Same as A, for the residual expression divergence values, after correction for the average expression levels.

**C.** Examples of expression profiles in mouse and rat, for the top 2 most-divergent protein-coding and lncRNA genes.

*Supplementary Figure 15. Candidate species-specific lncRNAs.*

Genomic localization and RNA-seq read coverage of a candidate mouse-specific lncRNA, situated downstream of the *Fzd4* gene. RNA-seq data is shown for young and aged adult kidney.

*Supplementary Figure 16. Genomic and expression characteristics of candidate species-specific lncRNAs.*

**A.** Percentage of mouse lncRNAs for which the predicted transcription start site is found within 1kb of an Encode-annotated enhancer. lncRNAs are divided into loci with predicted 1-to-1 orthologues in the rat (dark blue) and mouse-specific lncRNAs (light blue).

**B.** Same as A, for the percentage of multi-exonic loci, for mouse and rat.

**C.** Same as A, for the percentage of loci that have predicted bidirectional promoters, for mouse and rat.

**D.** Distribution of the raw expression divergence for protein-coding genes that are transcribed from the same bidirectional promoters as lncRNAs with 1-to-1 orthologues in mouse and rat (black), or as candidate species-specific lncRNAs (red).

**E.** Same as D, after correcting the expression divergence for the average expression level.

### **Supplementary Table List**

**Supplementary Table 1.** List of RNA-seq samples generated specifically for this project, and used for all downstream expression analyses.

**Supplementary Table 2.** List of additional, previously published RNA-seq samples, included in the lncRNA detection pipeline.

**Supplementary Table 3.** Cell-type markers for the four organs analyzed here, derived from single-cell transcriptomics analyses.

**Supplementary Table 4.** List of putative organ/developmental stage markers. This list contains protein-coding genes with narrow expression distribution (organ/stage specificity value  $\geq 0.85$ ), which reach their maximum expression in the same organ and stage for mouse and rat.

**Supplementary Table 5.** Numbers of protein-coding genes and lncRNAs that have an average TPM expression level of at least 1 in each organ / developmental stage combination, for each species.

**Supplementary Table 6.** Sequence conservation scores (average PhastCons scores), for exons, introns, promoters and splice sites, for mouse protein-coding genes and lncRNAs.

**Supplementary Table 7.** List of 30 lncRNAs that are predicted to be 1-to-1 orthologues in mouse, rat and chicken.

**Supplementary Table 8.** Transcription factor binding site enrichment for the K-means clusters of lncRNAs and protein-coding genes that are differentially expressed among developmental stages in both mouse and rat.

**Supplementary Table 9.** Expression pattern and sequence conservation scores for protein-coding genes and lncRNAs, for mouse and rat 1-to-1 orthologues.

### **Supplementary Dataset List**

Supplementary Datasets can be downloaded at the following address:

[ftp://pbil.univ-lyon1.fr/pub/datasets/Darbellay\\_LncEvoDevo/supplementary\\_datasets](ftp://pbil.univ-lyon1.fr/pub/datasets/Darbellay_LncEvoDevo/supplementary_datasets)

README files are provided with each dataset.

**Supplementary Dataset 1.** Complete gene annotations for mouse, rat and chicken.

**Supplementary Dataset 2.** Gene expression levels (raw and normalized TPM values, unique read counts).

**Supplementary Dataset 3.** Expression patterns (average across replicates, samples with maximum expression), expression specificity indexes, lists of organ/developmental stage markers, gene ontology enrichment for organ/developmental stage markers.

**Supplementary Dataset 4.** Results of the differential expression analyses across all developmental stages, or between consecutive developmental stages, for each organ and each species.

**Supplementary Dataset 5.** Predicted orthologous gene families and sequence conservation statistics, including PhastCons scores for all analyzed genomic regions.

**Supplementary Dataset 6.** Raw and normalized expression values (TPM) for orthologous protein-coding and lncRNA families.

**Supplementary Dataset 7.** Expression pattern divergence for mouse and rat orthologous genes.

**Supplementary Dataset 8.** Lists of candidate species-specific lncRNAs.

## References

- Benjamini Y, Hochberg Y. 1995. Controlling the false discovery rate: a practical and powerful approach to multiple testing. *J Roy Stat Soc B* **57**: 289+300.
- Blanchette M, Kent WJ, Riemer C, Elnitski L, Smit AFA, Roskin KM, Baertsch R, Rosenbloom K, Clawson H, Green ED, et al. 2004. Aligning multiple genomic sequences with the threaded blockset aligner. *Genome Res* **14**: 708–715.
- Casper J, Zweig AS, Villarreal C, Tyner C, Speir ML, Rosenbloom KR, Raney BJ, Lee CM, Lee BT, Karolchik D, et al. 2018. The UCSC Genome Browser database: 2018 update. *Nucleic Acids Res* **46**: D762–D769.
- Dray S, Dufour AB. 2007. The ade4 package: implementing the duality diagram for ecologists. *J Stat Softw* **22**: 1–20.
- Green CD, Ma Q, Manske GL, Shami AN, Zheng X, Marini S, Moritz L, Sultan C, Gurczynski SJ, Moore BB, et al. 2018. A comprehensive roadmap of murine spermatogenesis defined by single-cell RNA-Seq. *Dev Cell* **46**: 651-667.e10.
- Hartigan J, Wong M. 1979. Algorithm AS 136: A K-Means Clustering Algorithm. *J R Stat Soc Ser C Appl Stat* **28**.
- Heinz S, Benner C, Spann N, Bertolino E, Lin YC, Laslo P, Cheng JX, Murre C, Singh H, Glass CK. 2010. Simple combinations of lineage-determining transcription factors prime cis-regulatory elements required for macrophage and B cell identities. *Mol Cell* **38**: 576–589.
- Liao B-Y, Scott NM, Zhang J. 2006. Impacts of gene essentiality, expression pattern, and gene compactness on the evolutionary rate of mammalian proteins. *Mol Biol Evol* **23**: 2072–2080.
- R Core Team. 2018. *R: A Language and Environment for Statistical Computing*. <https://www.R-project.org/>.
- Shen Y, Yue F, McCleary DF, Ye Z, Edsall L, Kuan S, Wagner U, Dixon J, Lee L, Lobanenko VV, et al. 2012. A map of the cis-regulatory sequences in the mouse genome. *Nature* **488**: 116–120.
- Siepel A, Bejerano G, Pedersen JS, Hinrichs AS, Hou M, Rosenbloom K, Clawson H, Spieth J, Hillier LW, Richards S, et al. 2005. Evolutionarily conserved elements in vertebrate, insect, worm, and yeast genomes. *Genome Res* **15**: 1034–50.
- Smedley D, Haider S, Durinck S, Pandini L, Provero P, Allen J, Arnaiz O, Awedh MH, Baldock R, Barbiera G, et al. 2015. The BioMart community portal: an innovative alternative to large, centralized data repositories. *Nucleic Acids Res* **43**: W589-598.
- Tabula Muris Consortium. 2018. Single-cell transcriptomics of 20 mouse organs creates a Tabula Muris. *Nature* **562**: 367–372.

## Supplementary Figures

Darbellay and Necselea, Supplementary Figure 1

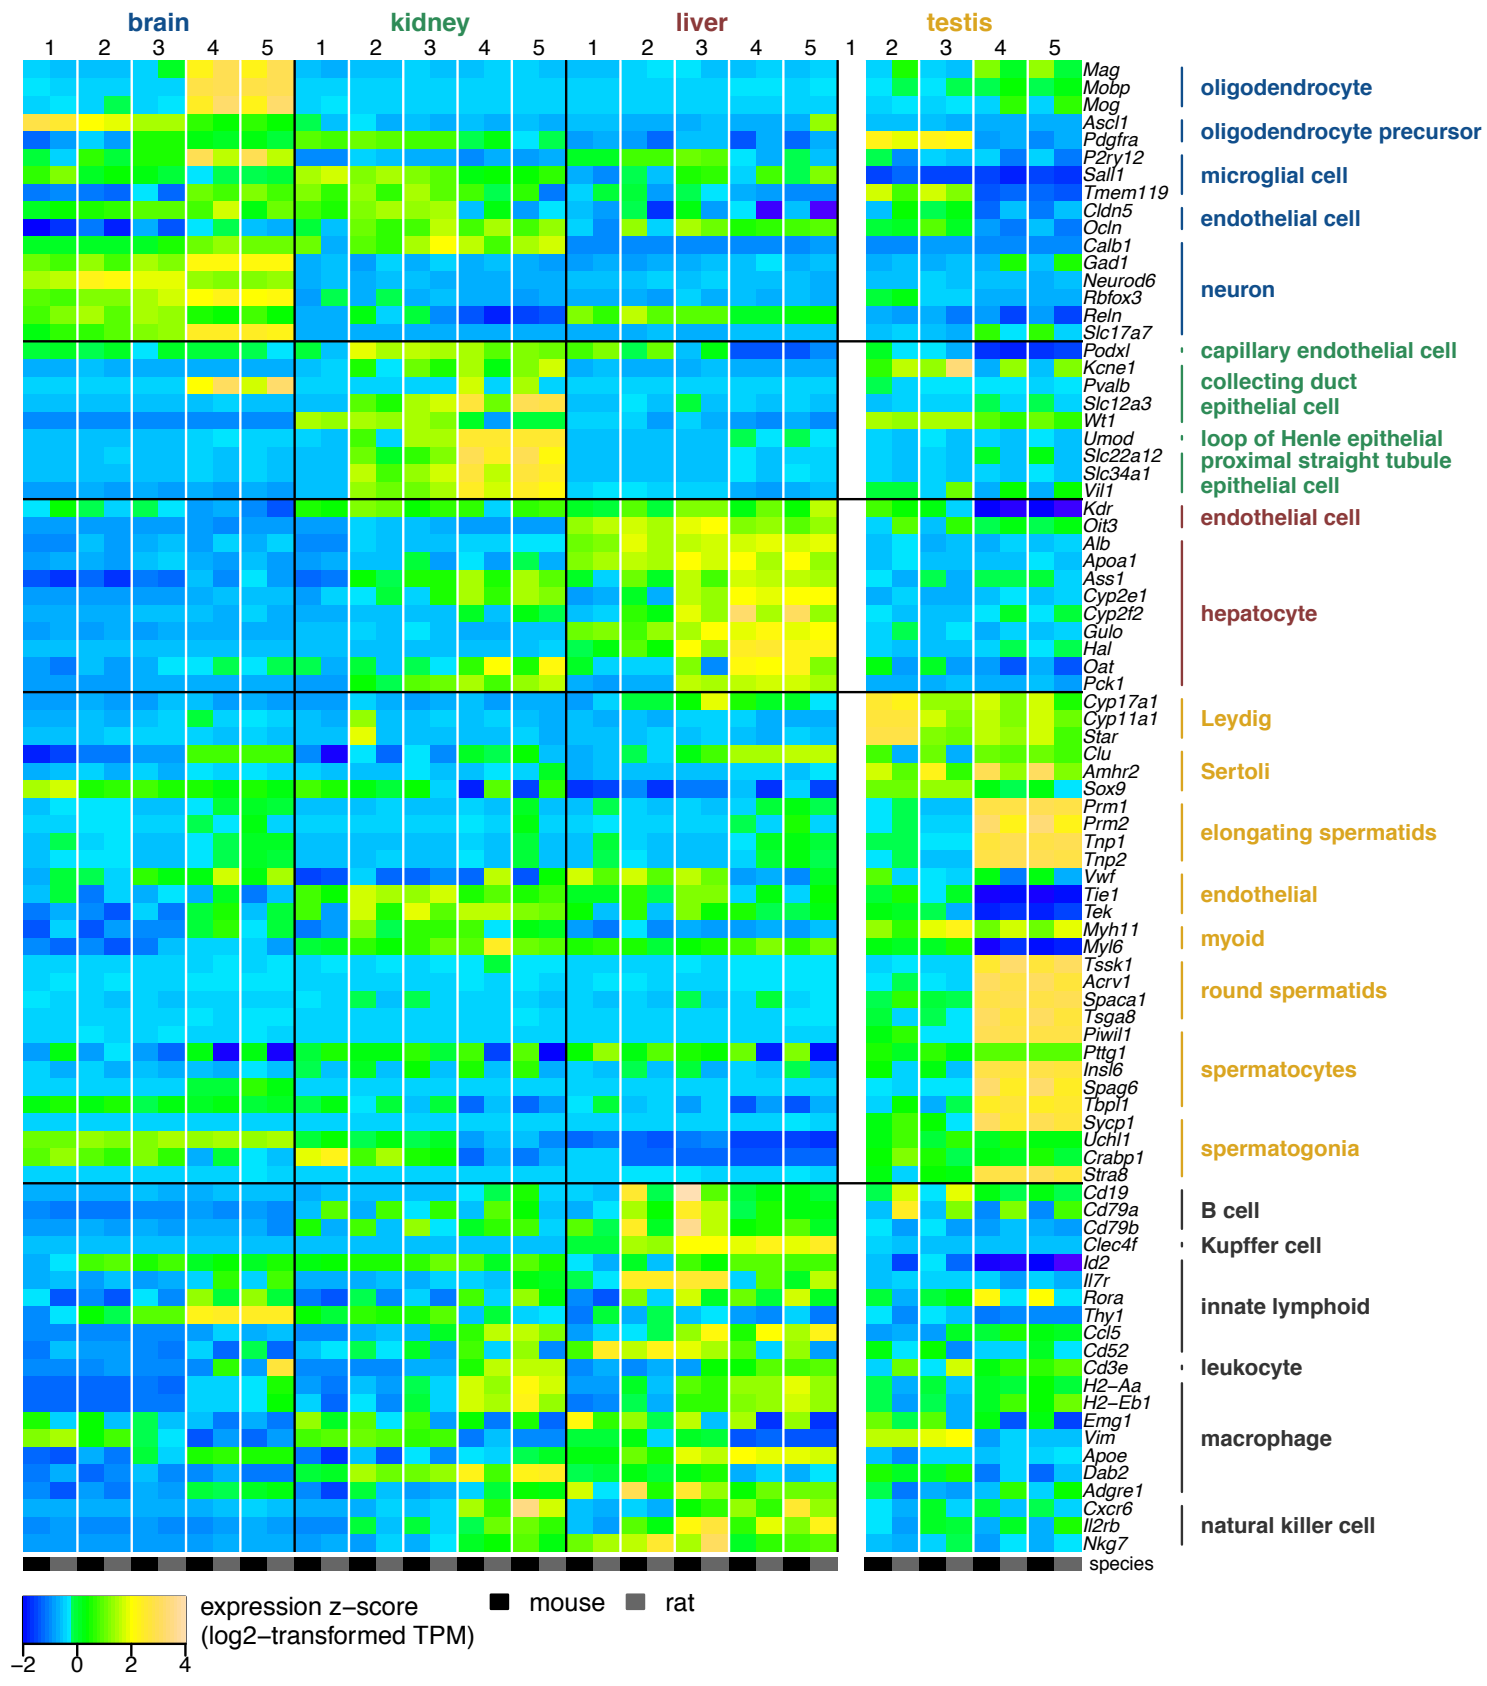

Darbelay and Necsulea, Supplementary Figure 2

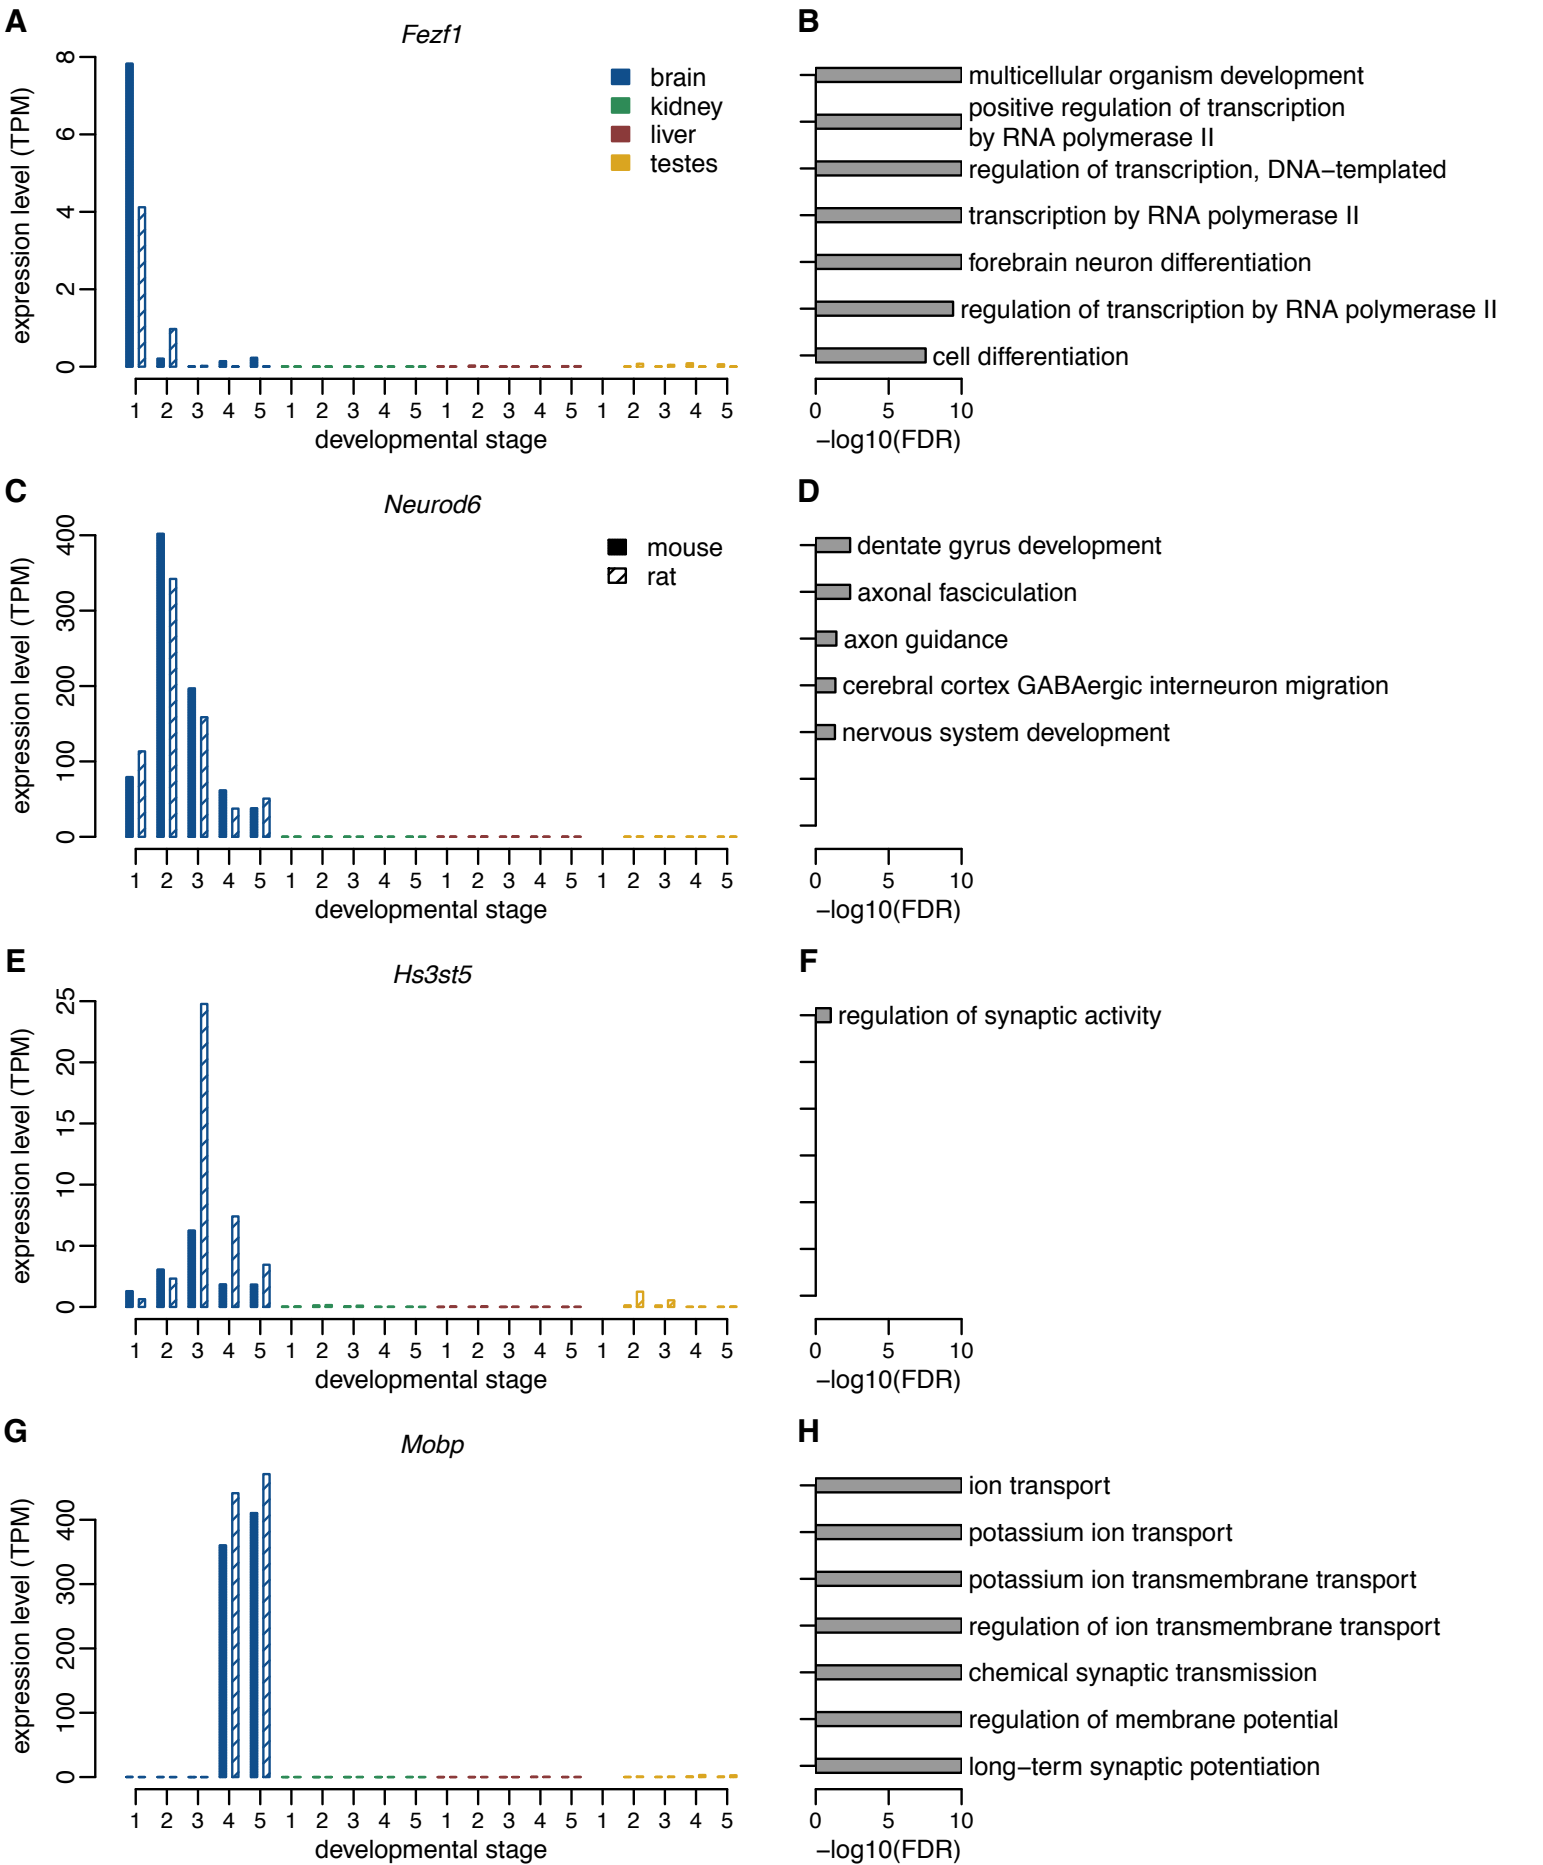

Darbellay and Necsulea, Supplementary Figure 3

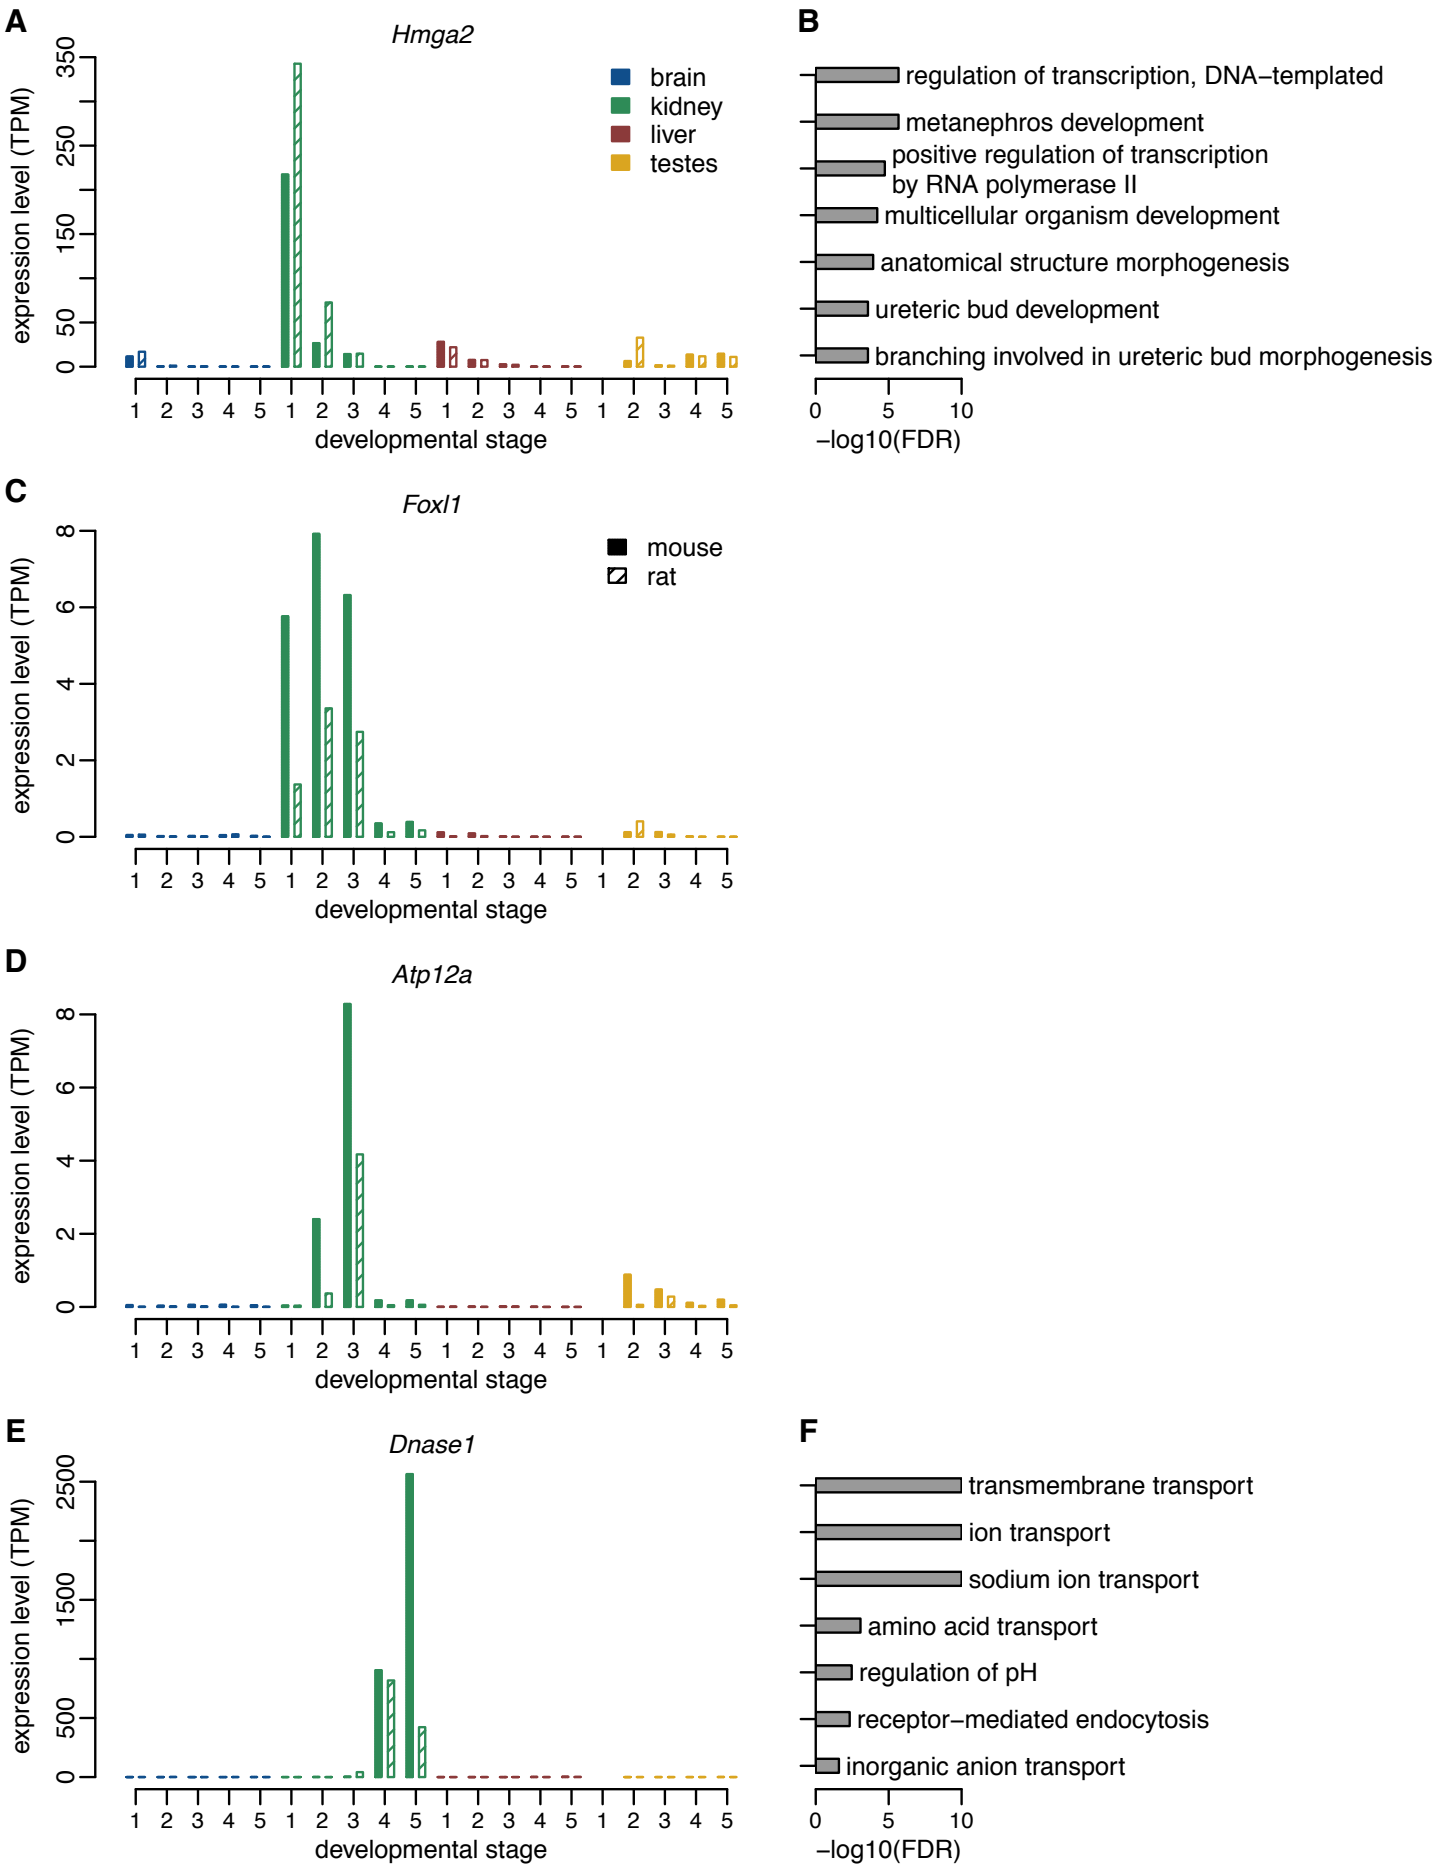

Darbellay and Necsulea, Supplementary Figure 4

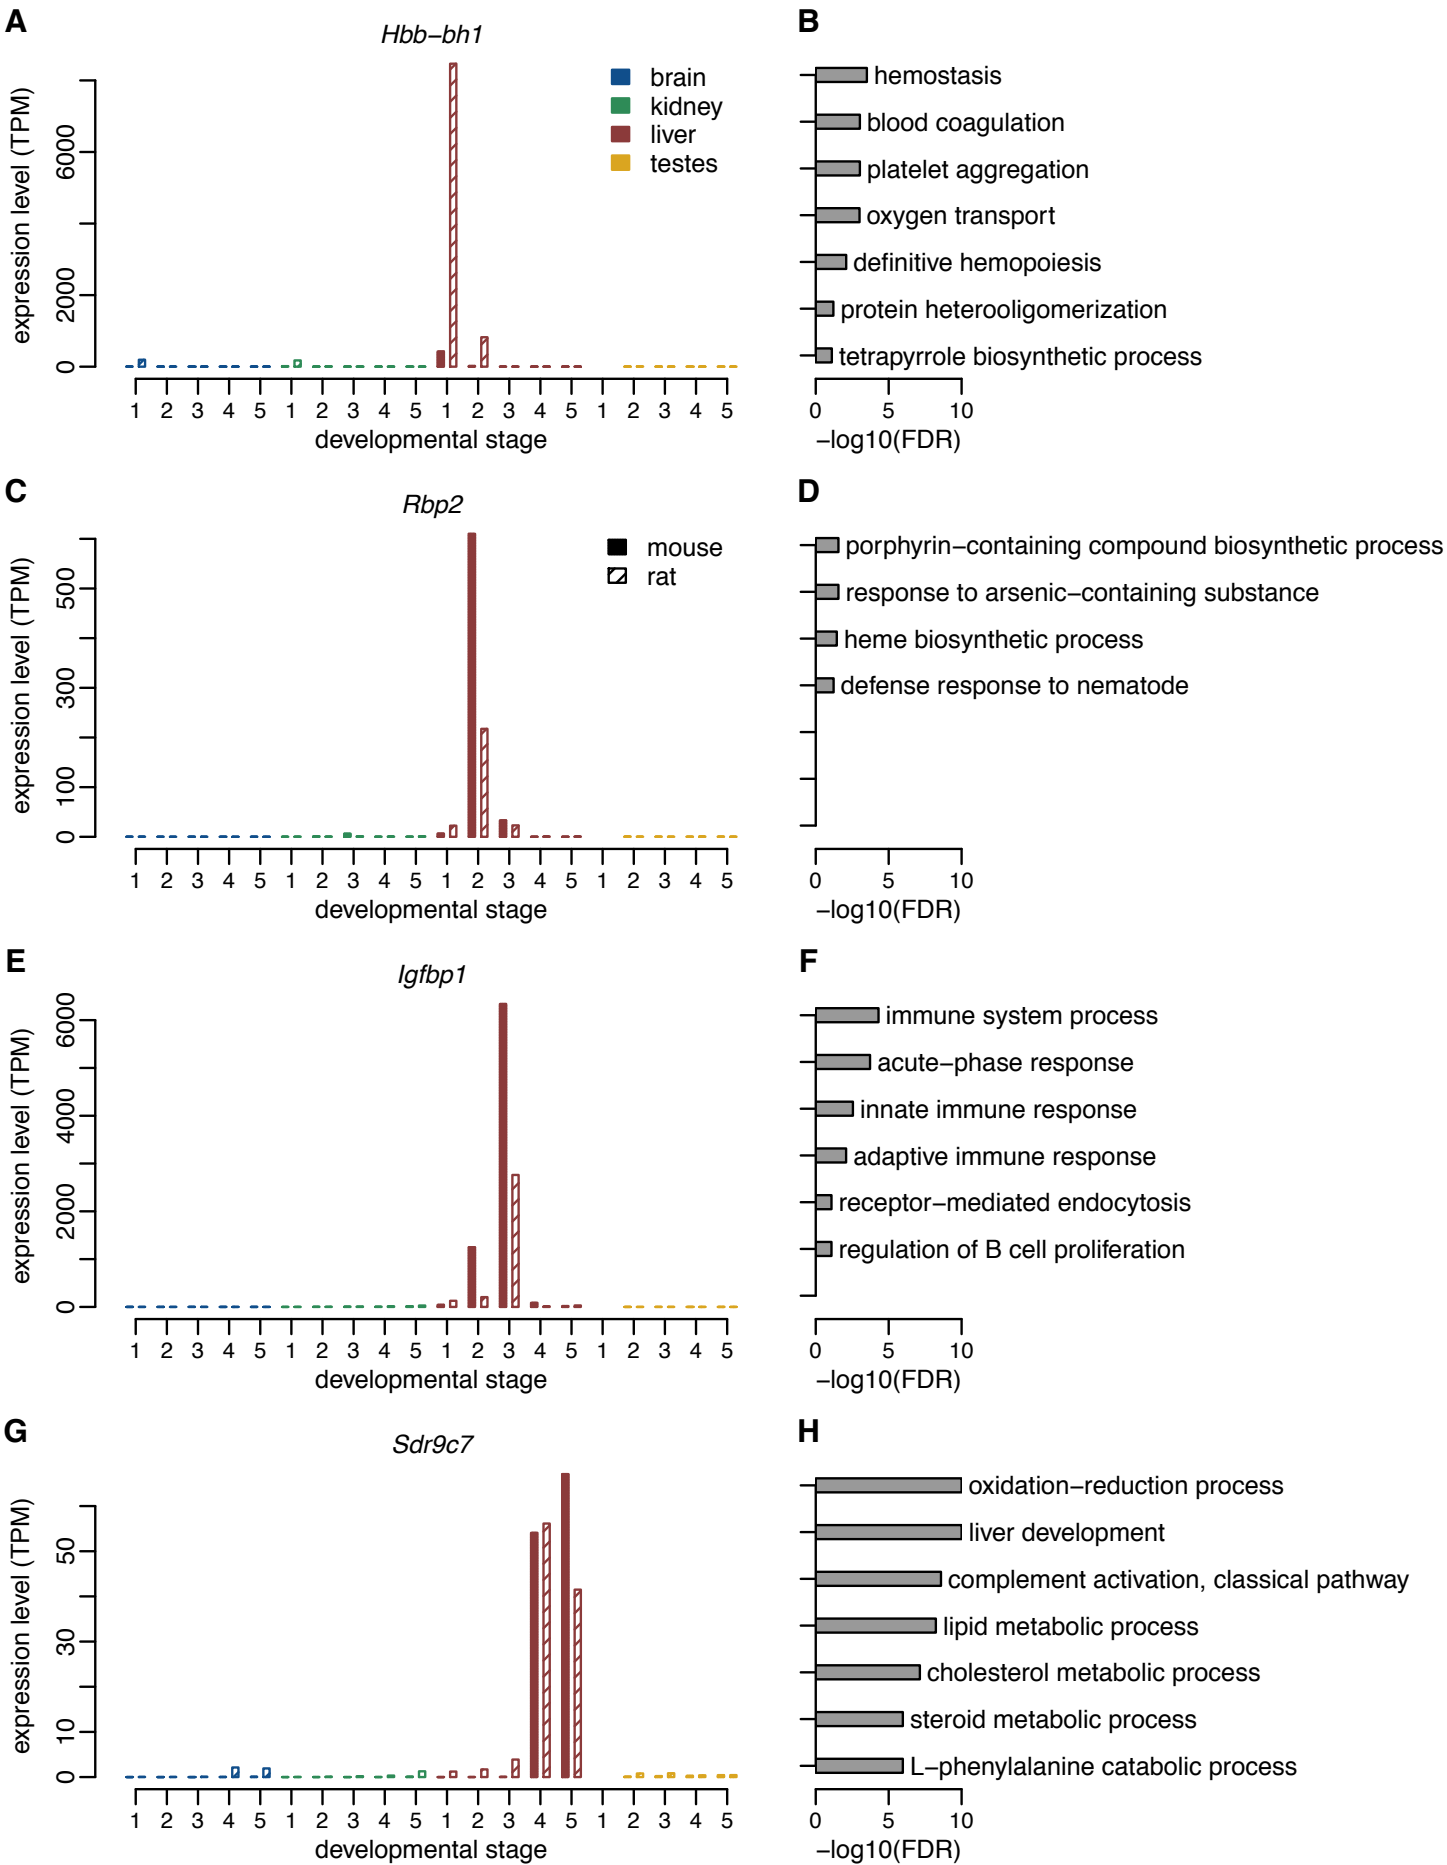

Darbellay and Necsulea, Supplementary Figure 5

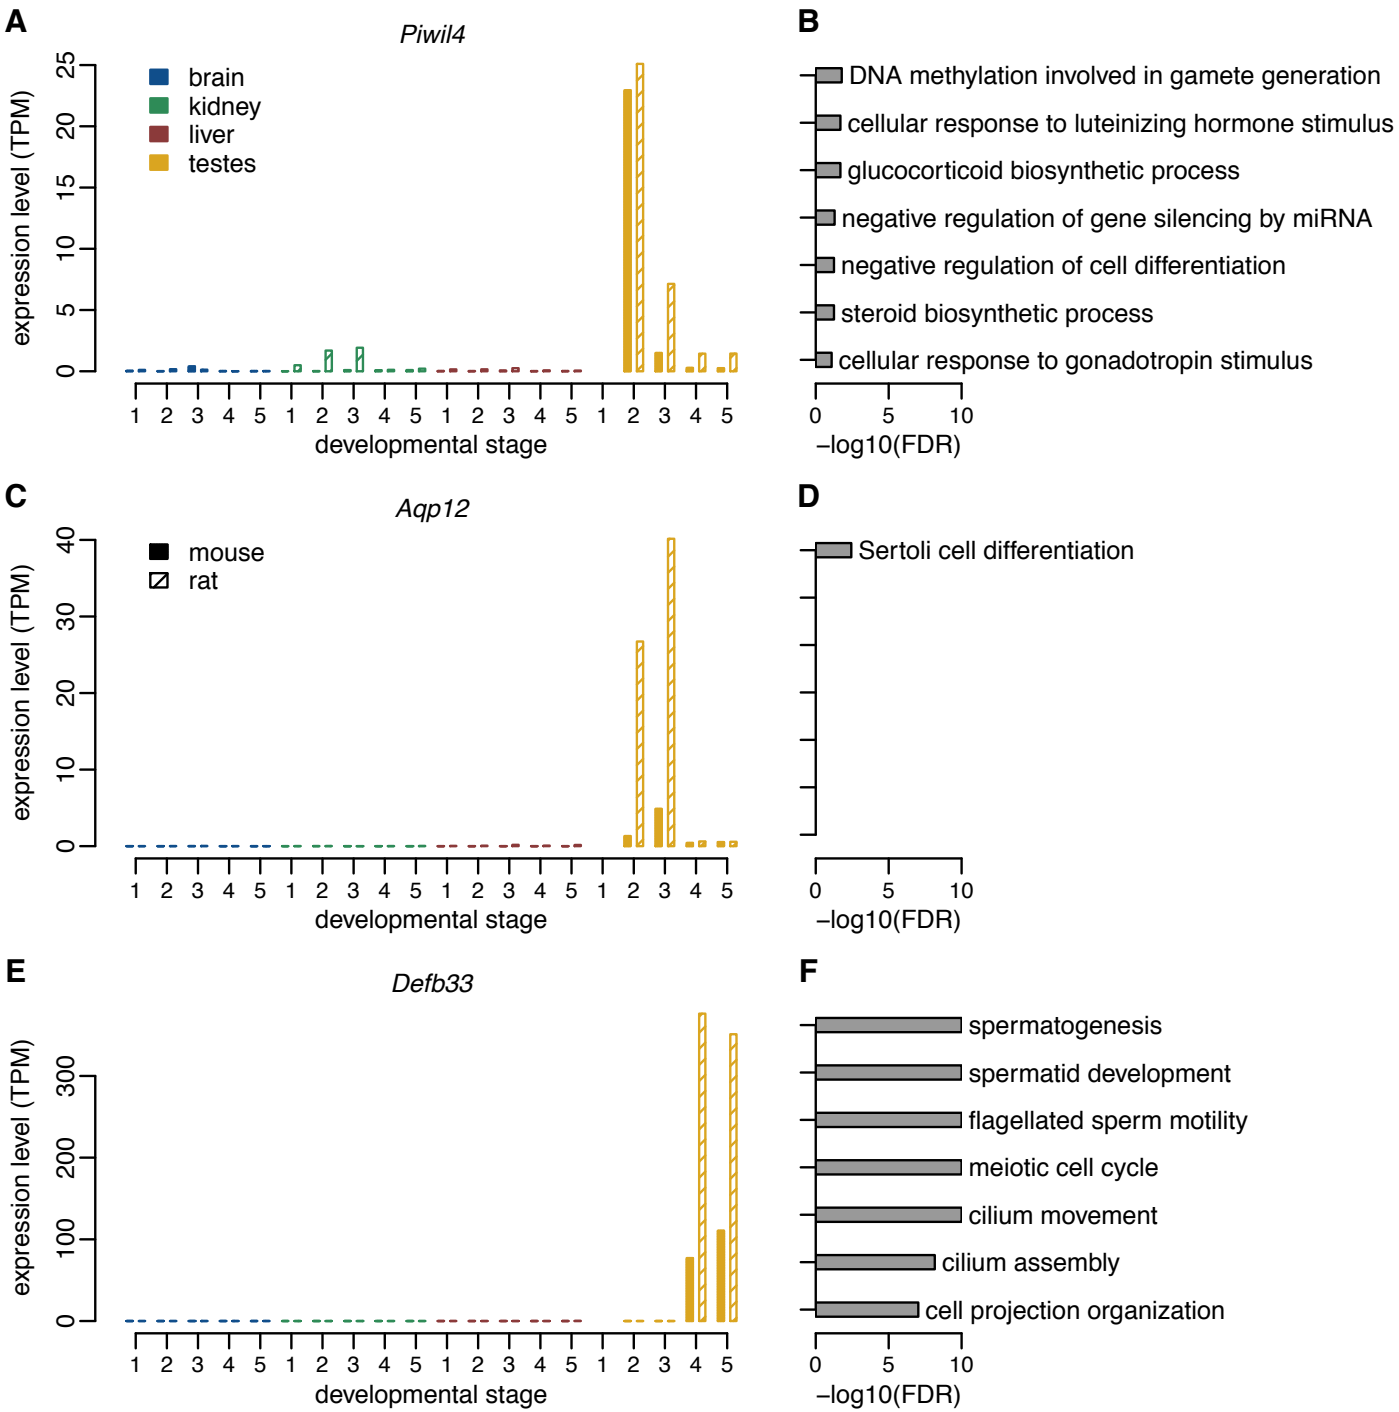

Darbellay and Necselea, Supplementary Figure 6

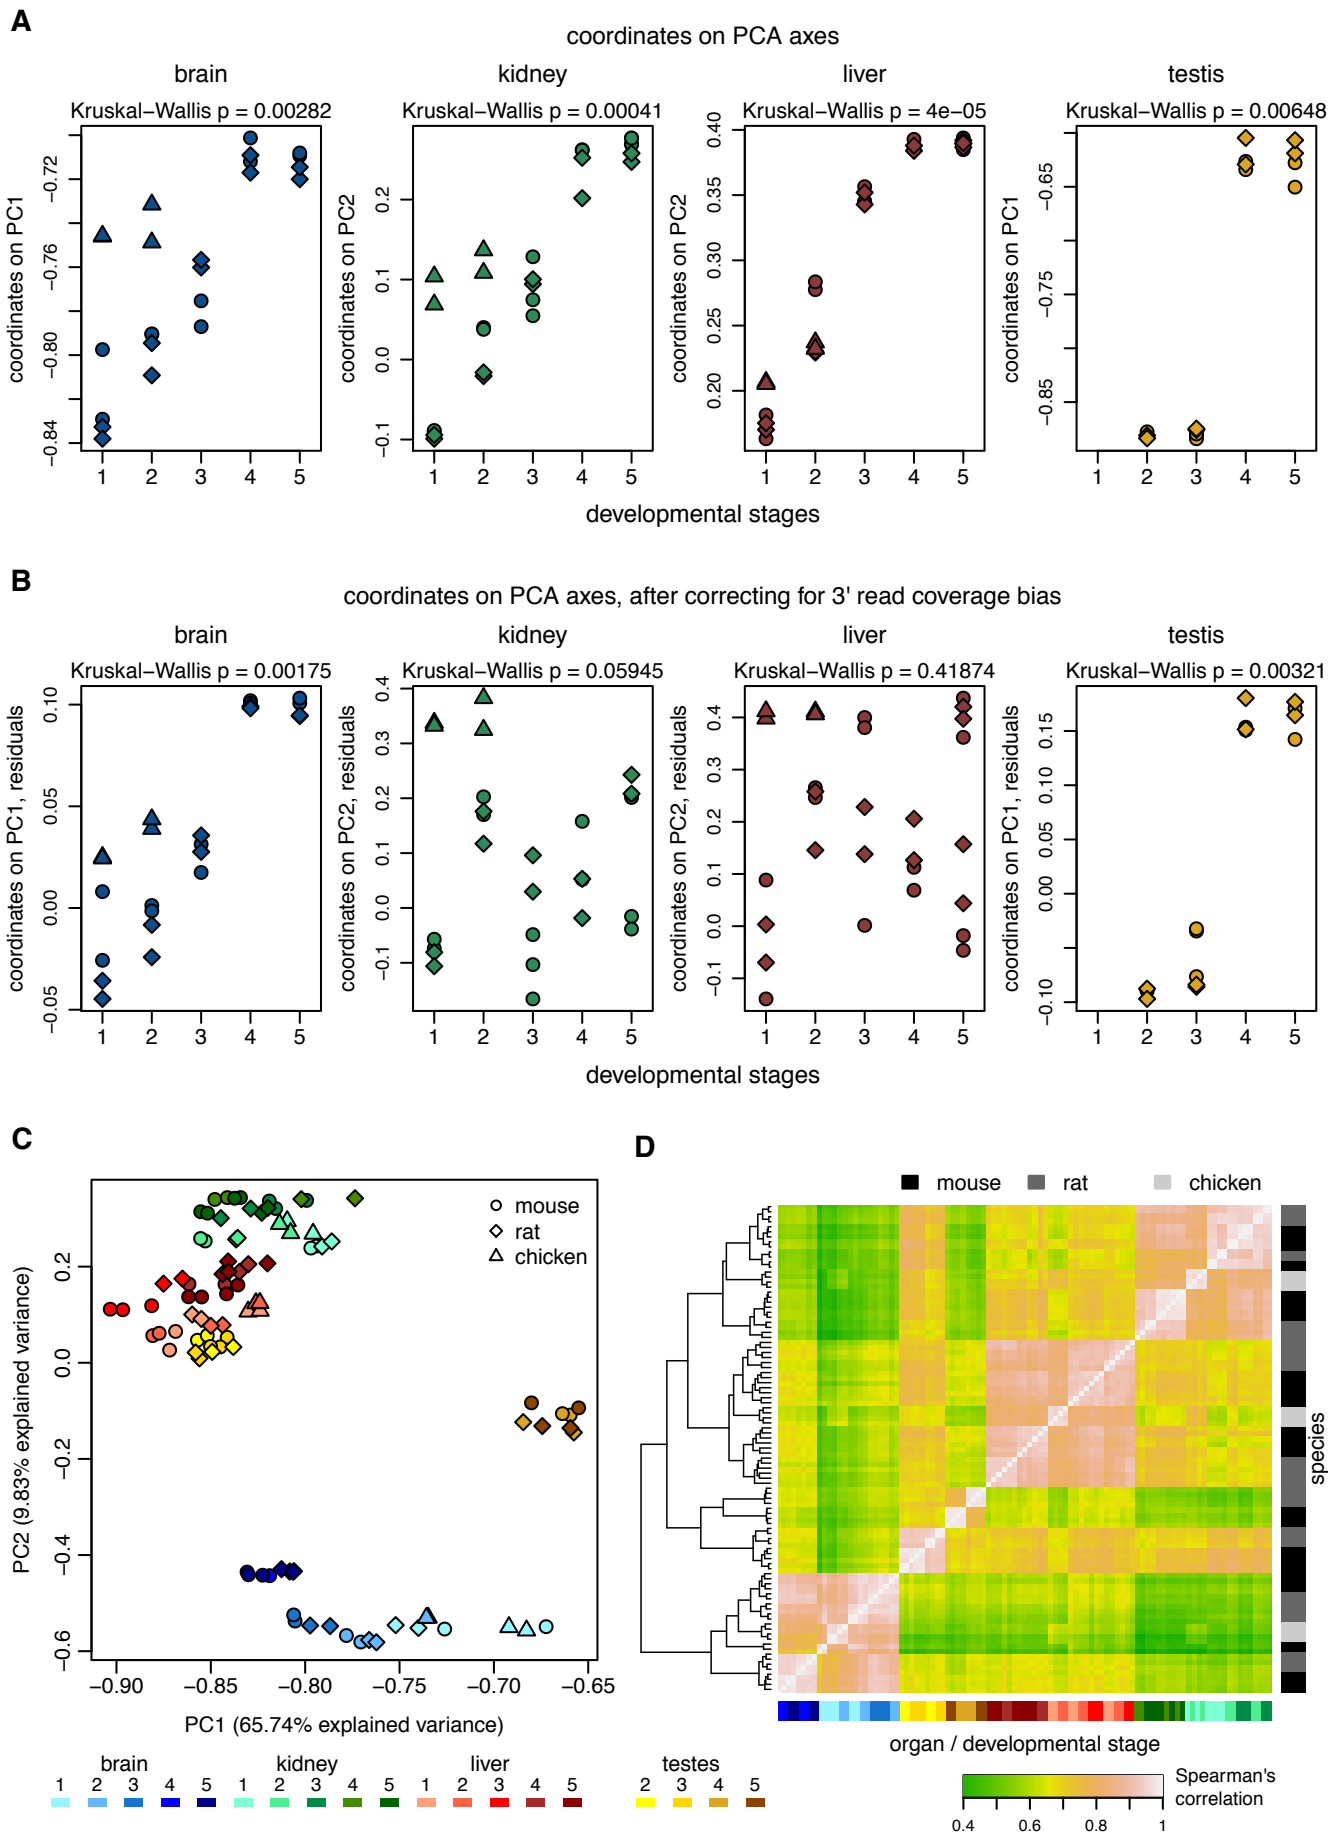

Darbellay and Necsulea, Supplementary Figure 7

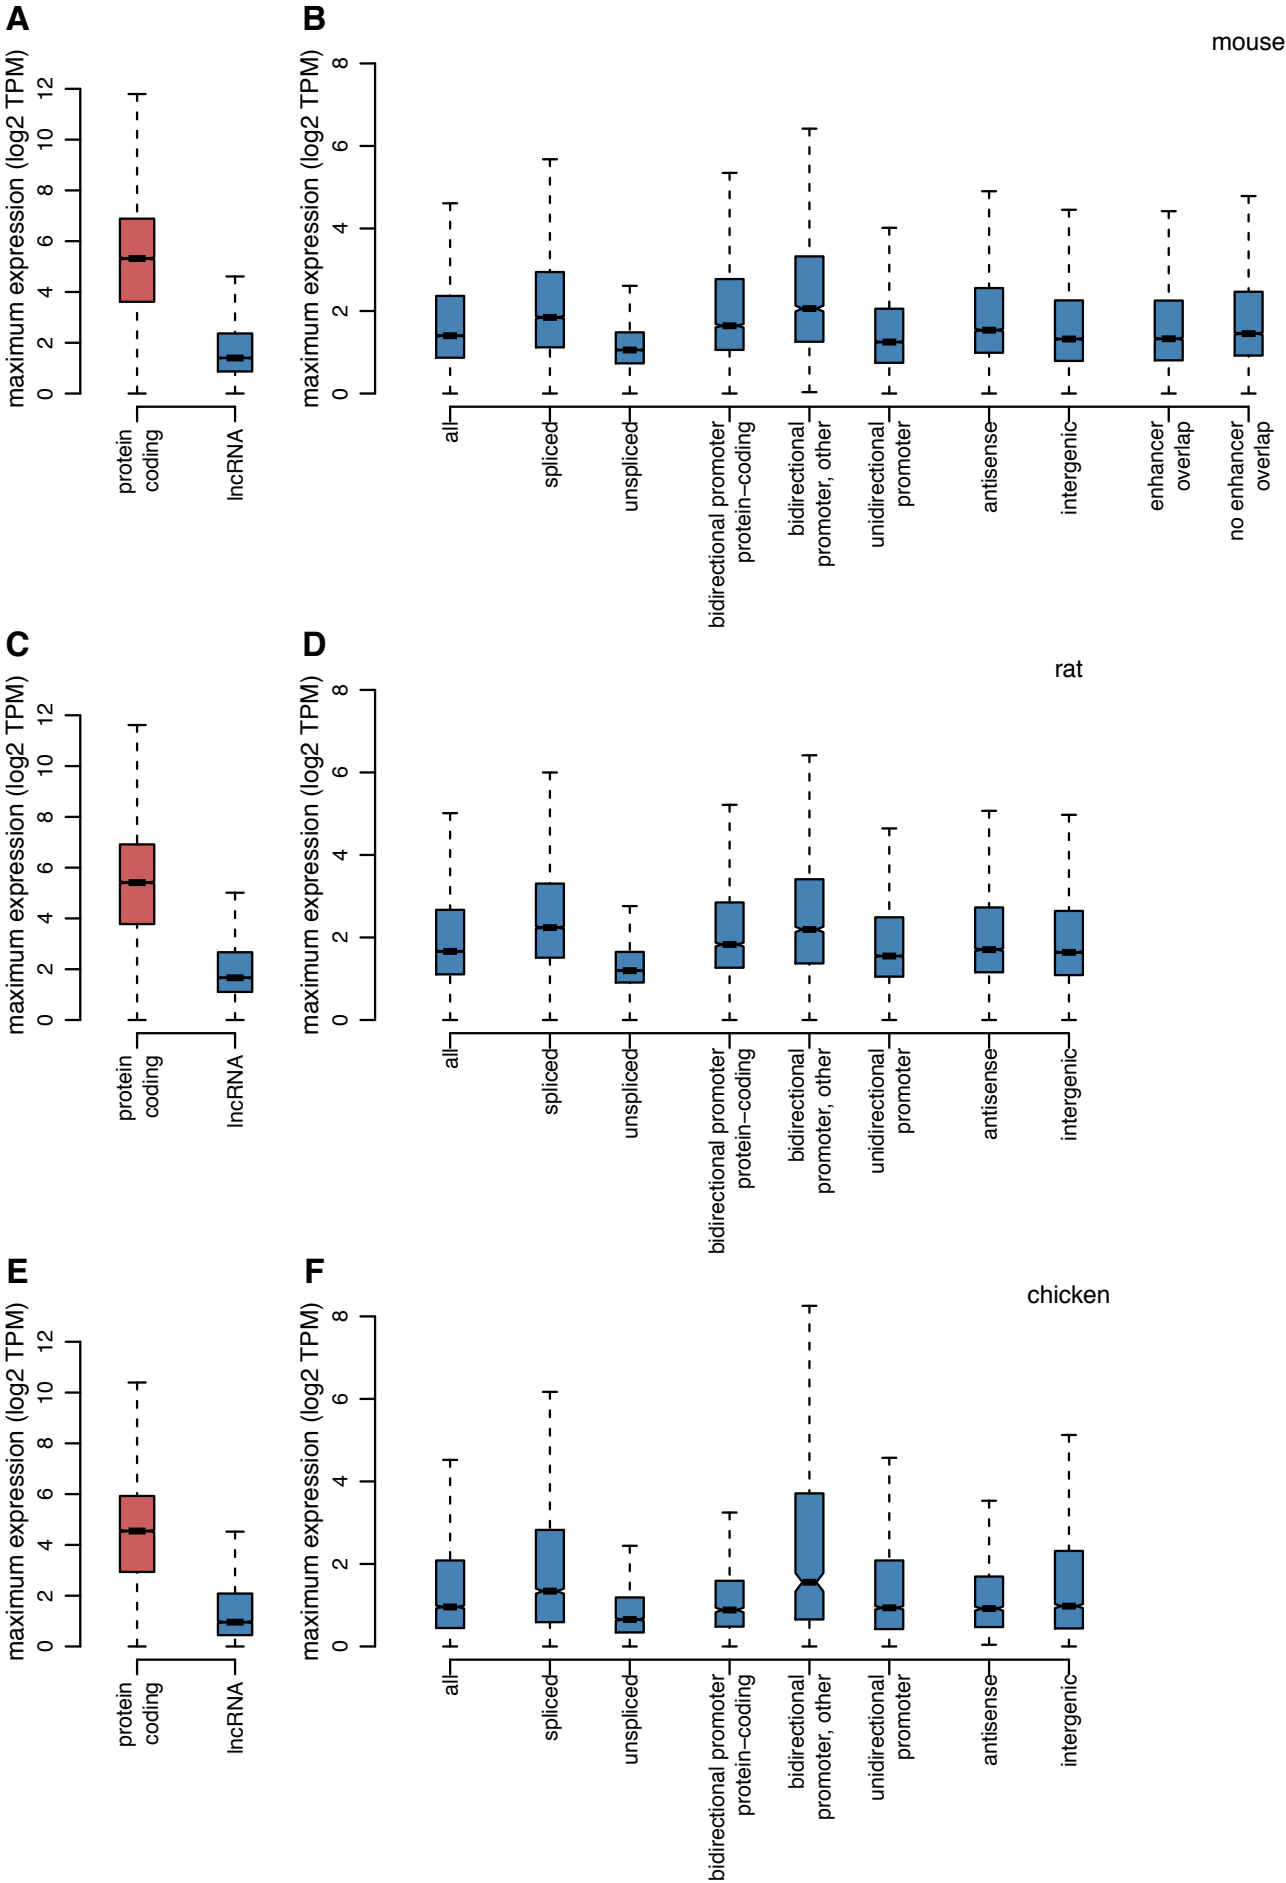

Darbellay and Necsulea, Supplementary Figure 8

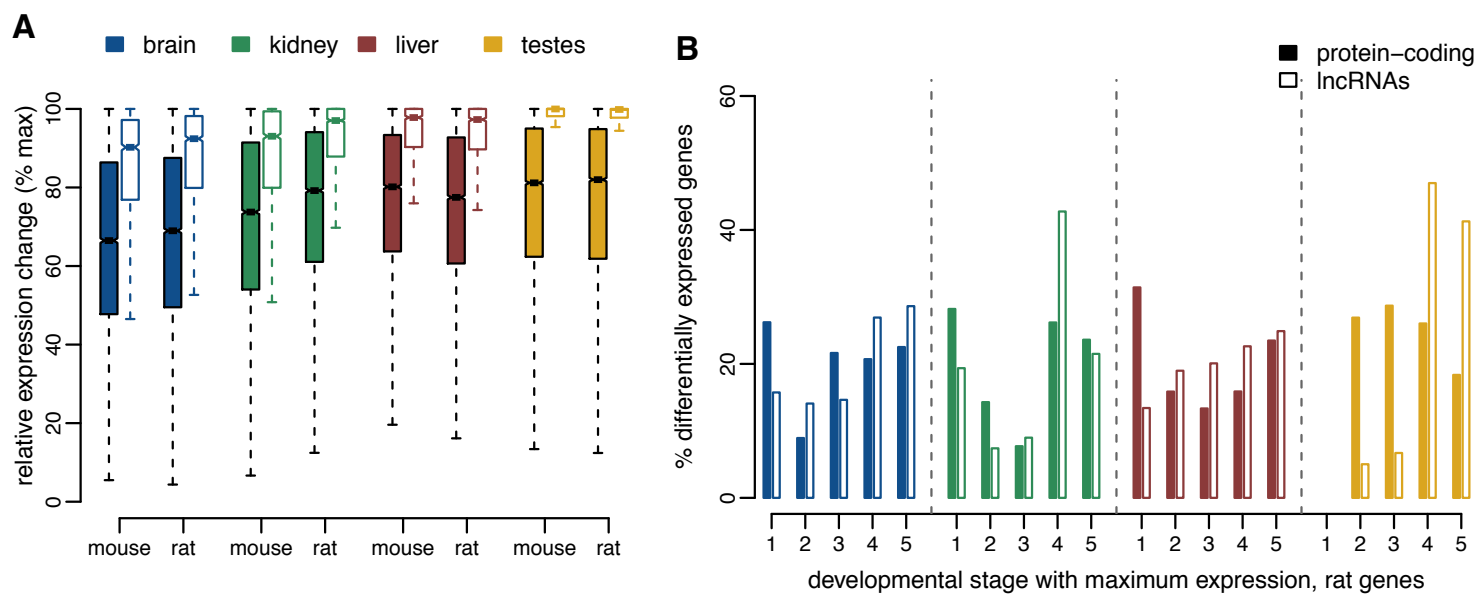

Darbellay and Necsulea, Supplementary Figure 9

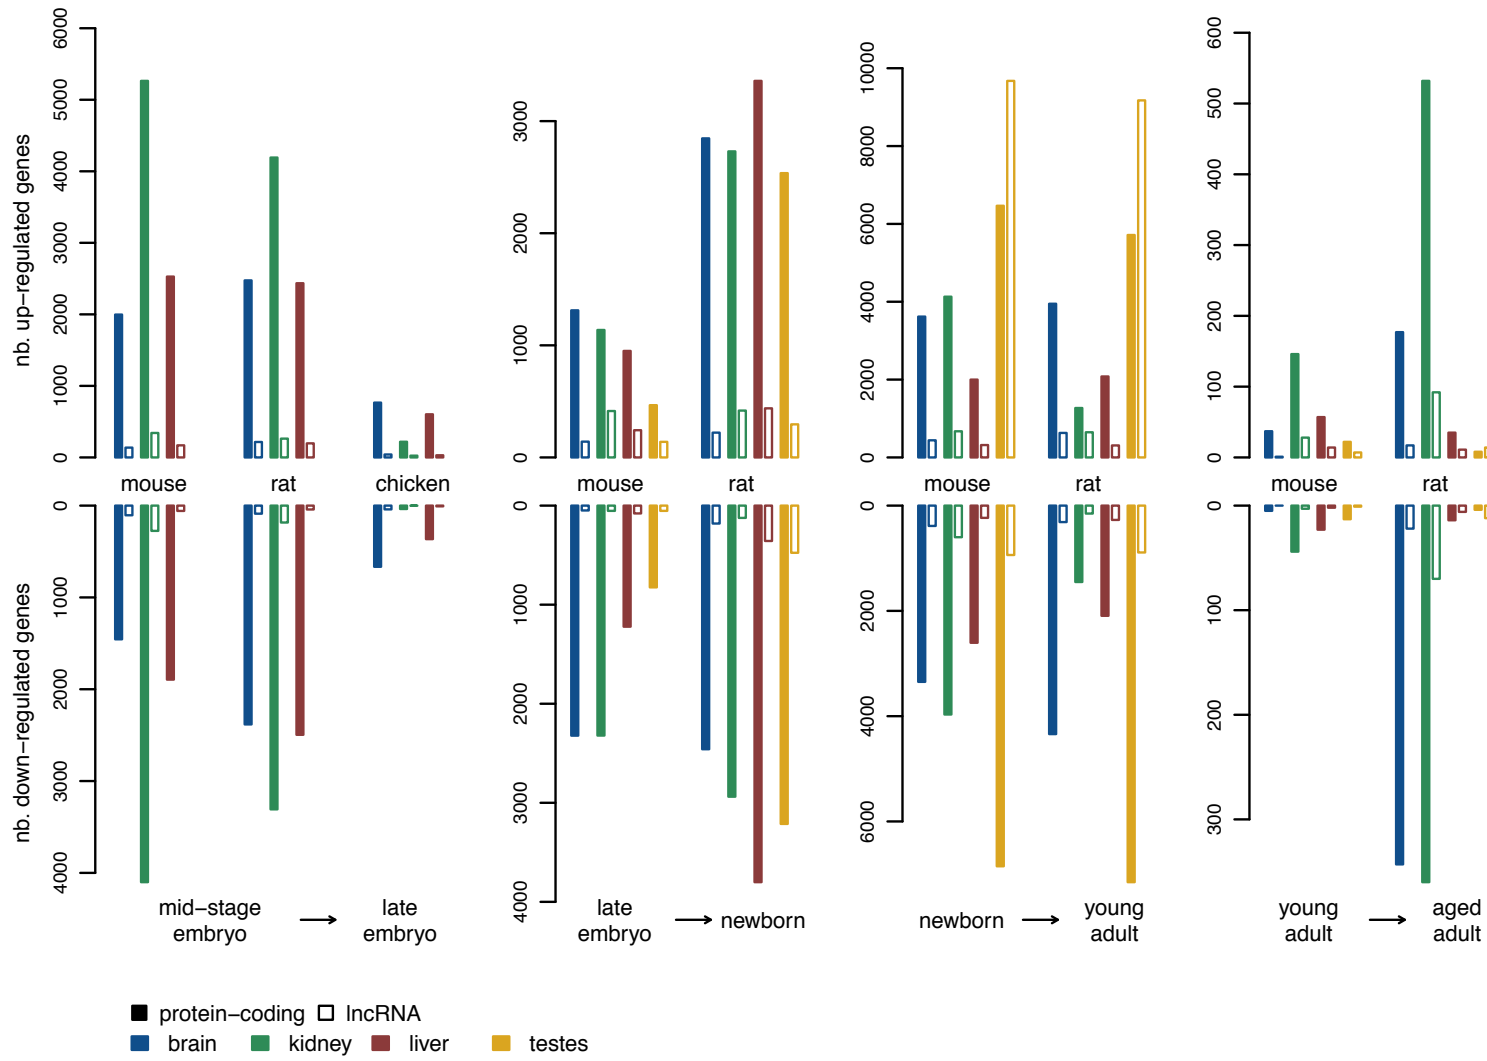

Darbellay and Necsulea, Supplementary Figure 10

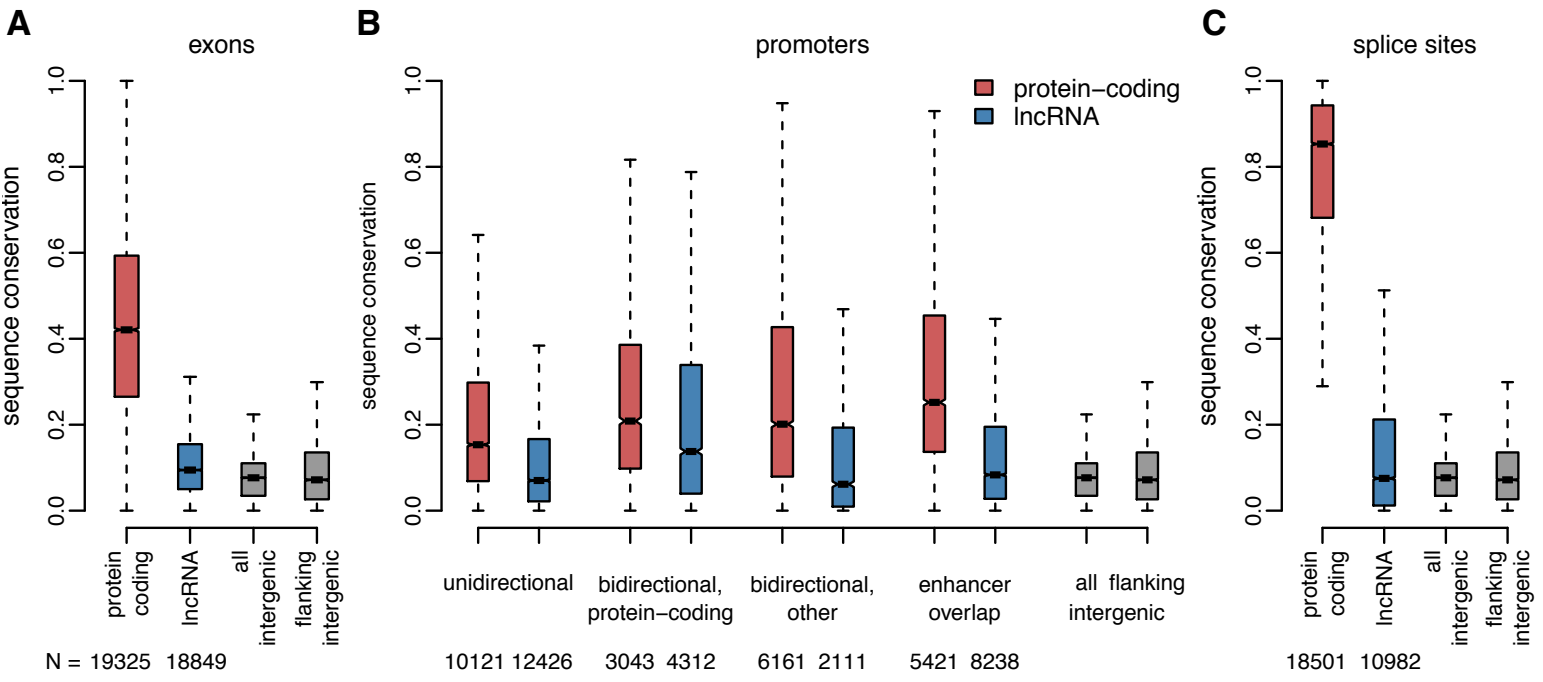

Darbella and Necsulea, Supplementary Figure 11

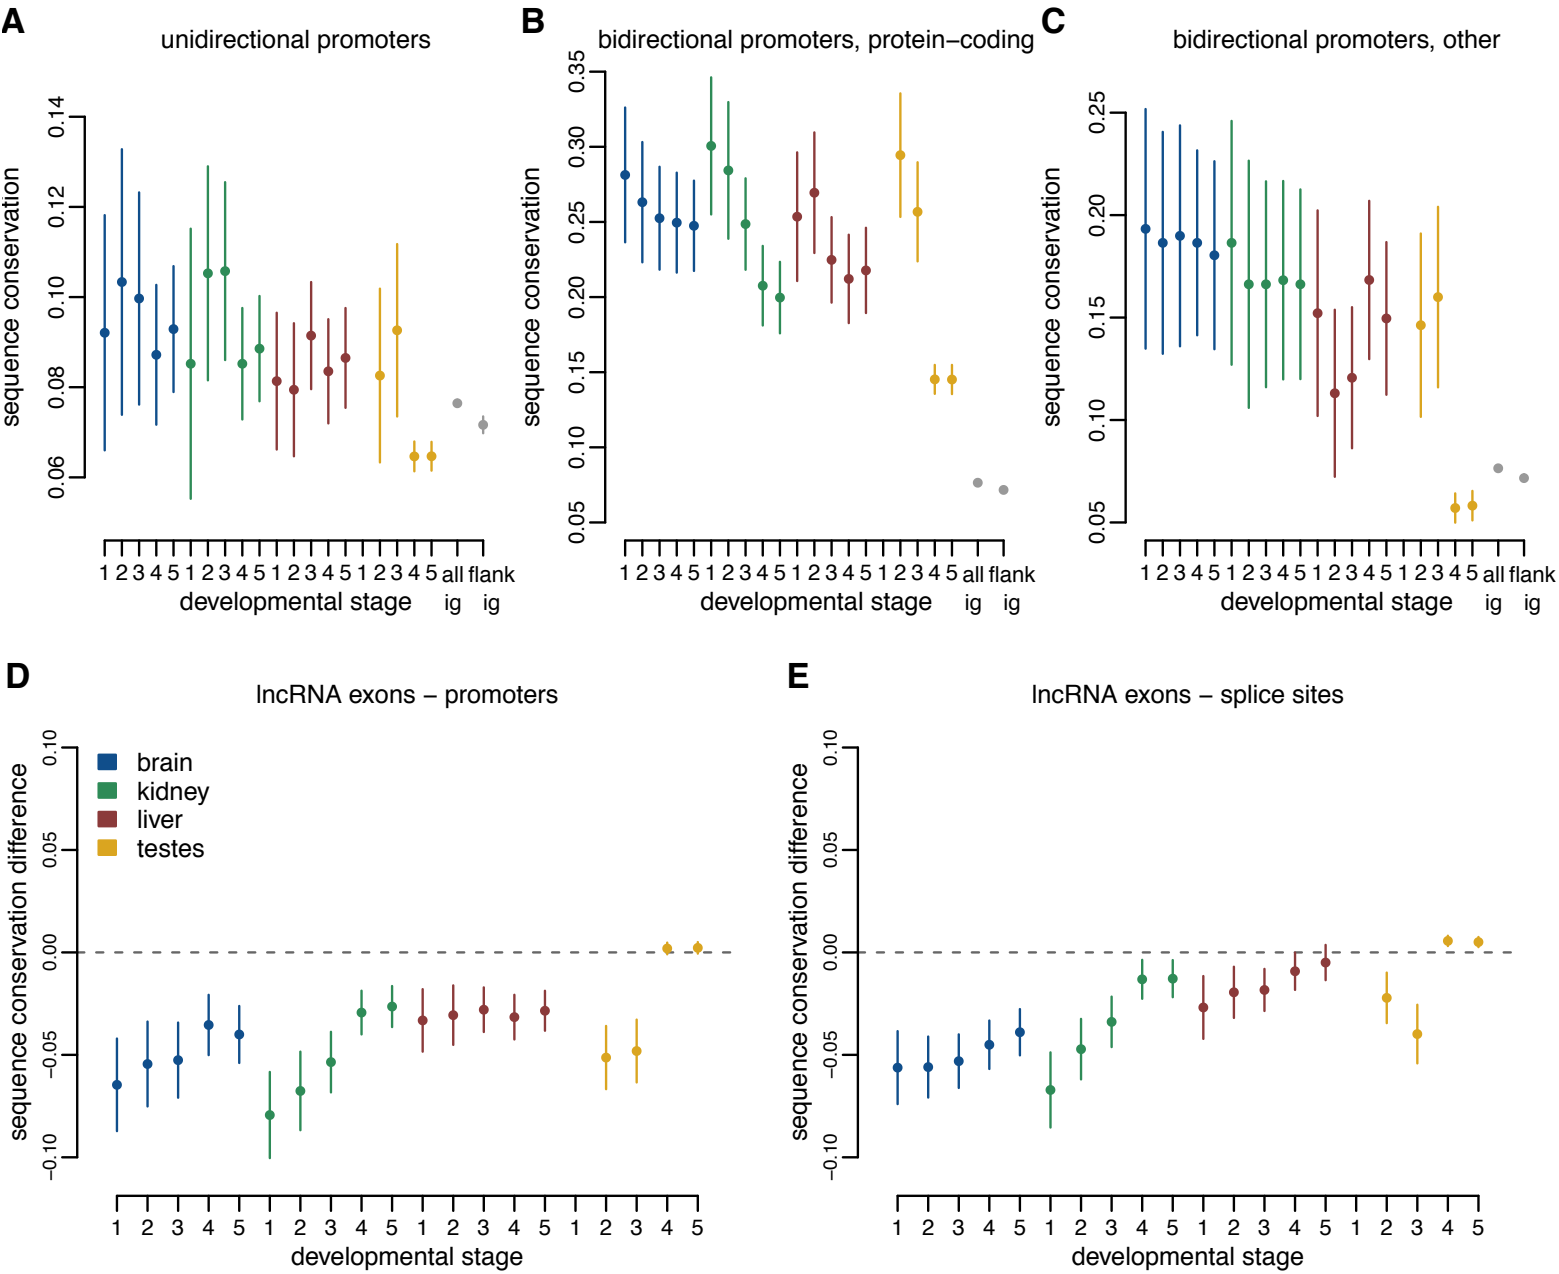

Darbellay and Necsulea, Supplementary Figure 12

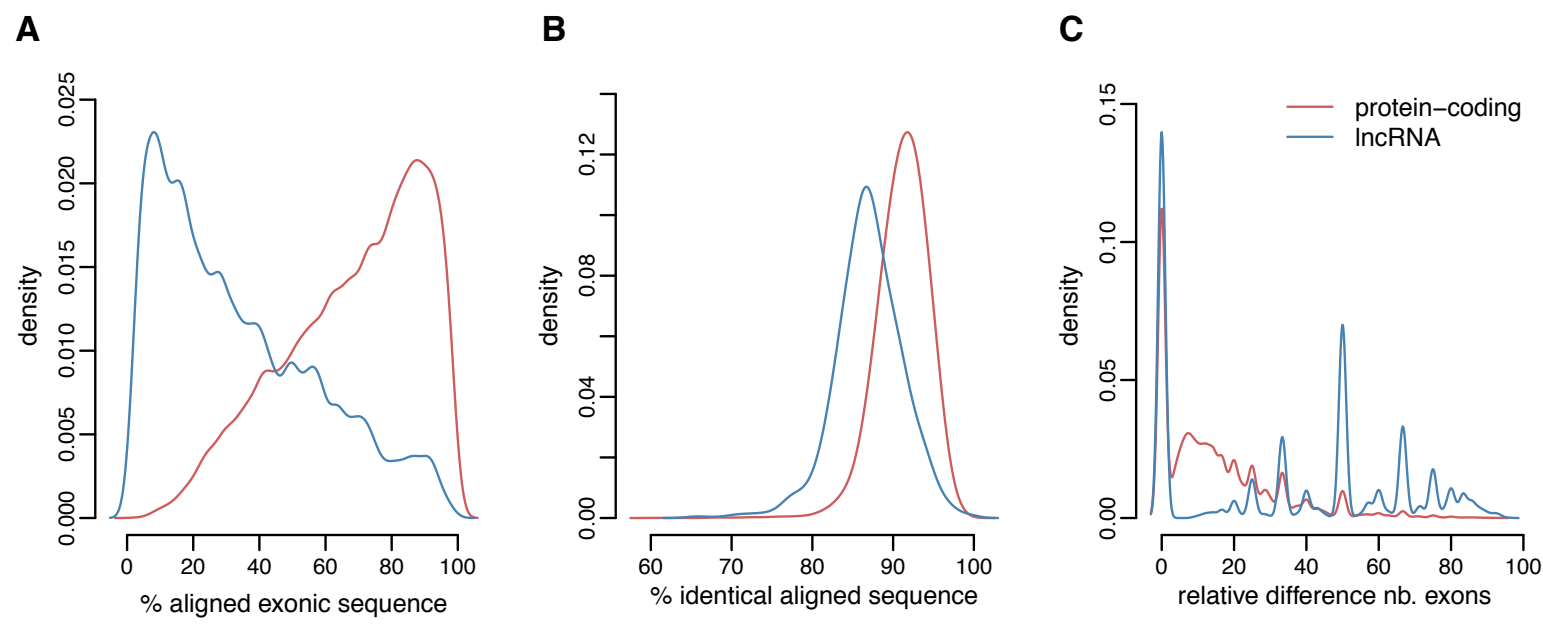

Darbelay and Necsulea, Supplementary Figure 13

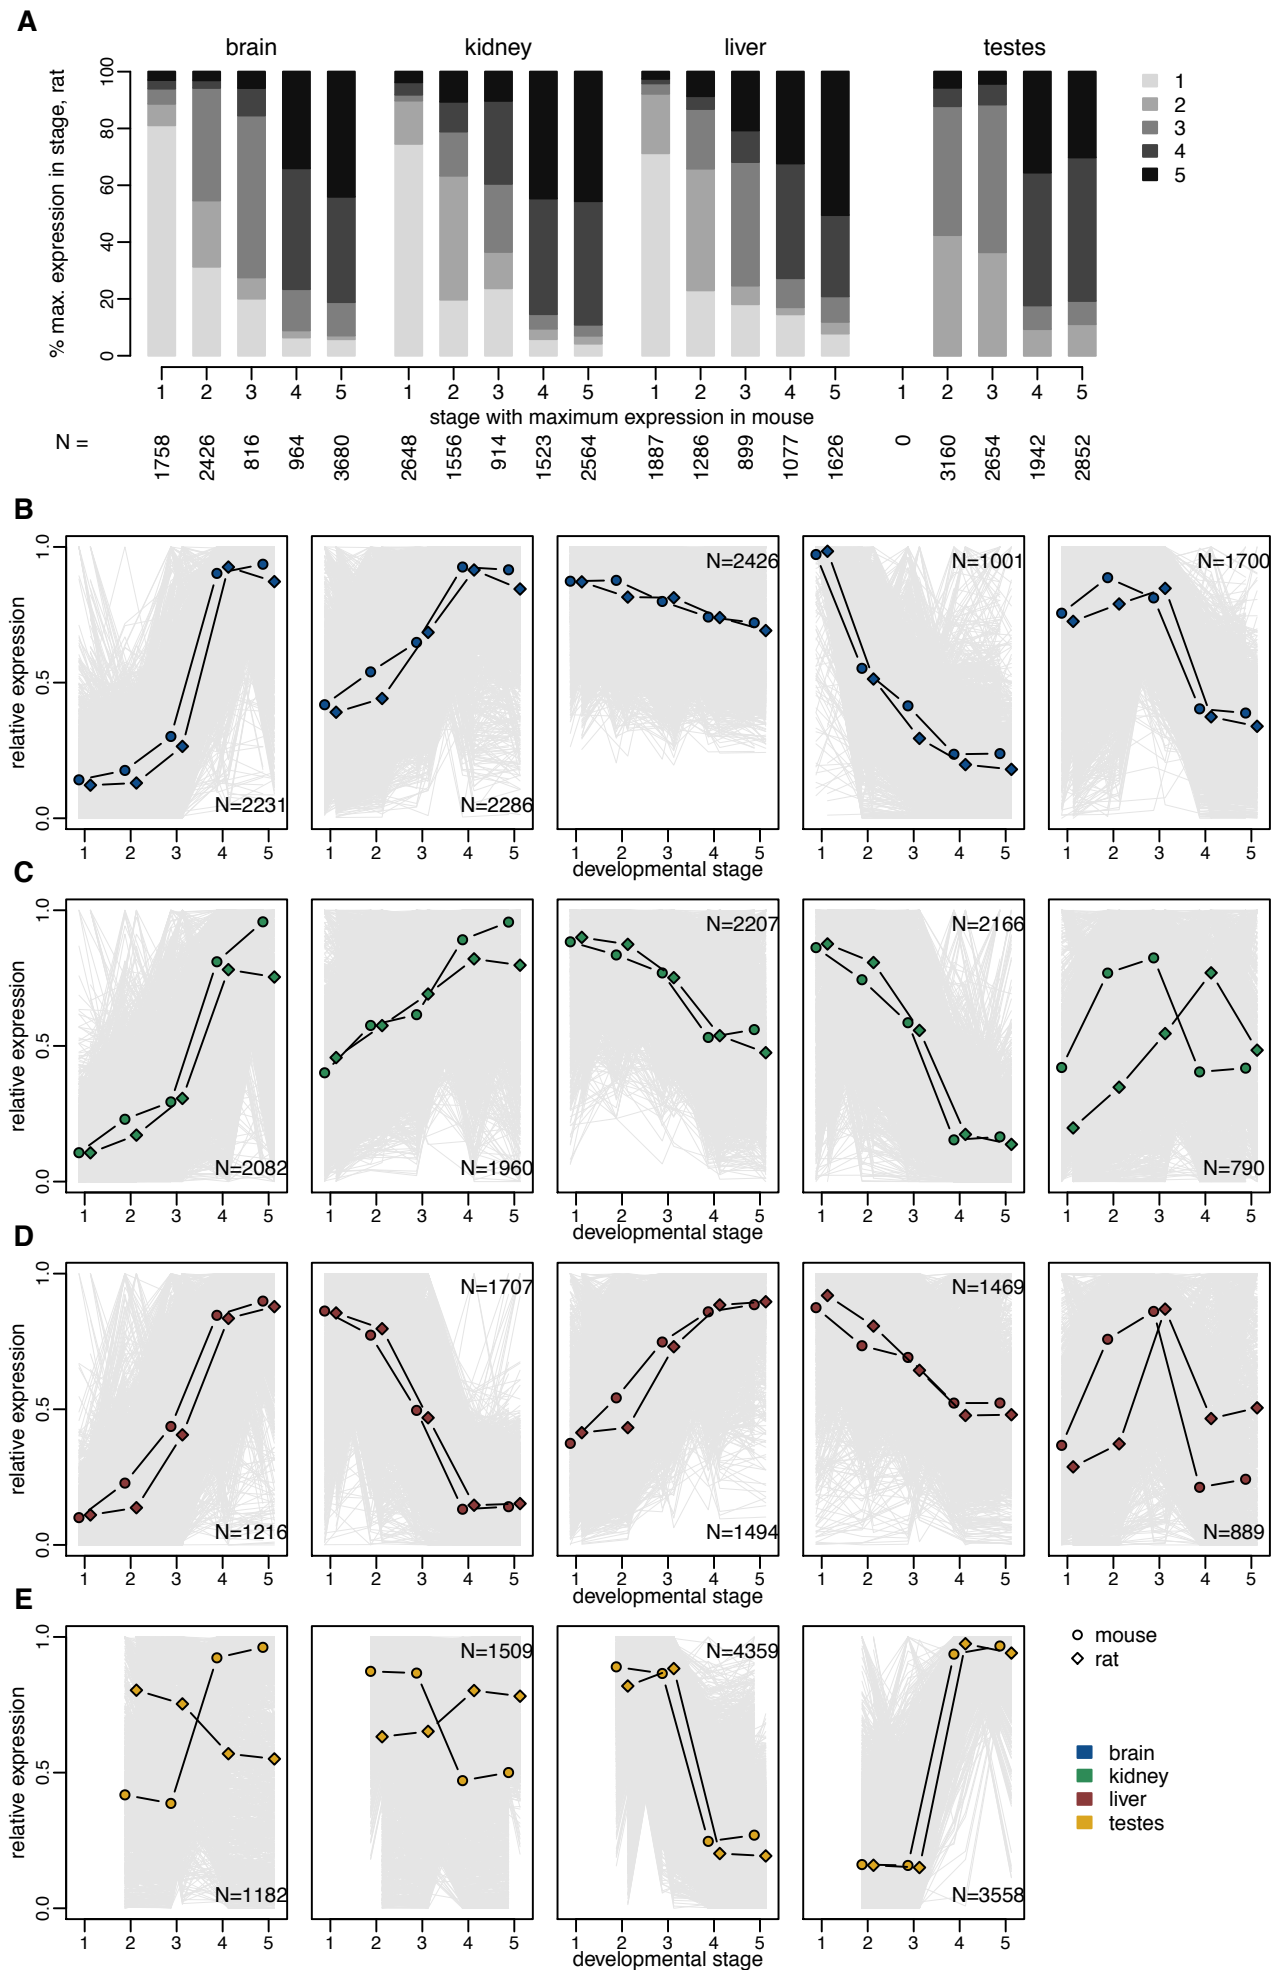

Darbellay and Necsulea, Supplementary Figure 14

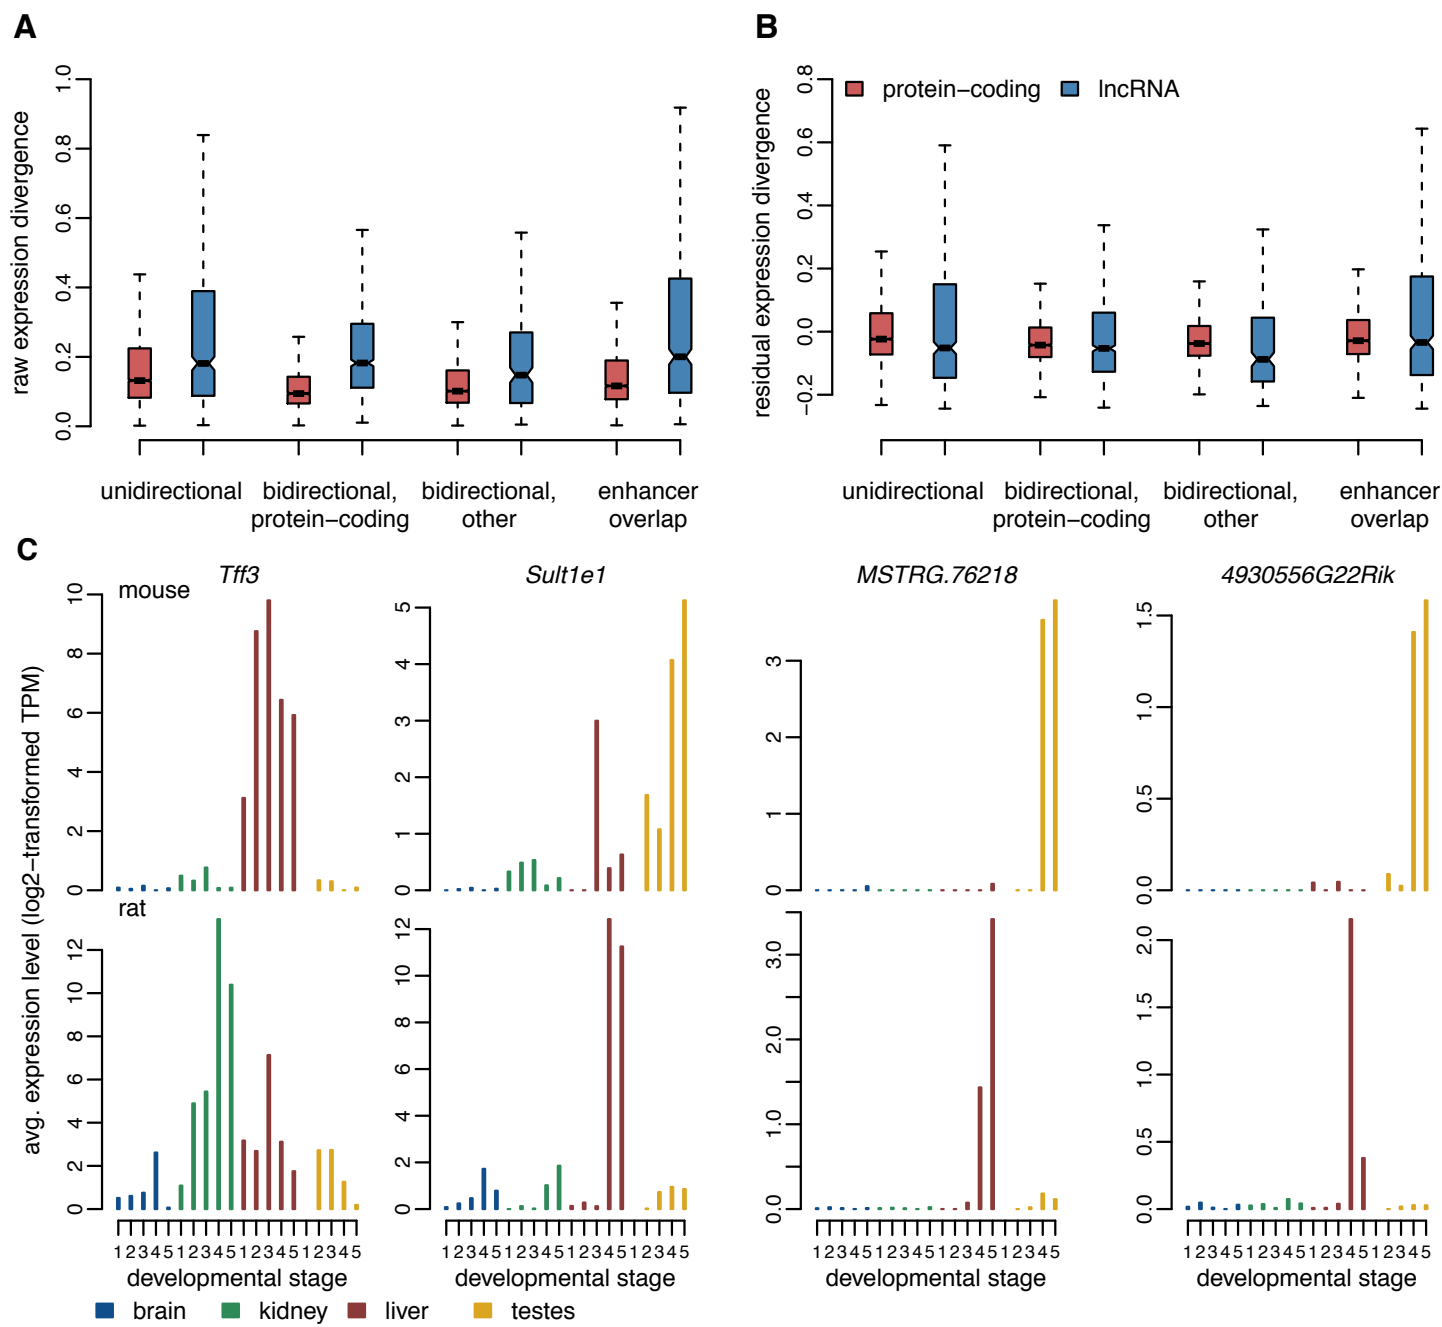

Darbellay and Necsulea, Supplementary Figure 15

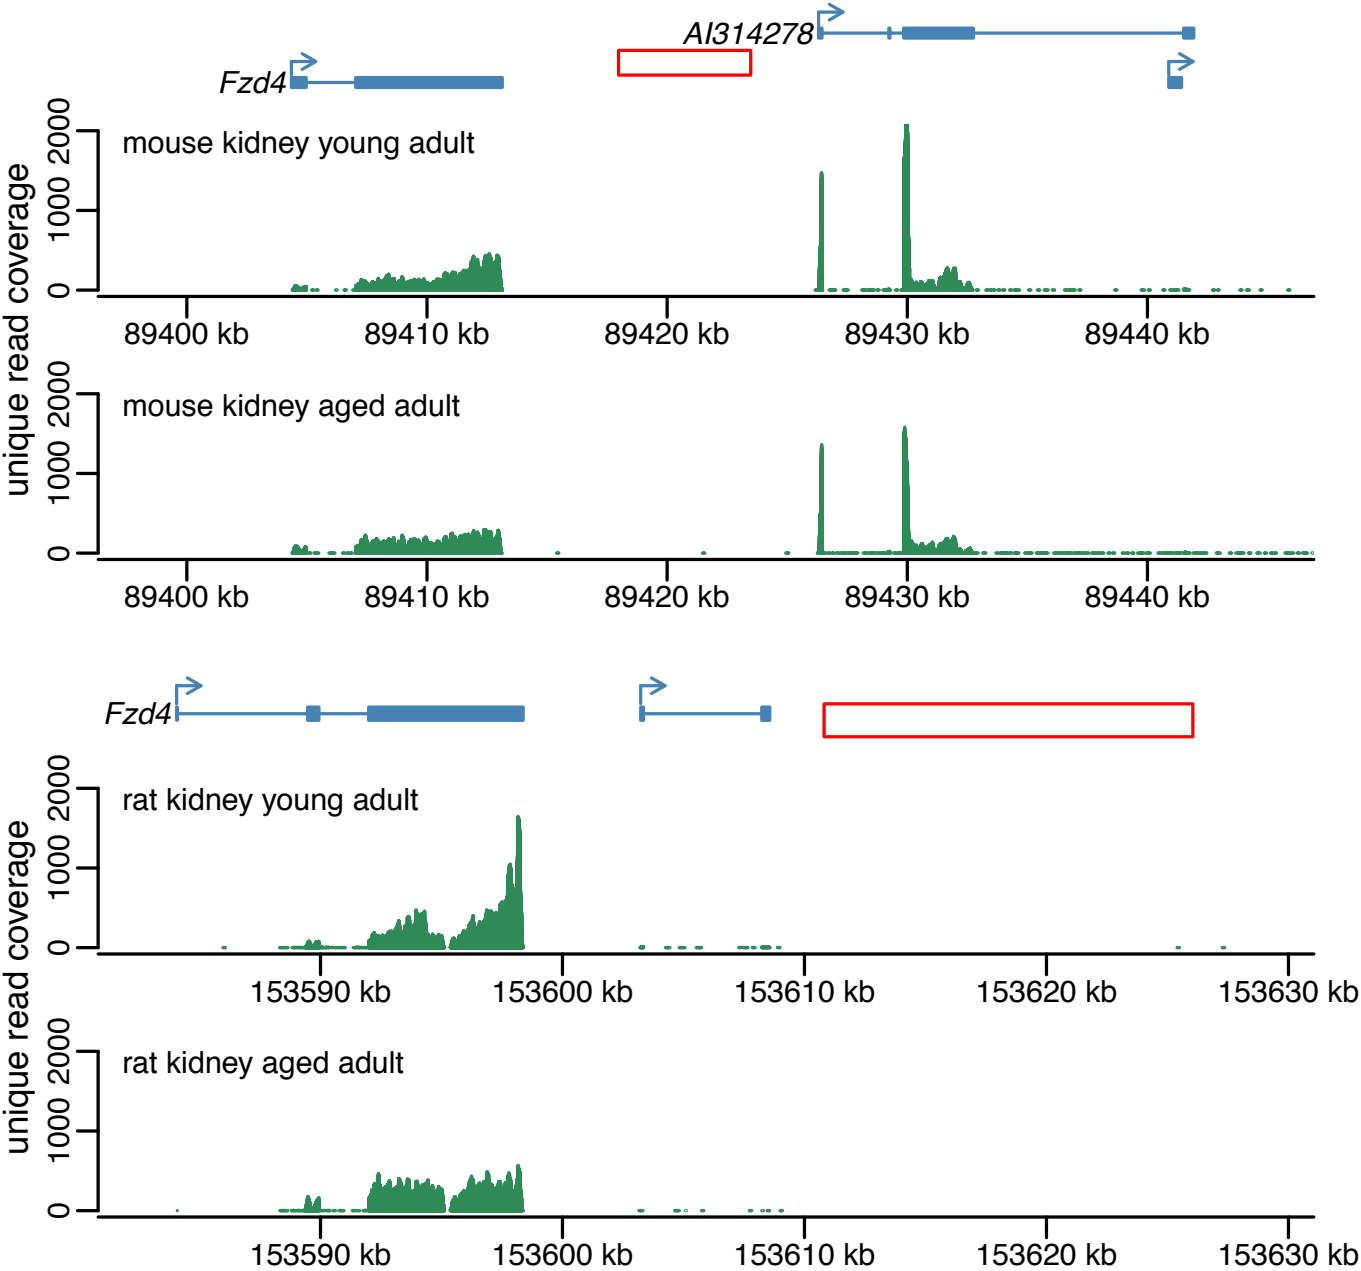

Darbellay and Necsulea, Supplementary Figure 16

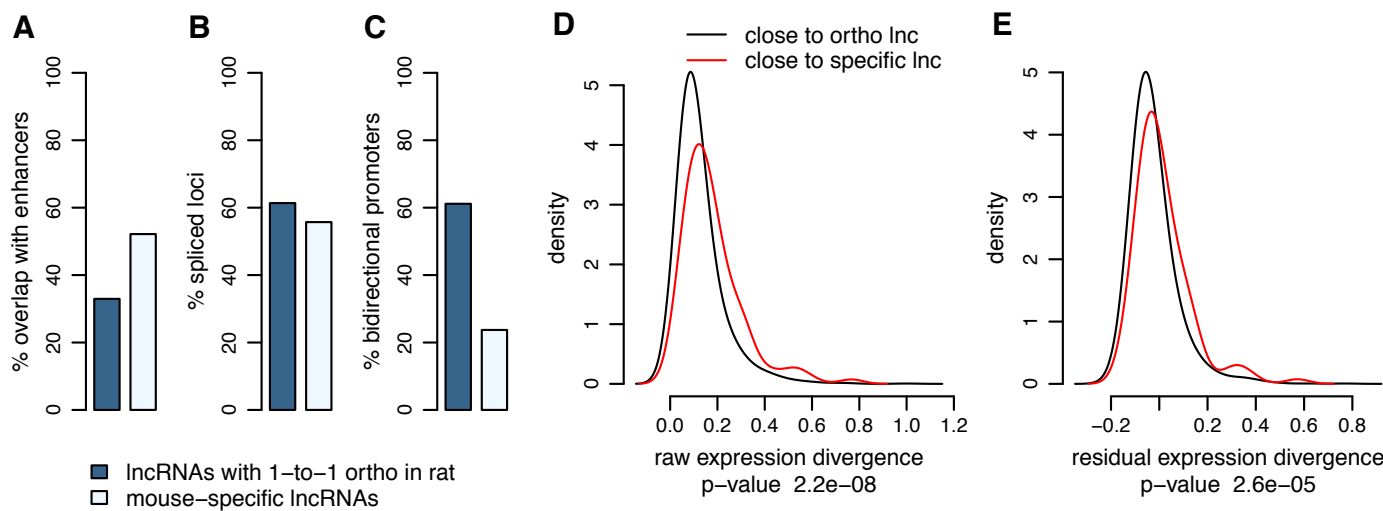

**Supplement:** msz212_Supplementary_Data

How the deposited data were processed for this re-analysis (not part of the article)

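RNA sequencing data of 97 samples were analysed, 45 from mouse, 40 from rat and 12 from chicken, each of 1 organ (brain, kidney, liver or testes) at 1 developmental stage, from TruSeq stranded mRNA libraries. The samples make up 44 combinations of species, organ and stage, of which 38 have 2 replicates, 3 have 3 and 3 have 4. All 388 columns of the deposited tables were used, 4 for each sample.

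The deposited read counts are numbers of unique reads per locus, made by the authors with HISAT2 alignments to mm10, rn6 and galGal5 and with Rsubread, where reads that overlap several genes were discarded. The deposited estimated counts were made by the authors with Kallisto and were rounded to whole numbers here. The deposited raw TPM values come from the authors' Kallisto runs. The authors multiplied these by 1 factor per sample, from the 100 genes that vary least in rank, to make the deposited normalized TPM values. Gene models were those of Ensembl together with loci that the authors assembled with StringTie. Mitochondrial loci (38 in mouse, 38 in rat, 36 in chicken) occur only in the read counts and were left out of all tests. They held between 0.473% and 16.2% of the reads of mouse samples, between 0.989% and 31.8% in rat and between 4.15% and 13.2% in chicken.

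Mouse loci were given biotypes from GENCODE M21, in which 54124 of the 54243 Ensembl identifiers were found. For rat, 3078 loci carry a gene name. Supplementary Tables 4, 5 and 9 were held in part, as their first 1999 of 3171, 38214 and 15816 lines, and no overlap or enrichment was tested on them. The principal components were therefore computed within mouse, within rat and over the mouse and rat pairs of Supplementary Table 9, and not over the orthologs of all 3 species.

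DE was tested with edgeR 4.0.16 (TMM normalization, robust quasi-likelihood fits) for each organ of each species, with stage as the only factor, over loci with at least 10 reads summed over the organ's samples, at a Benjamini-Hochberg FDR below 0.01. Consecutive stages were contrasted in the same fits. Whether the change from young to aged adult differs between organs was tested in 1 fit per species. The organs of a stage come partly from the same animals, and this fit treats the samples of 1 animal as independent. Standard errors of log2 fold changes were taken as the fold change divided by the square root of its F statistic. Shares of loci were compared with chi-square tests and amplitudes with Wilcoxon tests, both two-sided and over loci. Stages were compared along principal components with Kruskal-Wallis statistics and exact permutations, or 100000 random ones where these were too many. Proportions have 95% Wilson intervals. Thinning and permutations used random seed 1, and the index of conservation 100 bootstrap draws.

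On data simulated from the mouse brain samples, the test across stages recovered 27% of the genes changed by a fold of 2 and 99% of those changed by a fold of 4. For rat liver it recovered 70% and 100%. The contrast of young and aged adults recovered 16% and 97% in mouse brain, and 39% and 100% in rat liver. The test of differences between organs recovered 1 of 100 genes at a fold of 2 and 84 of 100 at a fold of 4, with 0 false calls. In all of these simulations, only loci above a minimum mean count were changed, and every locus had a dispersion of 0.04. Recovery was thus not tested for loci with few reads, as most lncRNAs and assembled loci are. A low number of calls therefore leaves changes of a fold of 2 open, and for loci with few reads larger ones as well.

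The genes named in the text follow a rule written before the data were examined, as were the tests, the lists and the alternatives, apart from those said to be chosen later. Named are the genes that the paper names, the oligodendrocyte and precursor markers of Supplementary Table 3, and 14 antigen processing and presentation genes. Some of the oligodendrocyte and precursor markers are not reported here, so the text on them does not cover the whole list. Named as well are at most 2 loci per contrast of young and aged adults, those with the smallest adjusted p among loci with a name and a log2 fold change of at least 1 either way. Of the 30 lncRNA families, the 3 with a name and the highest TPM in the mouse are named.

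The alternatives were DESeq2 1.42.0, RLE size factors, filterByExpr, no filter beyond 1 read, an FDR of 0.05, estimated counts, 3' bias as a covariate, the replicate number as a block, fits of only the compared stages, leaving out each replicate, other minima of reads and TPM, raw TPM, a pseudocount of 0.1 and genes centred and scaled. Replicate numbers do not pair the stages, since each stage comes from other animals. The deviations of samples with the same number from their stage means had median correlations between -0.0368 and 0.0458 in the organs of mouse and rat, with single values between -0.308 and 0.186.

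The computations used Python 3.11.15 with numpy 2.4.6, pandas 2.3.3, scipy 1.17.1 and matplotlib 3.10.9, and R 4.3.3 with data.table 1.17.8. The study's own list of candidate lncRNAs was not used here.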

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

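The tests of 3' bias against the mitochondrial share of reads and of 3' bias in the comparison of organs were chosen after the results had been seen.

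Among 18 tests of a group of 4 samples for a sample far from the others, 2 were past the limit, and chance gives about 1 in 20. Both were in the aged rat liver. Replicate 1 had 55647619 unique reads against 40870701, 38935753 and 38007545 in the other 3 (Dixon ratio 0.838, limit 0.829). Replicate 2 had a scaling factor of 3.24 in the authors' normalization against 2.31, 2.24 and 2.24 (ratio 0.930). Replicates 1 and 2 come from animals of 24 months and replicates 3 and 4 from animals of 12 months, and their 3' bias differs as well (0.544 and 0.694 against 0.201 and 0.234). In both cases the other sample of 24 months lay nearer to those of 12 months, so age alone does not account for either value. The cause was not tested. Without replicate 1, 16 loci were DE between young and aged rat liver, against 7 with all samples.

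The change from young to aged adult differed between organs for 15 loci in the mouse (of 64660 tested, 1839 at an unadjusted p below 0.05) and for 67 in the rat (of 67552, 3592 at an unadjusted p below 0.05). In the mouse, the loci with the smallest adjusted p were Mir124-2hg (log2 fold change 7.54 in kidney) and Fetub (4.75 in testes), both with an adjusted p of 0.000142. The smallest among rat loci with a name were those of Folh1 (5.55 in kidney) and Slc12a3 (4.53 in kidney), both with 0.000141, and loci without a name here had values down to 3.33e-06. These names were chosen after their values were seen. In the rat, the pairs of organs that differed were brain and kidney (82 loci), kidney and liver (87) and kidney and testes (60), while the 3 pairs without kidney had 0, with 1270, 1127 and 1158 loci at an unadjusted p below 0.05. For the pairs without kidney, these numbers are smaller than chance alone gives among the 67552 loci tested. With 3' bias in the model, 14 of the 15 loci of the mouse and 59 of the 67 of the rat (88.1%) were still called, and of the pairs of rat organs 63 of 82, 84 of 87 and 46 of 60, which argues against 3' bias as the whole cause. The aged rat kidneys are from animals of 12 months and the other aged rat organs, part of the liver aside, from animals of 24 months, so age stays open beside organ and was not tested.

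Mitochondrial loci, which the methods of the paper leave out of its expression analyses, held up to 16.2% of the reads of a mouse sample (aged kidney), 31.8% in rat (young adult kidney) and 13.2% in chicken. RNA degradation could raise this share. Deviations of the mitochondrial share and of 3' bias from their stage means correlated positively in 7 of the 8 organs of mouse and rat, but the smallest adjusted p was 0.118 over the 32 relations tested, in rat liver (Pearson's r 0.859 with permutation p = 0.00498, Spearman's rho 0.776 with permutation p = 0.0158, n = 12). With 8 to 13 samples per organ the question stays open. Mitochondrial content of the tissue is a biological alternative that was not tested.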

How the results depend on the processing

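Chosen after seeing the data were the comparison of aged replicate pairs, the down-sampling without the 1% most abundant loci with lncRNAs and assembled loci together or with shares over all loci before thinning, the 3' bias covariate in the comparison of organs, and a second seed for the clusters, which gave the same clusters. Of the values compared under the alternatives for the results at the claims, 754 stayed, 224 moved, 16 reversed, 2 grew stronger and 2 weaker. Of those for single genes, 993 stayed, 108 moved, 33 reversed, 17 grew stronger and 21 weaker. Where no reason is given, the cause was not tested.

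With 3' bias as a covariate, DE across stages fell from 3448 to 2193 assembled loci in mouse brain, from 6142 to 2491 in rat brain and from 22525 to 13665 in rat testes, rose from 118 to 828 loci in chicken brain and fell from 4 to 0 in chicken liver (1066 at an unadjusted p below 0.05). Between young and aged adults it gave 5 loci in mouse brain, 186 in mouse kidney, 68 in mouse liver, 630 in rat kidney, 30 in rat liver and 55 in rat testes. Of the loci called without it, 2 of 2, 58 of 65, 13 of 13, 388 of 1374, 7 of 7 and 4 of 4 were called again. It gave 21952 loci from newborn to young adult in mouse testes, 1875 in rat brain and 2099 in rat kidney. In the testes, 2502 lncRNAs and 5156 assembled loci were higher in mouse and 10826 assembled loci in rat. The fewest calls before birth or from late embryo to newborn were 9 in mouse and 60 in rat. The loci whose change differs between organs rose to 137 in mouse and 131 in rat. The cause was not tested.

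DESeq2 gave 1570 loci in chicken brain, 318 in kidney and 1011 in liver. Between young and aged adults it gave 31 in mouse brain (24 higher, 7 lower, against 2 and 0), 442 in mouse kidney, 139 in mouse liver (102 and 37, against 12 and 1), 543 in rat brain, 4951 in rat kidney (2675 and 2276, against 898 and 476), 143 in rat liver (77 and 66, against 5 and 2) and 73 in rat testes (40 and 33, against 3 and 1). In rat kidney and liver it gave 9361 and 5647 from newborn to young adult. The fewest calls before birth or from late embryo to newborn were 2325 in mouse and 2007 in rat, and the most in mouse 5831. The split of higher and lower loci also moved from midstage to late embryo in mouse kidney (3846 and 1985, against 2966 and 862), mouse liver (1930 and 694, against 1078 and 96), rat kidney (2264 and 889, against 985 and 64), rat liver (1233 and 774, against 430 and 38) and chicken liver (672 and 364, against 4 and 0), and from late embryo to newborn in rat kidney (1887 and 1692, against 550 and 105) and rat testes (2630 and 3407, against 1509 and 3306). The cause was not tested.

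With no filter beyond 1 read, 9085 assembled loci were DE across stages in rat kidney and 6065 in rat liver, and 2389, 121 and 2010 loci in chicken brain, kidney and liver. Between young and aged adults it gave 101, 871, 73 and 71 loci in mouse brain, kidney, liver and testes and 1033, 5844, 608 and 66 in rat. From newborn to young adult it gave 10867 in rat kidney and 5477 in rat liver, and the fewest calls in rat before birth or from late embryo to newborn were 1857. With filterByExpr, 50 loci were DE in chicken brain and 0 in chicken liver (4346 at an unadjusted p below 0.05), and between young and aged adults 0 in mouse brain (1436 at an unadjusted p below 0.05), 42 in mouse kidney, 9 in mouse testes, 22 in rat brain, 2 in rat liver and 2 in rat testes. An FDR of 0.05 admits more loci by construction, 5634 assembled loci in mouse brain, 6892 in kidney and 3618 in liver, 1273 lncRNAs in mouse liver, 9297, 8863 and 6320 assembled loci in rat brain, kidney and liver, and 1406 and 512 loci in chicken brain and liver. RLE gave 13 loci in chicken liver. Estimated counts gave 0 in chicken brain (5407 at an unadjusted p below 0.05) and 0 in chicken liver (4557), and between young and aged adults 5 in mouse testes, 50 in rat brain and 3 in rat liver.

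Fits of only the compared stages have fewer samples. Between young and aged adults they gave 7, 0, 3 and 56 loci in mouse brain, kidney, liver and testes (2964 at an unadjusted p below 0.05 in kidney) and 0 in rat brain, kidney, liver and testes (3759, 5238, 1054 and 1834). From newborn to young adult they gave 0 in rat kidney (10348), and this transition had the most calls in 2 organs of mouse and 2 of rat in place of 4. The fewest and most calls before birth or from late embryo to newborn were 325 and 12645 in mouse and 4657 and 10928 in rat.

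The replicate numbers do not pair the stages, and the block for them takes up degrees of freedom without a shared source. With this replicate block, 644 loci were DE in chicken brain and 59 in chicken liver, and between young and aged adults 5, 131, 26 and 89 in mouse brain, kidney, liver and testes, 66 in rat liver and 33 in rat testes. The fold changes that reversed with the replicate block were those of B2m in mouse liver (0.028, adjusted p = 1), Tapbp in mouse kidney (0.021, adjusted p = 1), and Cd74 (0.34, 0.829), H2-Aa (0.19, 0.940) and H2-Eb1 (0.31, 0.857) in rat liver.

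Rat liver samples of 12 months only gave 5974 loci from newborn to young adult and 220 between young and aged adults, and those of 24 months only gave 40 between young and aged adults, against 7 with both ages. With aged replicates 1 and 2 only, 164 loci were DE in mouse kidney and 20 in mouse liver, and with replicates 3 and 4 only 415 and 105. Across the 7 fits that each left out one replicate, between 41 and 102 loci were DE between young and aged mouse kidney (41 without newborn replicate 2, 102 without newborn replicate 3). Across 3 such fits it was between 23 and 38 in mouse testes (38 without newborn replicate 3), and across 4 between 3 and 16 in rat liver (16 without aged replicate 1, 11 without aged replicate 3, 3 without aged replicate 4).

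Fold changes from young to aged adult near 0 reversed, none of them past the threshold. For B2m in mouse liver (-0.00) they became 0.039 with the 3' bias covariate, 0.05 with DESeq2, 0.053 with RLE, 0.025 with estimated counts, 0.032 with filterByExpr, 0.035 with only the compared stages, and from -0.16 to 0.091 across the fits without one replicate. For B2m in rat liver (0.01) they became -0.00526 with DESeq2, -0.0053 with RLE, -0.00386 with only the compared stages, -0.046 with 12 months only, and from -0.022 to 0.049 without one replicate. For Tapbp in mouse kidney (-0.05) they became 0.00384 with DESeq2, 0.00377 with RLE and 0.020 with only the compared stages. With the 3' bias covariate, B2m in rat kidney became -0.63 (adjusted p = 0.357) and Ciita in mouse testes 0.16. In rat liver, Psmb9 became -0.47 with 12 months only (0.177), and Cd74, H2-Aa and H2-Eb1 became 0.32, 0.15 and 0.35 with 24 months only (0.779, 0.956, 0.777). Without one replicate they ranged from -0.41 to 0.091 for Cd74, from -0.61 to 0.10 for H2-Eb1 and from -0.048 to 0.49 for Psmb9 in rat liver, and from -0.048 to 0.15 for H2-K1 in mouse liver. Among the other changes at single genes, DESeq2 made 8 stronger, no filter 8 stronger and 1 weaker, filterByExpr 1 stronger and 3 weaker, estimated counts 3 weaker, the 3' bias covariate 2 weaker, the replicate block 2 weaker and fits of only the compared stages 10 weaker. Tau moved for 27 values each over log2(TPM + 1), with raw TPM, without replicate 1 and without replicate 2.

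After down-sampling, the share of the thinned class minus that of the other became -8.83 percentage points in mouse brain, -6.36 in kidney, -4.81 in liver and -6.16 in testes and -6.10 in rat kidney and -4.51 in rat testes with medians matched. Without the 1% most abundant loci it became -1.74 in mouse liver (chi-square test over loci, p = 0.0457), -0.710 in mouse testes (p = 0.280), -0.859 in rat kidney (p = 0.0856), -0.937 in rat liver (p = 0.0786) and -2.39 in rat testes (p = 2.71e-07), and with lncRNAs and assembled loci together -2.88 in mouse testes (p = 8.87e-11). With shares over all loci before thinning it became -7.06 in mouse testes (chi-square test over loci, p = 1.60e-26), -2.68 in rat kidney (p = 7.54e-10), -2.49 in rat liver (p = 3.51e-08) and -14.3 in rat testes (p = 6.86e-257).

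Lower and higher minima change numbers of loci by construction. A TPM of at least 0.5 gave 757 to 1519 lncRNAs and 2847 to 5831 assembled loci in mouse outside adult testes, and 5986 to 8901 assembled loci in rat. A TPM of at least 2 gave 277 to 582 lncRNAs and 744 to 1913 assembled loci in mouse, with 5908 and 6205 in young adult and aged testes, 1874 to 3118 in rat, with 11010 and 10795, and 2120 to 2648 in chicken. Raw TPM gave 304 lncRNAs and 808 assembled loci as the fewest in mouse and 1906 assembled loci in rat. At least 20 reads gave 1438 to 3516 assembled loci in mouse, 2612 to 6578 in rat and at least 1354 in chicken, and at least 5 reads gave 4119 to 9000, 6301 to 15473 and 3184 to 5416. Without one replicate, the fewest were 1245 to 1697 assembled loci and 673 to 854 lncRNAs in mouse, 2509 to 2743 in rat (the most 6660 to 6779) and 1358 to 1408 in chicken.

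The first and second axes carried 27.9% and 22.2% of the variance of mouse protein-coding genes with genes centred and scaled, 36.0% and 10.2% for lncRNAs, 28.6% and 19.3% in rat, 24.4% and 19.9% for protein-coding pairs and 53.3% and 8.94% for lncRNA pairs. With a mean TPM of at least 1 these were 66.5% and 11.7%, 62.3% and 11.7%, 66.3% and 11.1%, 64.0% and 13.1%, and 47.9% and 11.8%. A pseudocount of 0.1 gave 79.6% and 7.07%, 64.5% and 8.59%, 83.6% and 5.33%, 65.5% and 12.9%, and 50.04% and 10.2%. Raw TPM gave 74.6% and 9.16%, 62.9% and 10.2%, 78.7% and 7.41%, 64.5% and 12.8%, and 46.8% and 10.5%. Mouse brain stages on the first axis differed for protein-coding genes with a mean TPM of at least 1 (statistic 7.42, exact permutation p = 0.0487) and after regression on 3' bias (7.96, exact p = 0.0222). They no longer did for lncRNAs with raw TPM (6.98, exact p = 0.0910), nor for rat brain after regression on 3' bias (6.76, exact p = 0.110).

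Replicate similarity rose with a mean TPM of at least 1 to 0.900 for lncRNAs and 0.774 for assembled loci in mouse, 0.979 and 0.828 for annotated and assembled loci in rat and 0.974 and 0.796 in chicken, and with unique counts scaled by library size to 0.751 for assembled loci in mouse, 0.774 in rat and 0.979 and 0.744 in chicken. The conservation index of lncRNAs with a mean TPM of at least 1 in both species was 0.592 in adult testes and 0.759 to 0.851 elsewhere, and over single pairs of animals 0.566 to 0.707 outside adult testes. The median divergence of lncRNA pairs was 0.186 with raw TPM and 0.198 to 0.214 without one replicate. The adult testes made up 56.2% of the divergence of lncRNA pairs and 20.2% of that of protein-coding pairs with raw TPM, and 59.5% to 60.8% for lncRNA pairs without one replicate. Without one replicate, the difference in the share with maximum in testes was 15.7 to 17.9 percentage points for lncRNAs, 15.7 to 17.4 for assembled loci in mouse and 14.5 to 14.9 in rat, that in adults 7.93 to 11.1, 8.79 to 12.1 and 7.41 to 9.80, and the share of lncRNA pairs with maxima in the same stage 42.9% to 46.4% in brain and 39.8% to 49.0% in testes.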

Differences from the paper's values

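For the residual expression divergence of mouse and rat pairs, the paper gives medians of -0.06 for lncRNAs and -0.03 for protein-coding genes, and the values over the pairs held here were -0.0679 and -0.0506. For these signed values, a gap is called closed where it is within 1 bootstrap standard error over the pairs (0.00467 for lncRNAs and 0.00600 for protein-coding genes with all samples). Of the alternatives set before the data were examined, raw TPM (-0.0625) and leaving out replicate 1 (-0.0596) or replicate 2 (-0.0650) closed the gap for lncRNAs, and none did for protein-coding genes (-0.0378, -0.0514 and -0.0444), although raw TPM and leaving out replicate 2 brought these within 1.5 times the paper's value, as all the lncRNA values were. The paper's R squared of divergence and expression level is 0.13, against 0.0265 here over the first 1999 of the 15816 pairs. Raw TPM gave 0.0410 and leaving out replicate 1 or 2 gave 0.0403 and 0.0375, so that none closed the gap. Of the 1999 pairs, 1740 are of lncRNAs, and no alternative changed this mix of classes, so its part in the gap stays open.

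In kidney, the paper has 31% of the lncRNA pairs in clusters with maxima in different stages, against 48.8% here, where the shares of brain, liver and testes were 75.5%, 92.0% and 93.8%, most of these pairs in clusters with maxima in the aged mouse and the young adult rat. In testes, it has 3.5% of the lncRNA pairs in clusters with opposite profiles, against 6.94% here. No alternative was set before the data were examined for the clusters.

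For all values other than the residual divergence, a gap is called closed where neither value is more than 1.5 times the other. The paper's share of lncRNA divergence from the young adult and aged testes is close to that of each stage here (29.4% and 29.6%). Against 59.0% for both together it is past this rule, and which of these the paper means stays open. The remaining differences are numbers of mouse protein-coding genes DE between consecutive stages, where the paper's values were read by eye from Supplementary Fig. 9. From midstage to late embryo, the figure shows about 1500 genes lower in brain, against 895 here (DESeq2 1364 and no filter 1573 closed the gap), about 5300 higher in kidney, against 2441 (fits of only the compared stages 6172), about 4100 lower in kidney, against 773 (3961 in those fits), and about 2500 higher in liver, against 949 (DESeq2 1682, fits of only the compared stages 2413). For about 1900 genes lower in liver, against 86, no alternative closed the gap.

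From late embryo to newborn, Supplementary Fig. 9 shows about 2300 genes lower in brain, against 1085 here (closed with DESeq2, 2237, and no filter, 2294), and about 1100 higher in kidney, against 298 (DESeq2 854, no filter 910). It shows about 2300 lower in kidney, against 919 (DESeq2 2272, no filter 2016, replicate block 1900), although the replicate numbers do not pair the stages. In liver it shows about 960 higher, against 418 (DESeq2 949, 3' bias covariate 894), and about 1200 lower, against 580 (DESeq2 1193, 3' bias covariate 1311). From newborn to young adult liver it shows about 2000 higher, against 1328. DESeq2 (2153) and the 3' bias covariate (2023) closed this gap and reached the figure's value. RLE (1480), filterByExpr (1488), no filter (1387), the replicate block (1343) and leaving out aged replicate 1 (1552) or 4 (1405) closed it by the same rule only, and left most of the distance.

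From young to aged adult, Supplementary Fig. 9 shows about 38 genes higher in brain, against 2 here (closed with no filter, 56), and about 6 lower, against 0 (DESeq2 7). In kidney it shows about 150 higher, against 20 (DESeq2 185), and about 44 lower, against 23. The latter gap closed with the replicate block (44), whose numbers do not pair the stages, and without aged replicate 2 (34), newborn replicate 1 (33) or newborn replicate 3 (38). In liver it shows about 58 higher, against 5 (DESeq2 70), and about 23 lower, against 1 (no filter 22, 3' bias covariate 31). In testes it shows about 23 higher, against 4 (no filter 27, replicate block 34, fits of only the compared stages 16), and about 13 lower, against 5 (no filter 17, fits of only the compared stages 11). DESeq2 is the tool that the paper's methods name.

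After down-sampling, Fig. 3C shows about 26% of the mouse brain protein-coding genes as DE, against 53.9% here. Matching medians in place of means closed the gap (34.5%), and random seed 2 did not (53.7%). DESeq2 was not run on the thinned counts.

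The paper states that lncRNAs have the higher share of DE loci after down-sampling. Here the lncRNA or assembled class had it in 0 of the 8 combinations of species and organ with means matched, over thinned loci with at least 10 reads, and in 6 of 8 with medians matched. Over all loci before thinning it had it in 4 of 8 with means matched, a setting chosen after seeing the values. With the 1% most abundant loci of that class left out of the mean it had it in 5 of 8, and with lncRNAs and assembled loci as 1 class in 1 of 4, both chosen after seeing the values. All of these thinned counts were tested with edgeR. DESeq2, which the paper's methods name, was not run on them, so the part of the tool in this difference stays open. The paper finds opposite clusters of profiles in testes alone, and here they were found also in kidney (1 of 5 lncRNA clusters) and liver (2 of 5, of which the cluster of 9 pairs was opposite by its first and last stage only). The paper states that antigen presentation genes tend to be higher in aged than in young adults in mouse kidney, rat brain and rat liver, and in rat liver 2 of the 5 held here were higher, with a median log2 fold change of -0.12. Of the alternatives, rat liver samples of 24 months only gave positive values for Cd74, H2-Aa and H2-Eb1 (0.32, 0.15 and 0.35), none of them past the threshold. The paper states that the fewest changes occur between young and aged adults, which held in 7 of the 8 organs. Rat kidney was the exception, with 1374 loci against 1049 from midstage to late embryo and 655 from late embryo to newborn. Fits of only the compared stages, which have fewer samples, called fewer loci between young and aged rat kidney than at these transitions. The share of mouse protein-coding genes with their maximum in testes was 37.1%, and that of annotated lncRNAs 54.4%, which lie on the other side of the bounds that the paper states. With a maximum mean TPM of at least 1, an alternative set before the data were examined, they were 33.4% and 65.8%, within these bounds. The assembled mouse loci (59.7%) stayed outside them at this minimum. So did the assembled (57.9%) and annotated (37.2%) loci of the rat, whose classes are not divided by biotype.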

Other observations

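The tests of 3' bias in mouse brain and in rat kidney were chosen after the results had been seen, as were the comparison of the aged sample pairs and the settings of the down-sampling other than means and medians.

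Matching mean counts left the thinned class with the higher share of DE loci in all 8 combinations of species and organ, over thinned loci with at least 10 reads. Leaving out the loci below 10 reads raises this share. Over all loci before thinning, the comparison class had the higher share in 4 combinations (mouse testes and rat kidney, liver and testes), as this explanation needs, and in the other 4 the thinned class kept it, which argues against it as the whole cause there. A further candidate explanation is that the most abundant loci of the comparison class raise the mean to which counts are thinned. With the 1% most abundant loci of the comparison class left out of the mean, that class had the higher share in 5 of the 8 combinations, as this explanation needs, so the mean of the abundant loci may account for part of the pattern. With assembled loci added to the comparison class, it had the higher share in 1 of the 4 mouse organs. The assembled loci hold other loci beside lncRNAs, so it stays open whether leaving out the assembled lncRNAs of the study plays a part.

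Rat kidney had the most DE loci between young and aged adults, 1374. Of its young adult samples, 1 had 31.8% of its reads on mitochondrial loci and a 3' bias of 0.594, the other 17.4% and 0.436, while the aged samples had a 3' bias of 0.294 and 0.264. The log2 differences of separate animals correlated across loci with r = 0.414 in one pairing of the animals and 0.509 in the other, against 0.00179 in data simulated with no change and 0.795 with a shared change. This argues against 1 deviating sample as the cause, but not against a difference shared by both young adult samples, such as that in 3' bias. With 3' bias in the model, 630 loci were called in rat kidney, still the most among the organs (186 in mouse kidney came next), which argues against 3' bias as the whole cause. Of the 1374 loci, 388 were called again. Since 92.0% of the variance of 3' bias in rat kidney lies between stages, 3' bias and age cannot be told apart for the others. More immune cells in the aged animals stay open, since 9 of the 22 immune cell markers were higher in aged kidney by more than their standard error and the B-cell marker Cd79a (-3.19) and the innate lymphoid marker Cd52 (-1.74) were lower. The age of the animals, 12 months, was not tested. In the other organs the lower correlation was, with aged replicates 1 and 2, 0.484 in mouse kidney, 0.372 in mouse liver, 0.0870 in rat liver, 0.0706 in mouse brain, 0.0200 in mouse testes, 0.136 in rat brain and -0.0577 in rat testes. With aged replicates 3 and 4 it was 0.606 in mouse kidney, 0.629 in mouse liver and 0.334 in rat liver.

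From late embryo to newborn mouse brain, fewer loci were DE with 3' bias in the model (9, against 2342 without it). Since 90.3% of the variance of 3' bias in mouse brain lies between stages, 3' bias and stage cannot be told apart there, and the developmental stage stays open as a biological explanation.

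Replicates 1 and 2 of the aged mouse kidney had a 3' bias of 0.622 and 0.642, and replicates 3 and 4 of 0.332 and 0.334. In liver the values were 0.806 and 0.765 against 0.280 and 0.188. Against the same young adult samples, 164 kidney loci were DE with replicates 1 and 2, 415 with replicates 3 and 4, and 53 with both. In liver, these numbers were 20, 105 and 13. Both comparisons share the young adult samples, and in data simulated with no change 1 and 1 loci were called in kidney and 0 were shared. The highest share of loci called with one pair that the other pair also called was 65%, in liver, and the lowest was 12.4%, so the tests leave open whether 3' bias makes part of the calls.

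Xist (X chromosome of GRCm38 from 103460366 to 103483254) had 9.57 and 16.6 TPM in the midstage embryo kidney samples of the mouse and on average at most 0.157 in any other combination, with young and aged adults taken as 1 stage. In the rat it had 75.4 ± 32.8 TPM (SD, n = 2) in the same combination and 1.25 ± 0.442 (n = 4) in the next, the adult testes. By the paper's methods, these samples pooled tissue of several embryos and were the only rodent ones not genotyped to select males. They may therefore hold tissue of female embryos. The summed TPM of 4 genes of the Y chromosome (Kdm5d, Eif2s3y, Uty and Ddx3y) was 21.0 ± 1.86 in midstage and 47.6 ± 0.0788 in late embryo mouse kidney, a ratio of 0.44, against 0.849 in brain and 0.564 in liver. A low kidney ratio is what this explanation needs. The liver samples were selected as male, so a low ratio alone does not show female tissue. The midstage embryo kidney samples also had the highest number of unique reads among the mouse samples, up to 79957826.

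Fzd4 had its mouse maximum in the late embryo kidney (35.4 ± 1.99 TPM, SD, n = 2), with 23.3 ± 1.57 in the adult kidney (tau 0.768). H19 reached 13938 ± 2637 TPM in the newborn liver and 10038 ± 1283 in the late embryo liver of the mouse. Pou3f2 was highest in the late embryo brain, with 37.0 ± 9.91 TPM in mouse and 43.2 ± 2.41 in rat.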
